# Use of “MGE Enhancers” for Labeling and Selection of Embryonic Stem Cell-Derived Medial Ganglionic Eminence (MGE) Progenitors and Neurons

**DOI:** 10.1371/journal.pone.0061956

**Published:** 2013-05-01

**Authors:** Ying-Jiun J. Chen, Daniel Vogt, Yanling Wang, Axel Visel, Shanni N. Silberberg, Cory R. Nicholas, Teruko Danjo, Joshua L. Pollack, Len A. Pennacchio, Stewart Anderson, Yoshiki Sasai, Scott C. Baraban, Arnold R. Kriegstein, Arturo Alvarez-Buylla, John L. R. Rubenstein

## Abstract

The medial ganglionic eminence (MGE) is an embryonic forebrain structure that generates the majority of cortical interneurons. MGE transplantation into specific regions of the postnatal central nervous system modifies circuit function and improves deficits in mouse models of epilepsy, Parkinson's disease, pain, and phencyclidine-induced cognitive deficits. Herein, we describe approaches to generate MGE-like progenitor cells from mouse embryonic stem (ES) cells. Using a modified embryoid body method, we provided gene expression evidence that mouse ES-derived Lhx6^+^ cells closely resemble immature interneurons generated from authentic MGE-derived Lhx6^+^ cells. We hypothesized that enhancers that are active in the mouse MGE would be useful tools in detecting when ES cells differentiate into MGE cells. Here we demonstrate the utility of enhancer elements [*422* (*DlxI12b*), *Lhx6*, *692*, *1056*, and *1538*] as tools to mark MGE-like cells in ES cell differentiation experiments. We found that enhancers *DlxI12b*, *692*, and *1538* are active in Lhx6-GFP^+^ cells, while enhancer *1056* is active in Olig2^+^ cells. These data demonstrate unique techniques to follow and purify MGE-like derivatives from ES cells, including GABAergic cortical interneurons and oligodendrocytes, for use in stem cell-based therapeutic assays and treatments.

## Introduction

Cortical interneuron dysfunction may contribute to the risk of developing autism, epilepsy, bipolar disorder, schizophrenia, and dementia [1], [2], [3], [4], [5]. Cortical interneurons are born in the progenitor zones of the medial ganglionic eminence (MGE), the caudal ganglionic eminence (CGE) and preoptic area (POA), and migrate tangentially into the cortex [6], [7], [8] (abbreviations are listed in Table S1 in File S2). Several transcription factors, such as *Dlx1&2, Nkx2-1* and *Lhx6*, regulate interneuron development. For instance, *Dlx1&2* are required for interneuron migration to the cortex [6], [9], [10], [11], [12], [13]. *Dlx1^−/−^* mice are viable, but, due to late-onset interneuron loss, develop cortical dysrhythmias and epilepsy [9]. *Nkx2-1* specifies MGE identity; in *Nkx2-1* null mice the MGE acquires lateral ganglionic eminence (LGE)/CGE identity and lacks MGE-derived interneurons, in part because they fail to express *Lhx6* [14], [15], [16], [17]. In turn, *Lhx6* is required for differentiation of Parvalbumin^+^ and Somatostatin^+^ interneurons [18], [19].

Heterochronic transplantation of rodent embryonic MGE cells into neonatal cortex or adult hippocampus results in their efficient dispersion and integration within host circuits [20], [21], [22], [23]. Furthermore, studies have demonstrated a therapeutic proof of concept that transplantation of MGE cells into rodent models of neuropsychiatric or neurological disorders can suppress seizures, reduce injury induced neuropathic pain, ameliorate phencyclidine-induced cognitive deficits and partially rescue Parkinsonian symptoms [22], [23], [24], [25], [26], [27], [28], [29].

While fetal MGE is a potential source for human transplantation, generating MGE cells from stem cells is advantageous due to limited availability and ethical issues surrounding the use of fetal tissue. Thus, several groups have embarked on generating MGE cells from embryonic stem (ES) cells [30], [31].

Subsequently, mouse and human ES cells lines were generated expressing GFP under the control of loci that mark MGE cells. The J14 mouse ES cell line expresses GFP from an *Lhx6* bacterial artificial chromosome (BAC) transgene and can differentiate into mature Lhx6-GFP^+^ cortical interneurons after transplantation [32]. Human NKX2-1^GFP/w^ ES cells express GFP from the endogenous *NKX2-1* locus and were shown to differentiate into NKX2-1-GFP^+^ basal forebrain progenitors that further differentiated into GABA^+^ and TH^+^ neurons, and PDGFRα^+^ oligodendrocytes [33]. We hypothesize that small enhancer elements active in the mouse MGE will be useful in detecting when ES cells differentiate into MGE cells. Thus, we describe our alternative approach to label specific stages of stem cell differentiation using four small enhancer elements that drive expression in a highly restricted repertoire of cell states related to the MGE and its derivatives.

## Materials and Methods

### Ethics Statement

All animals were treated in accordance with the protocols approved by the Institutional Animal Care and Use committee (IACUC) at University of California, San Francisco (UCSF approval number: AN083918-03A; Approval Date: August 29, 2012; Expiration Date: July 26, 2013). In all the animal experiments, animals of either sex were used.

### ES cells maintenance and differentiation

Mouse Foxg1::venus [30] and E14 embryonic stem (ES) (a kind gift from Jeremy Reiter, UCSF; from Bay Genomics) cells maintenance medium was GMEM medium supplemented with 10% Knock Out Serum Replacement (KSR) (Invitrogen), 1% Fetal Bovine Serum (Hyclone, Define Serum), 1 mM sodium pyruvate (Sigma), 0.1 mM MEM nonessential amino acids (NEAA, Invitrogen), 0.1 mM 2-ME (2-mercaptoethanol, Sigma, freshly prepared each time). For J14 cells [32], maintenance medium was Knockout DMEM (Invitrogen) supplemented with 15% FBS, 2 mM glutamate (UCSF Cell Culture Facility), 0.1 mM NEAA, 1X Pen/Strep (UCSF Cell Culture Facility), 0.1 mM 2-ME. In all ES cells, 2000 U/ml Leukaemic Inhibitory Factor (LIF, Millipore) was added freshly every other day. For feeder cells (SNL and SNLB, see below in the section of **Generation of lentivirus-transduced ES cell clones**) media: DMEM with 10% FBS with glutamate and 1X Pen/Strep. For all ES cell differentiation media: GMEM medium supplemented with 10% KSR, 1 mM sodium pyruvate, 0.1 mM NEAA, 0.1 mM 2-ME; different lots of KSR produced different percentage of Lhx6-GFP^+^ cells (and Foxg1::venus^+^ cells) and therefore required testing for inclusion in the differentiation media. For improved "serum-free embryoid body-like" (SFEBq) culture (see **Results**, modified from the study of [34]), ES cells were dissociated into single cells with 0.25% trypsin-EDTA (Invitrogen) and quickly re-aggregated in the differentiation media containing 100 ng/ml Dickkopf-1(Dkk-1) (5000 cells/100 µl/well) using 96-well low cell adhesion plates (Lipidure-coat plate A-U96, NOF America). On day 3 of differentiation (D3), 20 µl of differentiation media containing SAG (Alexis Biochemicals) was added into each well so that the final concentration of SAG was 6 nM. On D6, ES cell aggregates (embryoid body (EB) aggregates) were transferred to a 10-cm bacterial-grade dish with DMEM/F12 (Invitrogen) supplemented with N2 (Invitrogen) and 6 nM SAG.

### Immunohistochemistry

ES EB aggregates at various time points of differentiation were collected and fixed with 4% paraformaldehyde, then cryoprotected with 15% sucrose overnight before embedding in optimal cutting temperature (O.C.T.; Tissue-Tek, Sakura Finetek) media. Each aggregate was frozen and cryostat sectioned into 30×10 µm sections for immunofluorescent analyses. For antibody staining, glass slides with sections were washed with PBS three times and permeabilized with 0.3% Triton X-100 before blocking with 2% skim milk (Difco). Primary antibodies were, chicken anti-GFP (1∶500, Aves Labs), rabbit anti-Ds-Red (for mCherry staining) (1∶500, Clontech), rat anti-Ds-Red (1∶500, ChromoTeK), mouse anti-Nkx2-1 (1∶200, Leica microsystems), rabbit anti-Nkx2-1 (1∶200, Santa Cruz Biotechnology, Inc.), guinea pig anti-Dlx2 (1∶2000, kindly provided by Kazuaki Yoshikawa, Osaka University, Osaka, Japan) [35], rabbit anti-Foxg1 (1∶2000) [31], mouse anti-Islet1 (1∶250, IOWA Hybridoma Bank), mouse anti-human Ki67 (1∶200, BD Pharmingen), rabbit anti-Tbr1 (1∶1000, Millipore), rabbit anti-Olig2 (1∶500, Millipore), mouse anti-Mash1 (1∶500, BD Pharmingen), rabbit anti-GABA (1∶1000, Sigma), rabbit anti-Calbindin (1∶2000, Swant), rabbit anti-Mafb (1∶1000, Bethyl Laboratories), rabbit anti-PV (1∶2000, Swant), rat anti-Sst (1∶250, Millipore), goat anti-Sst (1∶200, Santa Cruz Biotechnology, Inc.), rabbit anti-NPY (1∶250, ImmunoStar), mouse anti-β-III-Tubulin (TUBIII) (1∶1000, TUJ1, Covance). Alexa 488 and Alexa 594 secondary antibodies (1∶500, Invitrogen) were used according to the primary antibody species. Sections were counterstained with 4′, 6-diamidino-2-phenylindole (DAPI, 5 ng/ml, Invitrogen).

### Image analyses

Immunofluorescent images were taken using a Nikon Eclipse 80i microscope (Nikon), a CoolSnap camera (Photometrics), and NIS Elements BR 3.00 software (Nikon). For marker co-localization, we used image J for cell counting in the red, green and red+green channels. Counting was performed on 200× magnification images. At least three images were counted to obtain mean ± SEM. The degree of differentiation inside each EB aggregate is different; thus we performed our quantification on those EBs with high expression of GFP and Nkx2-1.

For co-localization of various markers with Lhx6-GFP^+^, DlxI12b-βg-mCherry^+^, 692-mCherry^+^ (692-βg-mCherry^+^) and 1056- βg-mCherry^+^ cells we wrote a Macro (set of instructions) in Image J to perform automated cell counting using each color channel (red and green) and the red/green co-localized channel. The threshold was set at 81–255 for the green channel, and 69–255 for the red channel; then the Macro was set to “convert to mask”, “watershed”, and “analyze particle size = 15–200; circularity = 0.20–1.00″ for the individual color and combined color channels. For the co-localized channel the Macro was set to: “colocalization”, "channel1 = red; channel2 = green, ratio = 50, threshold channel 1 = 50, threshold channel 2 = 50, display = 255, co-localized” (see Results section for the results of the automated cell counting).

For co-localization of 692-mCherry^+^, 692-βg-mCherry^+^ cells with Lhx6-GFP^+^, we manually counted cells from images taken from immunofluorescent staining (the data was comparable to that done by Image J analyses but included more in depth analyses). GFP^+^ and mCherry^+^ cells were counted according to its expression level as bright cells or dim cells (there were 3–10 times more of dim mCherry^+^ cells than bright mCherry^+^ cells, whereas there were usually 2–3 times more of bright GFP^+^ cells than dim GFP^+^ cells). The percentage of co-localization in the result sections considered all cells. From one of the clones from each construct (J6M1 and J6βM31) we also calculated the percentage of co-localization among bright GFP^+^ and mCherry^+^ cells. In summary, 92.94%±9.85% of 692-mCherry^+^ cells were Lhx6-GFP^+^; 88.09%±4.7% of 692-βg-mCherry^+^ cells were Lhx6-GFP^+^; among Lhx6-GFP^+^ cells, 35.44%±9.22% were 692-mCherry^+^ and 31.05%±3.59% were 692-βg-mCherry^+^.

For co-localization of 1538-βg-mCherry^+^ cells with Lhx6-GFP^+^, we manually counted cells from 6 images taken from immunofluorescent staining on D14 (see **Results** section).

### Transplantation

On D12 (day 12 of differentiation), ES EB aggregates from 20 96-wells plates were collected (1920 aggregates) and dissociated with the enzyme solution of the Neural Tissue Dissociation Kit (Sumitomo Bakelite, MB-X9901) [34]. Rock inhibitor Y-27632 (10 µM) was added in all the solutions to prevent cell death. Cells were stained with Sytox Blue (Invitrogen, to eliminate dead cells) in 1% BSA/HBSS 15 minutes before sorting to distinguish dead vs. live cells. Lhx6-GFP^+^ cells were sorted with BD FACSAria II using 100 µm nozzle and collected in 10% FBS/DMEM/F-12. Fifty to one hundred thousand sorted ES-Lhx6-GFP^+^ cells were microinjected into the cortex of P0–P2 anesthetized CD-1 mice (iced for 3 min) using pulled capillary glass pipettes. To anesthetize young pups, mice were placed on the ice for 3 minutes. For each experiment, 5–12 animals were injected depending on the cells collected on that day and the pups born in one litter. Cells were transplanted into three sites in each hemisphere at a depth of ∼1 mm from the surface of skull. The pups were then warmed at 37°C on a warm plate before being returned to the dam. After transplantation (4 days, 1 month, or 2 months), the mice were deeply anesthetized (in a CO_2_ chamber) and then perfused transcardially with 4% paraformaldehyde, post-fixed in 4% paraformaldehyde overnight, and cryo-protected in 30% sucrose/PBS overnight before frozen in the optimal cutting temperature (O.C.T.; Tissue-Tek, Sakura Finetek) compound. Fifty µm brain cryo-sections were obtained with cryostat for immunostaining.

### RNA microarray analyses

RNA was isolated from fluorescent activated cell sorting (FACS) purified ES-Lhx6-GFP^+^, ES-Lhx6-GFP^−^, and MGE-Lhx6-GFP^+^ cells using RNeasy Micro kit (QIAGEN) according manufacturer's instructions. The procedures of EB aggregates dissociation, FACS purification and collection of cells were the same as described above for cell transplantation. Embryonic 12.5 (E12.5) MGE from Lhx6-GFP transgenic mouse (in CD-1 background) brains were dissected and dissociated into single cells with 0.05% Trypsin/EDTA (UCSF CCF) with 10 µg/ml DNase I (Roche) at 37°C for 15 min. Purified total RNA was submitted to the Genomic Core at UCSF (http://www.arrays.ucsf.edu), for quality assessment using a RNA Pico Chip on an Agilent 2100 Bioanalyzer (Agilent Technologies). Total RNA was amplified using the Sigma whole transcriptome amplification kits following the manufacturer's protocol (Sigma) and Cy3-CTP labeled with NimbleGen one-color labeling kits (Roche-NimbleGen Inc). Equal amounts of Cy3 labeled targets were hybridized to Agilent whole mouse genome 8×60 K Ink-jet arrays. 

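The files the authors deposited are the Feature Extraction output of 3 one-color arrays of the 8×60 K format, all on 1 slide, with 1 array for each sorted cell population. Their headers give version 10.7.3.1 of the software. The labels deposited with the arrays name a low-input RNA amplification kit, an array of a smaller format and, for the ES cells, an mCherry reporter besides Lhx6-GFP that the paper does not mention for the arrays, while the number of spots in the files is that of the 8×60 K design. Each array had 62976 spots, of which 59305 carried 55681 different probes for mouse transcripts and the rest were controls. The software gave each spot an intensity on a linear scale after subtraction of the background, which had not been scaled between arrays. The paper's text does not name the normalization behind its own values. The authors also deposited a table of log2 values, and these lay within 0.167 of log2 median spot intensities that were quantile normalized without background subtraction. For the values given here, log2 of the background-subtracted intensity was taken and the 75th percentile over the mouse probes of the same array was subtracted from it. Spots with an outlier flag were left out, which were 135 on the ES-Lhx6-GFP+ array, 137 on the ES-Lhx6-GFP- array and 98 on the MGE-GFP+ array, no spot was saturated, and repeat spots of a probe were averaged. A probe was taken as well above background when the software's call was positive on a share of at least 0.5 of its spots. A probe without that call on an array was raised to the lowest normalized value among the probes with the call on that array, so that a fold against it is a lower bound at that floor, written "at least", which a higher floor or intensities without background subtraction can make smaller. The log2 difference of a gene is the mean over its probes. Probes were named through RefSeq accessions, which matched 26582 of the 55681 probes, and through the paper's supplementary tables for another 190.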

The data was extracted with Feature Extraction v10.1 software (Agilent).

### Genome coordinates of enhancers

Enhancer *422* is located between *Dlx1* and *Dlx2* genes (human: chr2:172,955,879–172,957,052[hg19]; corresponding to mouse: chr2:71,373,435–71,374,614[mm9]), and encompasses the *Dlx1* and *Dlx2* intragenic enhancer, *DlxI12b*, (mouse: chr2:71,374,047–71,374,552[mm9]) [36], [37]. Enhancer *692* is located on human chromosome 11 (chr11:15,587,041–15,588,314[hg19]) near *Sox6* gene. Enhancer *1056* is on human chromosome 18 (human coordinates: chr18:76,481,720–76,483,257[hg19]) near *Sall3* gene. Enhancer *1538* is on human chromosome 14 (ch14: 36,911,162–36,914,360[hg19]) near *Nkx2-1* gene. The 2.1 kb mouse *Lhx6* enhancer with proximal promoter was described by Du et al., 2008; it extends from the 5' non-coding sequence through the end of intron 1 of *Lhx6* gene.

### Transgenic mouse enhancer assay

Enhancer candidates were amplified by polymerase chain reaction (PCR) from human genomic DNA (Clontech) and cloned into the *Hsp68 promoter-β-galactosidase* (*LacZ*) reporter vector as previously described [38]. Transgenic mouse embryos were generated by pronuclear injection and F0 embryos were collected at E11.5 and stained for β-galactosidase (β-gal) activity with 5-bromo-4-chloro-3-indolyl β-D-galactopyranoside (X-Gal). Since a sufficient number of embryos expressed *LacZ* (had β-gal blue staining in some structures) were obtained, no PCR genotyping was done. We used "blue in any structure" as the transgenic count, and the proportion of embryos with forebrain staining (as assessed from the whole-mount) as a measure of reproducibility. Only patterns that were observed in at least three different embryos resulting from independent transgenic integration events of the same construct were considered reproducible. Here are the numbers for each enhancer. In all cases, the [x/y/z] numbers below indicate E11.5 embryos with staining in that feature/the total number of blue embryos (embryos with blue staining in at least some structures, regardless of the pattern)/the total numbers of embryos that were collected at E11.5. Enhancer *422*: midbrain (mesencephalon) [7/7/38]; forebrain [6/7/38]; nose [6/7/38]. Enhancer *692*: forebrain [9/9/83]. Enhancer *1056*: neural tube [5/8/40]; midbrain [5/8/40]; forebrain [7/8/40]. Enhancer *1538*: forebrain [4/4/34]. In summary, all of the enhancers exhibited greater than 80% of consistent patterns in transgenic mouse enhancer assay. For detailed section analyses, embryos collected at E11.5 were fixed in 4% paraformaldehyde and stained with X-Gal overnight. X-Gal–stained embryos were then embedded in paraffin using standard methods. Coronal sections of the head were cut using standard methods, counterstained with Eosin for visualization of X-Gal -negative embryonic structures and photographed.

### Lentiviral vector generation

The *DlxI12b* DNA fragment was PCR amplified from the DlxI12b-βglobin-Cre vector [37] with introduced 5′ BamHI and 3′ AgeI sites in the primers: (forward: 5′-CTCTGGATCCACACAGCTTAATGATTATC-3′, reverse: 5′-GAGAACCGGTGCAGGAATTCATCGATGATA-3′). The *692*, *1056* and *1538* DNA fragments were PCR amplified from human genomic DNA (Roche) with introduced 5′ BamHI and 3′ AgeI sites in the primers: (692 forward: 5′-ACAAGGATCCCACATCTCAGTGGCTCAT-3′, reverse: 5′-TCTAACCGGTCAGGGTGTCTGTGTTGATG-3′), (1056 forward: 5′-GACAGGATCCGTCCCTCACAGAACTCAG-3′, reverse: 5′-GACAACCGGTGATGCCTGCCTTGAAGTC-3′), (1538 forward: 5′-TCTAGGATCCTGCTGCCTCAAACAAGAATG-3′, reverse: 5′-AGTTACCGGTTTGGATGAGGGAAAGACCTG-3′). Digested DNA fragments of enhancers were cloned into the BamHI and AgeI sites of the *pLenti-mcs-mCherry_Rex1-Blasticidin^r^* vector [39]. The *β-globin* minimal promoter (template: *DlxI12b-β-globin-Cre*) and the *hsp68* minimal promoter [40] were PCR amplified with the following primers: (β-globin forward: 5′-CTATACCGGTAGCCCGGGCTGGGCATAA-3′, reverse: 5′-GAGAACCGGTCGCCGCGCTCTGCTTCTGG-3′), (hsp68 forward: 5′-GAGAACCGGTGCATCGGCGCGCCGACC-3′, reverse: 5′-ATATTCCGGAGGCGCCGCGCTCTGCTTC-3′). See Table S10 in File S2 for full list of primers. The minimal promoters were inserted into the AgeI site that preceded the mCherry gene. The *Dlx-I12b-β-globin* fragment was PCR amplified directly from [37], using the *Dlx-I12b* forward and *β-globin* reverse primers described above. All of the primer sequences are in Table S10 in File S2. All PCR fragments and lentiviral constructs were verified by restriction enzyme digests and DNA sequencing.

### Lentivirus production

HEK293T cells (a gift from Daniel Lim, UCSF; from Thermo Scientific) grown in DMEM with 10% FBS were transfected using Fugene 6 transfection reagent (Roche) with four plasmids to generate lentivirus particles. Plasmids used for a 10 cm tissue culture plate of HEK293T cells (at about 50–70% confluence): 6.4 µg of lentiviral vector DNA and 1.2 µg each of 3 helper plasmids (*pVSV-g*, *pRSVr* and *pMDLg-pRRE*). Media was completely replaced 4 hours after transfection, and cells were grown for four days before harvesting. On day four, all the media was collected and filtered through a 0.45 low protein binding membrane to remove cells and large debris. Filtered media was either aliquoted then stored at −80°C (unconcentrated), or pooled and ultracentrifuged at 100,000× g for 2.5 hours at 4°C. The concentrated viral pellet was resuspended overnight in sterile PBS (adding 50 µl of PBS to the pellet for each 10 cm plate used), then stored at −80°C.

### Generation of lentivirus-transduced ES cell clones

To generate ES cell clones containing lentiviral constructs, proliferating cells (E14 or J14) were dissociated and 400,000 cells were incubated with concentrated virus in a 1.5-ml microcentrifuge tube at 37°C for 1 hour (mixing every 15 min). The cells/virus were then transferred into ES maintenance media containing LIF for an overnight incubation [E14 cells were seeded onto gelatin coated plates without feeders; for J14, cells were seeded onto mitomycin C-treated SNLB feeder cells (see below)]. The next day, the supernatant/virus was removed and fresh media with LIF was supplied for another day before adding blasticidin (20 µg/ml for E14 cells and 4 µg/ml for J14) for 1 week of selection (changing media daily or every other day depending on cell density). Individual colonies emerged ∼1 week after virus infection and were picked up by blunt 10 µl tips, then trypsinized into one well of a 96-well plates. Each clone was expanded and frozen down for further analysis. To establish blasticidin-resistant feeder cells SNLB, an STO cell line (SNL76/7, a kind gift from Louis Reichardt, UCSF; from ATCC) that expresses a *Neomycin resistance* gene and a *LIF* gene, was transfected with *pcDNA6/V5-His ABC* plasmid (Invitrogen, empty vector with *Blasticidin resistance* gene driven by EM7). Mixed colonies of blasticidin-resistant SNLB cells were expanded for frozen aliquots, or treated with mitomycin C for J14 enhancer cell line selection and maintenance.

## Results

### Dissociated MGE cells cultured *in vitro* lose Lhx6-GFP expression

We first attempted to expand MGE progenitors directly from dissociated embryonic mouse MGE tissue. Since previous studies had been successful in expanding neural stem cells in serum-free or serum-containing media with the addition of epidermal growth factor (EGF) and basic fibroblast growth factor (bFGF, or FGF-2) [41], [42], we tested these different protocols for MGE cells. We used MGE cells dissociated from E12.5/E13.5 transgenic embryos that expressed β-Galactosidase (β-Gal) or GFP in postmitotic MGE neurons, including immature cortical interneurons, under the control of a zebrafish *Dlx5/6* enhancer or a mouse *Lhx6-GFP* BAC transgene [43], [44], [45]. Prolonged MGE culture (more than 10 days *in vitro*), or passage of cells that involved trypsinization, resulted in a marked decrease in Nkx2-1 (data not shown) and Lhx6-GFP expression (See Text T1, Methods M1, M2 and Figure S1 in File S1). Neonatal cortical transplantation of MGE-derived cells grown for 21 days in culture resulted in no detectable GFP^+^ cells in the adult cortex. Because we were unable to produce stable pools of Lhx6-GFP^+^ neurons from MGE primary dissociated cultures, we concentrated on using embryonic stem cells to generate Lhx6-GFP^+^ MGE-like neurons.

### Using embryonic stem cells to generate cortical interneuron precursors

Embryonic stem (ES) cells, grown feeder-free in suspension or as adherent culture, can be expanded and differentiated into forebrain progenitors and neurons [31], [32], [33], [46]. The serum-free, floating culture of embryoid body-like aggregates (‘SFEB’) method is an efficient approach for converting ES cells into neural stem cells [31]. In particular, addition of two growth factor inhibitors, the anti-Wnt reagent Dickkopf-1 (Dkk-1) and the anti-Nodal reagent Lefty-A (or SB431542), during the early time points of differentiation efficiently generates Foxg1^+^ telencephalic neural stem cells from ES cells [30], [31]. An improved serum-free embryoid body-like (SFEBq) method using low cell-adhesion U-shape 96-well plates facilitates the aggregation of mouse ES cells after dissociation, generating aggregates of uniform size during differentiation and higher efficiency of production of Foxg1^+^ cells [30]. To convert neural stem cells into ventral telencephalic cells, Sonic hedgehog (Shh) recombinant protein or SAG, a small molecule that binds to Smoothened and activates Shh downstream pathway, was added on days 3 and 6 (D3 and D6) after differentiation [34].

We used the SFEBq method (Figure 1A and Figure 2A) to generate MGE progenitor-like cells with three mouse ES cell lines: Foxg1::venus [30], E14 (the parental cell line for Foxg1::venus) and J14 (*Lhx6-GFP* transgenic line) [32]. We optimized concentrations of Dkk-1, Shh, SAG, and other growth factors for MGE-like cell production based on Nkx2-1, Lhx6-GFP, and/or Foxg1 expression (Figure 1A and Figure S2 in File S1). We found that a modification of Danjo et al., 2011 [34] (Condition 1 in Figure 1A: using KSR-based media, adding 100 ng/ml Dkk-1 on day 0, and adding 6 nM SAG on day 3 and day 6 of differentiation; now referred to as the ES-MGE differentiation protocol, Figure 1A, Figure 2A and Figure S2 in File S1) was the best procedure for generating Lhx6-GFP^+^ cells from J14 and J14-derived cells (see below for J14 enhancer cell lines) (Figure 1B-C). In addition SAG was more efficient and reproducible than recombinant Shh at generating Nkx2-1^+^ cells (data not shown). The efficiency of the ES-MGE differentiation protocol for induction of Lhx6-GFP expression at D15 (day 15 of differentiation) was ∼2-fold greater than the protocol of Danjo et al., 2011 [34] (Figure S2A-A′ in File S1). Among all the protocol tested, ES-MGE differentiation protocol was most efficient in generating Lhx6-GFP^+^ and Foxg1::venus^+^ cells (Figure S2B-B′ and S2C-C″ in File S1).

**Figure 1:**
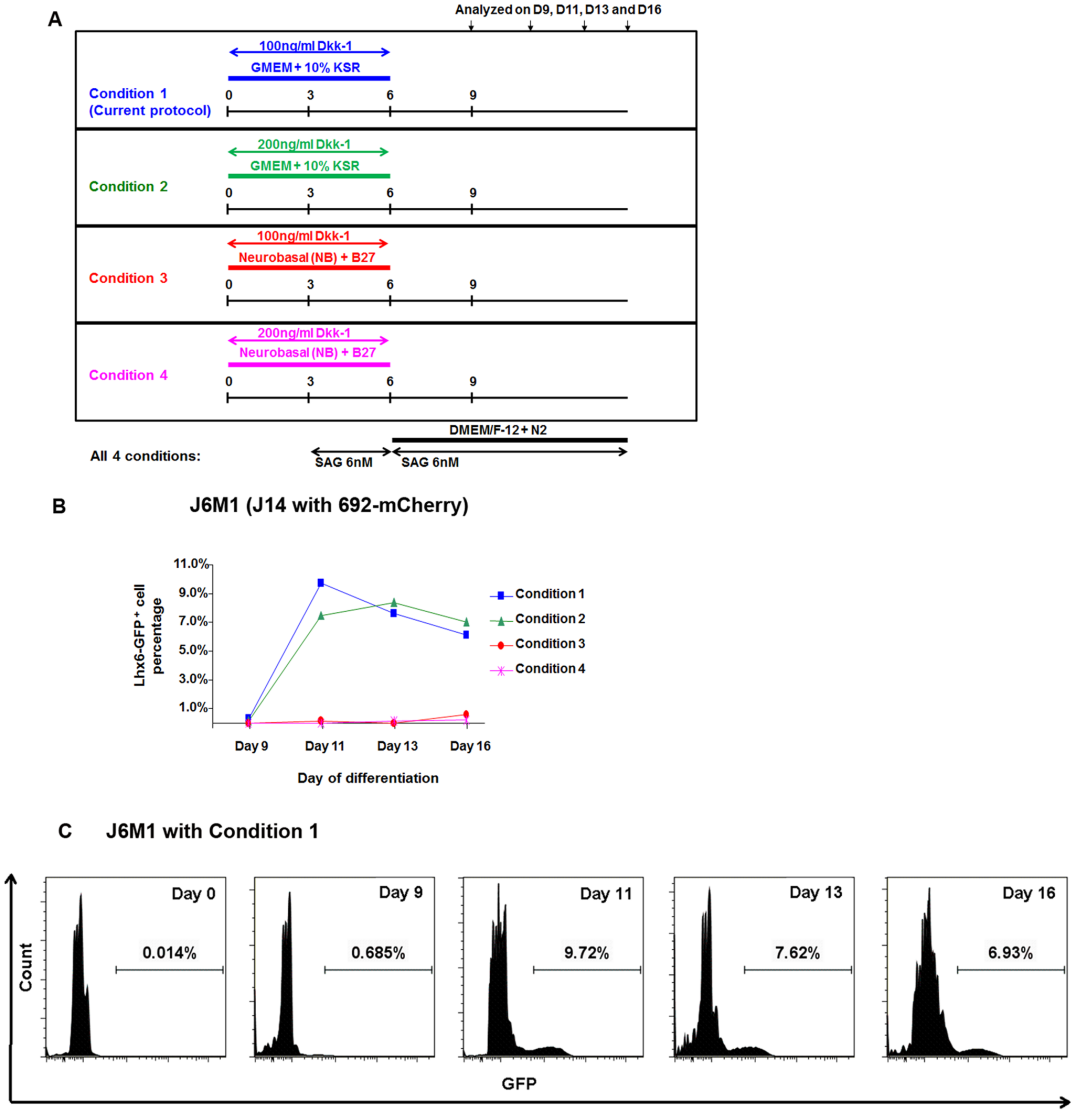
Comparison of various conditions for mouse ES cells differentiation using Lhx6-GFP^+^ cell percentage as a criteria for optimization. J14-derived ES cell line J6M1 (J14 carrying lentiviral enhancer 692-mCherry) were tested for differentiation using four conditions listed. (A): In condition 1 and 2 (shown in blue and green), cells were differentiated in GMEM+10% KSR media while in condition 3 and 4 (shown in red and purple), cells were differentiated in Neurobasal media supplemented with B27 without retinoic acid (NB/B27), a commonly used media for neural progenitor differentiation [69]. Either 100 or 200 ng/ml Dkk-1 was added on day 0 of differentiation (D0), (B): Among all four conditions, KSR-containing media surpassed NB/B27 media in the generation of Lhx6-GFP^+^ cells. Addition of 2× more Dkk-1 on D0 did not improve the efficiency of Lhx6-GFP^+^ cells with KSR-containing media. (C): FACS analyses of Lhx6-GFP^+^ cells with Condition 1. The X-axis showed green fluorescent gating with the log scale.

**Figure 2:**
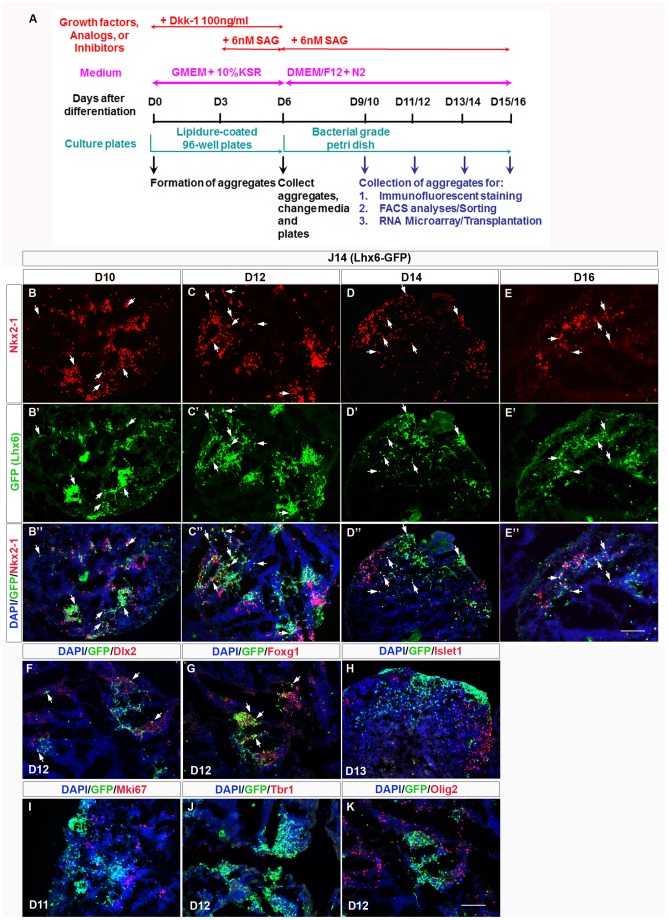
MGE differentiation protocol from mouse ES cells (ES-MGE) and characterization of MGE-like differentiated J14 (Lhx6-GFP) cells. (**A**): Schema outlining the ES-MGE differentiation protocol. The black horizontal line: time line of days after initiation of differentiation. Days when a treatment was introduced are indicated (see Materials and Methods for details). From day 0 (D0) to day 6 (D6), cells were cultured with GMEM and 10% KSR (shown in purple) in a lipidure-coated 96-well plate (shown in cyan). Dkk-1 (100 ng/ml) was added on D0 and SAG (6 nM) was added on D3 shown in red. On D6, cell aggregates were collected and transferred to a bacterial grade sterile petri dish in DMEM/F-12 supplemented with N2. Additional SAG (6 nM) was added to the medium on D6. Starting on D9 (and the following days), aggregates were collected either for immunofluorescent staining, FACS analysis, or FACS purification followed by gene expression microarray analysis, or transplantation. (**B–E″**): Nkx2-1 expression is shown in red; Lhx6-GFP expression is shown in green; DAPI stains the nucleus blue. **B-B″**: D10; **C-C″**: D12; **D-D″**: D14; **E-E″**: D16. White arrows indicate cells co-expressing Nkx2-1 and Lhx6-GFP. (**F**): Dlx2 (red) and Lhx6-GFP (green) expression on D12. White arrows indicate co-localization of Dlx2 and Lhx6-GFP. (**G**): Foxg1 (red) and Lhx6-GFP (green) expression on D12. White arrows indicate co-localization of Foxg1 and Lhx6-GFP. (**H**): Islet1 (red) and Lhx6-GFP (green) expression on D12. (**I**): There were only a few Mki67^+^ (red) cells that expressed Lhx6-GFP (green) on D11. (J): No Tbr1^+^ (red) cells were detected on D12. (**K**): Olig2^+^ (red) cells and Lhx6-GFP^+^ (green) cells were mutually exclusive on D12. Scale bar for all panels: 100 µm.

On D9 (day 9 of differentiation), the E14 cells expressed markers of MGE and POA ventricular zone (VZ) and subventricular zone (SVZ) progenitors (such as Nkx2-1, Mash1, and Islet 1; Figure S3A and B in File S1); by D15 (day 15 of differentiation), there was a reduction of the number of Nkx2-1 expressing cells (Figure S3A′ and B′ in File S1), suggesting a reduction in MGE and POA-type progenitors. On the other hand, between D9–D15, there was an increase in cells expressing GABA and Calbindin, markers of MGE and POA-type neurons (Figure S3C–D′ in File S1). To obtain better evidence for MGE neuronal differentiation we needed more specific markers for this cell type, and therefore turned to the J14 ES cell line.

MGE progenitor cells give rise to Lhx6^+^ cortical interneurons, striatal interneurons, and globus pallidus neurons [47], [48], [49]. To examine if *Lhx6* was expressed in our ES-MGE differentiation protocol, we studied GFP expression in J14 cells. Using the SFEBq method with our ES-MGE differentiation protocol, we found that Lhx6-GFP^+^ cells began to emerge on D9–10 of differentiation, when there was robust induction of Nkx2-1 expression (Figure 2B-B″). The number of Lhx6-GFP^+^ cells peaked on D12–13 (Figure 2C′) with a slight decline on D15–16 (Figure 2E′). By contrast, the number of Nkx2-1^+^ cells peaked on D9–D10 and gradually decreased from D12 to D16 (Figure 2B–E). We measured the fraction of Nkx2-1^+^ cells that expressed Lhx6-GFP by immunofluorescence. On D10, about 50% of Nkx2-1^+^ cells were Lhx6-GFP^+^ (mean ± SEM: 48.9±3.8%, n = 3), whereas 70% of Lhx6-GFP^+^ cells were Nkx2-1^+^ (72.1±15.0%). On D12, 75% of Nkx2-1^+^ cells were Lhx6-GFP^+^ (75.3±12.9%), and 63% of Lhx6-GFP^+^ cells were Nkx2-1^+^ (62.9±6.0%, n = 3). By D14 and D16, the percentage of Nkx2-1 and Lhx6-GFP co-expression decreased; only 43.3±1.9% and 42.8±5.2% of Nkx2-1^+^ cells were Lhx6-GFP^+^, and 34.7±1.8% and 47.3±13.8% of Lhx6-GFP^+^ cells were Nkx2-1^+^ on D14 and D16 respectively (n = 3). Thus, by using an optimized SFEBq method (our ES-MGE differentiation protocol), J14 and E14 ES cells can be differentiated into MGE-like Nkx2-1^+^ progenitors and Lhx6-GFP^+^ neurons.

### Comparison of RNA expression profiles between ES-Lhx6-GFP^+^ cells and ES-Lhx6-GFP^−^ cells generated from mouse J14 ES cells

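J14 is a mouse ES cell line with an Lhx6-GFP transgene, so that cells in which the Lhx6 regulatory sequences are active fluoresce. Total RNA of the sorted ES-Lhx6-GFP+ cells and of the sorted ES-Lhx6-GFP- cells was measured on 1 array each, so the difference has no replicate check, no test was made, and the number of arrays limits the precision. On the ES-Lhx6-GFP+ array 90.6% of the probes were well above background and the median intensity was 211, compared with 80.3% and 177 on the ES-Lhx6-GFP- array. Some probes are printed at 5 or more places on an array. The SD of log2 intensity among such repeat spots was 0.139 on the ES-Lhx6-GFP+ array and 0.141 on the ES-Lhx6-GFP- array. The SD of a difference between arrays from this source alone was 0.20 on the log2 scale, a 1.15-fold change, and 2 SDs were a 1.32-fold change. This spread covers the printing and reading of the arrays, and not the differentiation, sorting or amplification. It was taken from spots well above background and used at all intensities, and it may be too small for dim genes. The arrays also carry 106 control probes for adenovirus E1A and synthetic ERCC sequences, which are not mouse sequences. Of these, 86 were well above background on the ES-Lhx6-GFP+ array and 35 on the ES-Lhx6-GFP- array, with median intensities of 70.1 and 12.5. Where a gene did not exceed the 95th percentile of these control probes on an array, which was an intensity of 377 for ES-Lhx6-GFP+ cells and 205 for ES-Lhx6-GFP- cells, it is described as within their range. Across 18826 genes the median log2 difference between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells was 0.27, and it was -0.18 when the arrays were scaled to their 50th percentile and -0.0018 after quantile normalization.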

To further define the molecular properties of the Lhx6-GFP^+^ cells, we used RNA expression array to investigate molecular properties of Lhx6-GFP^+^ (ES-Lhx6-GFP^+^) cells generated from J14 cells at D12 of the ES-MGE differentiation protocol. ES-Lhx6-GFP^+^ cells and ES-Lhx6-GFP^−^ cells (both from D12 EB aggregates) were isolated by fluorescent activated cell sorting (FACS) and were subjected to RNA expression microarray analyses (Figure 3, Tables 1; Table S2 and Table S6 in File S2). Compared to ES-Lhx6-GFP^−^ cells, the ES-Lhx6-GFP^+^ cells had lower expression of neural progenitor markers such as the *HES* genes (*HES5* in Table 1 and *HES1* in Table S2 in File S2), suggesting that the ES-Lhx6-GFP^−^ cells were in a more proliferative state. 

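*Hes5* (NM_010419) was 3.56-fold lower in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells. *Hes1*, whose probe covers positions 30067820 to 30067879 of chromosome 16 in mm9, was 5.47-fold lower, a log2 difference of -2.45. Both differences were larger than 2 SDs of the repeat spots. The intensity of *Hes1* was within the range of the E1A and ERCC control probes on the ES-Lhx6-GFP+ array. Of the alternatives chosen in advance, the one that moved *Hes1* most was quantile normalization, with a log2 difference of -3.30, and with the 95th percentile of those control probes as the floor of each array, a setting added after the data were seen, it was at most -0.52. In a list of radial glia genes written down in advance, 15 of 15 genes were lower in ES-Lhx6-GFP+ cells, with a median log2 difference of -2.05. No list of the same size drawn at random among genes of similar expression had a median as low, over 10000 draws.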

Consistently, the expression level of the proliferation marker *Mki67* (recognized by the Ki67antibody) was lower in ES-Lhx6-GFP^+^ cells (Table S6 in File S2). 

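*Mki67* is measured by probes at positions 142884764 to 142884823 and 142881591 to 142881650 of chromosome 7. They were 5.84-fold and 8.75-fold lower in ES-Lhx6-GFP+ cells, and 7.15-fold lower on average. Both probes were within the range of the E1A and ERCC control probes on the ES-Lhx6-GFP+ array and above it on the ES-Lhx6-GFP- array. Of 29 cell cycle genes listed in advance, 27 were lower in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells, with a median log2 difference of -2.15.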

Subpallial-specific genes *Dlx1*, *Dlx2*, *Dlx5*, *Dlx6*, *GAD1* (*GAD67*) and *GAD2* (*GAD65*) were present at higher levels in the ES-Lhx6-GFP^+^ cells, consistent with its ventral telencephalic identity (Table 1; Table S2 in File S2). 

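All of these subpallial genes were above the E1A and ERCC control probes on both arrays. *Dlx1* was 3.51-fold higher in ES-Lhx6-GFP+ cells (probe at 71371499 to 71371558 of chromosome 2), *Dlx2* was 2.64-fold higher (71381553 to 71381612 of chromosome 2) and *Dlx5* was 2.14-fold higher (6828063 to 6828122 of chromosome 6). *Dlx6* was 3.52-fold higher. *Gad1* was 4.37-fold higher (70439699 to 70439758 of chromosome 2) and *Gad2* was 3.27-fold higher. The smallest of these differences, that of *Dlx5*, had a log2 value of 1.10 and ranged from 0.65 to 1.35 over the alternatives.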

There were also higher mRNA expression of *Nkx2-1*, *Lhx6*, *Lhx8* and *Sox6* (Table 1) in the ES-Lhx6-GFP^+^ cells, consistent with MGE identity. 

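*Lhx8* was 18.4-fold higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells (probe at 153969377 to 153969436 of chromosome 3). *Sox6* was 3.89-fold higher (122615418 to 122615477 of chromosome 7) and *Nkx2-1* was 2.87-fold higher (57633119 to 57633178 of chromosome 12). *Lhx6* has 3 probes, which did not give the same difference. The probe at 35958379 to 35958438 of chromosome 2 was 16.5-fold higher in ES-Lhx6-GFP+ cells and the probe at 35937470 to 35937529 was 13.9-fold higher, while the third was 1.03-fold higher, less than 2 SDs. The mean over the 3 probes was 6.19-fold. The third probe was the brightest, so that with the single brightest probe of each gene the log2 difference of *Lhx6* was 0.05 in place of 2.63.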

Markers present in migrating immature interneurons such as *ErbB4*, *MafB*, *Npas1*, *Sst* (*Somatostatin*) (Table 1), *NPY* (*Neuropeptide Y*) and *Calb1* (*Calbindin*) (Table S2 in File S2) were also expressed at higher levels in ES-Lhx6-GFP^+^ cells. In contrast, genes expressed in oligodendrocyte precursors and oligodendrocytes, such as *Olig2* and *Sox10*, were expressed at higher levels in the ES-Lhx6-GFP^−^ cells (Table 1; Table S2 in File S2). 

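*ErbB4* was 4.72-fold higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells (probe at 68086686 to 68086745 of chromosome 1) and *Sst* was 4.91-fold higher (23889776 to 23889835 of chromosome 16). *Npy* was 5.80-fold higher. The probes of *Npas1*, at 17041099 to 17041158 and 17046680 to 17046739 of chromosome 7, gave a mean of 7.90-fold. *Calb1* was not well above background on the ES-Lhx6-GFP- array and was at least 10.6-fold higher in ES-Lhx6-GFP+ cells, where it was within the range of the E1A and ERCC control probes. In the log2 values the authors deposited, the difference of *Calb1* was 1.28.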

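*Olig2* was 7.63-fold lower in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells (probe at 91228470 to 91228529 of chromosome 16) and was above the E1A and ERCC control probes on both arrays. *Sox10* was 7.78-fold lower (78985518 to 78985577 of chromosome 15) and *Olig1* was 8.78-fold lower (91271799 to 91271858 of chromosome 16). *Pdgfra* was 1.82-fold lower. *Sox10*, *Olig1* and *Pdgfra* were within the range of those control probes on the ES-Lhx6-GFP+ array, and *Pdgfra* also on the ES-Lhx6-GFP- array.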

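The probes of *Pax6* were 1.65-fold and 3.01-fold lower in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells, a mean of 2.23-fold. *Tbr1* was 1.60-fold lower. *Eomes* (*Tbr2*) was 1.80-fold lower by the 1 of its 2 probes that was well above background. *Neurod1* was at least 3.17-fold lower. On the ES-Lhx6-GFP+ array all of these were within the range of the E1A and ERCC control probes. *Ebf1*, with a probe at 44818438 to 44818497 of chromosome 11, was 3.30-fold lower, and the mean over the 3 probes of *Foxp1* was 1.67-fold lower. *Ebf1* and *Foxp1* were above the control probes on both arrays.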

There was also higher expression of pallial markers (*Pax6*, *Tbr1*, *Tbr2* and *Neurod1*) and LGE (striatal) markers (*Ebf1* and *FoxP1*) in the ES-Lhx6-GFP^−^ cells (Table 1; Table S2 in File S2).

**Figure 3:**
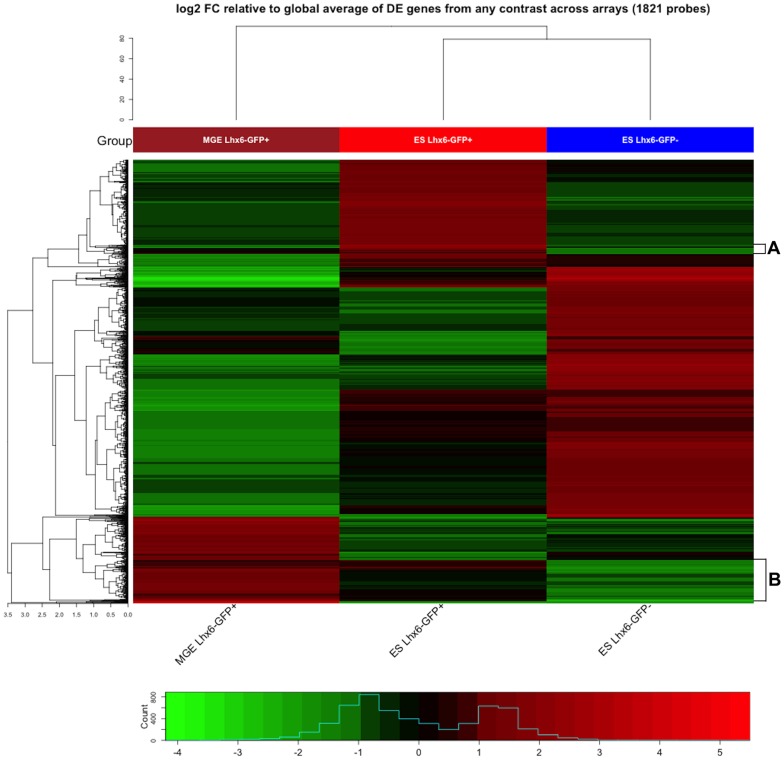
Supervised clustering showing all differentially expressed (DE) genes. Microarray comparison of RNA expression from primary E12.5 MGE Lhx6-GFP^+^ cells, ES-Lhx6-GFP^+^ and ES-Lhx6-GFP^−^ cells. Heatmap includes 1821 probes that exhibit a fold change (FC) of greater than 4 in any one of the possible 3 pairwise comparisons. Heatmap colors correspond to the signal intensity relative to the global average for that probe. Color spectrum ranges from red (5) to black (0) to green (-4): red blocks represent sample-specific expression that is elevated relative to the average across all samples; green blocks represent genes whose transcripts are relatively less abundant. Two areas (A and B, bracketed on the right side) in the supervised heatmap contain many of the genes that regulate and/or mark developing cortical interneurons (see Tables S2 and S3 in File S2).

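A probe was counted here when it was well above background on at least 1 of the arrays compared and differed at least 4-fold. This held for 5458 of 50994 probes between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells, for 7507 of 50809 between MGE-GFP+ and ES-Lhx6-GFP+ cells, and for 3022 of 46046 between MGE-GFP+ and ES-Lhx6-GFP- cells, and for 9868 probes in any of the 3 comparisons. The alternative that moved the last number most was the floor at the 95th percentile of the E1A and ERCC control probes, which was added after the data were seen and left 1147 probes. Among the alternatives chosen in advance it ranged from 1733 in the deposited log2 values to 14948 without a filter on dim probes. In the comparison of ES-Lhx6-GFP+ with ES-Lhx6-GFP- cells 89.2% of the counted probes were higher in ES-Lhx6-GFP+ cells, compared with 71.7% after scaling to the 50th percentile, 42.1% after quantile normalization and 33.6% in the deposited values. Between MGE-GFP+ and ES-Lhx6-GFP+ cells 3.26% were higher in MGE-GFP+ cells, compared with 32.1%, 55.8% and 29.0% under the same alternatives. Between MGE-GFP+ and ES-Lhx6-GFP- cells 22.9% were higher in MGE-GFP+ cells, and 40.7% after scaling to the 50th percentile. Of the probes counted between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells, 84.4% were within the range of the E1A and ERCC control probes on both arrays, and so were 86.9% of those between MGE-GFP+ and ES-Lhx6-GFP+ cells and 30.3% of those between MGE-GFP+ and ES-Lhx6-GFP- cells.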

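In the scaling to the 75th percentile all 27 probes of block A were higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells, with a median of 6.76-fold. None of the 27 was higher in MGE-GFP+ cells than in ES-Lhx6-GFP+ cells, and the median was 2.32-fold lower. Against ES-Lhx6-GFP- cells 23 of the 24 block A probes with a value were higher in MGE-GFP+ cells, by a median of 2.89-fold. In block B 151 of 151 probes were higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells (median 3.47-fold), 139 of 151 were higher in MGE-GFP+ cells than in ES-Lhx6-GFP+ cells (median 2.48-fold), and 147 of 149 were higher in MGE-GFP+ cells than in ES-Lhx6-GFP- cells (median 6.86-fold). The blocks were picked from the same arrays by their pattern, so that these directions are not an independent measurement of it.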

**Table 1:** Select marker genes expression from differentiated ES cells (ES Lhx6-GFP^+^ and ES Lhx6-GFP^−^) and E12.5 MGE cells (MGE Lhx6-GFP^+^) and the comparisons (fold change) of ES Lhx6-GFP^+^ vs. ES Lhx6-GFP^−^, MGE Lhx6-GFP^+^ vs. ES Lhx6-GFP^−^, and MGE Lhx6-GFP^+^ vs. ES Lhx6-GFP^+^.

1	2	3	4	5	6	7
Areas or cells of interest		Expression levels			Comparison between groups (fold changes)	
Genes of interest	ES Lhx6-GFP^+^	ES Lhx6-GFP^−^	MGE Lhx6-GFP^+^	ES-GFP^+^ vs ES-GFP^−^	MGE-GFP^+^ vs ES-GFP^−^	MGE-GFP^+^ vs ES-GFP^+^
**Ventricular Zone**						
*Hes5*	11.62	13.39	11.72	0.29	0.31	1.07
**Oligodendrocytes**						
*Olig2*	8.80	11.63	9.59	0.14	0.24	1.73
**Pallial**						
*Neurog2*	6.46	9.77	6.22	0.10	0.09	0.85
*Pax6*	6.38	7.65	5.97	0.43	0.33	0.75
**Subpallial**						
***Dlx1***	**14.14**	**12.14**	**14.36**	**4.00**	**4.67**	**1.17**
***GAD1***	**13.89**	**11.59**	**13.28**	**4.92**	**3.22**	**0.65**
**LGE/striatum**						
*Ebf1*	8.67	10.35	8.25	0.31	0.23	0.75
**MGE & CGE progenitors**						
***Nkx2-1***	**11.67**	**10.09**	**12.94**	**2.98**	**7.20**	**2.41**
***NR2F1*** ** (dorsal MGE & CGE)**	**13.23**	**12.62**	**12.71**	**1.52**	**1.07**	**0.70**
**MGE subpallial neurons & globus pallidus**						
***Lhx6***	**13.16**	**9.20**	**14.02**	**15.50**	**28.20**	**1.83**
***Lhx8***	**11.49**	**7.55**	**13.13**	**15.31**	**47.56**	**3.11**
***Sox6***	**11.86**	**9.89**	**13.21**	**3.92**	**10.00**	**2.55**
**Globus pallidus**						
*Etv1 (ER81)*	7.04	8.51	11.12	0.43	6.75	17.20
**MGE interneurons**						
***ErbB4***	**10.16**	**8.39**	**10.13**	**3.46**	**3.33**	**1.01**
***MafB***	**11.63**	**9.68**	**11.78**	**3.86**	**4.28**	**1.11**
***Maf (cMaf, vMaf)***	**9.94**	**8.22**	**10.29**	**3.30**	**4.19**	**1.27**
***Npas1***	**10.69**	**7.86**	**8.31**	**7.13**	**1.57**	**0.22**
***Sst***	**14.22**	**11.79**	**13.21**	**5.39**	**2.69**	**0.50**
**Hypothalamus**						
*Nkx2-2*	9.24	10.61	6.68	0.44	0.07	0.19
*Otp*	6.92	7.16	6.84	0.85	0.80	0.95
*Rax*	9.10	7.21	7.05	3.70	0.89	0.24

Column 1 lists marker genes for specific cell types and regions. Note that many of these are not specific for those cells states, but are recognized as useful markers.

The expression levels in the columns 2–4 represent the averaged normalized log2 intensity for each gene. The numbers in columns 5–7 (the fold change) are ratios of the average signal intensity (unlogged) of the two groups in comparison.

Genes that are underlined (shown in red in Table S2 in File S2) are enriched in ES Lhx6-GFP^−^ cells whereas bold-typed genes (shown in green in Table S2 in File S2) are enriched in both MGE Lhx6-GFP^+^ and ES Lhx6-GFP^+^ cells. 

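Table S2 lists 57 genes, of which 49 (86.0%) lay on the same side of ES-Lhx6-GFP- cells in both ES-Lhx6-GFP+ and MGE-GFP+ cells, 34 of them higher and 15 lower. A total of 49 genes differed by more than 2 SDs of the repeat spots in both comparisons, and 45 of these lay on the same side. Both comparisons use the same ES-Lhx6-GFP- array, which alone gives a share above chance. Simulated arrays without any difference but the repeat-spot noise gave a mean share of 66.5% (95% of simulations between 54.4% and 78.9%), and across 17042 genes on the arrays the share was 62.0%. Deviations of the shared array that come from sorting or amplification are not in the simulation and could raise its share. Table S2 also holds markers that the paper selected, so neither share is a full reference for these genes. Of the alternatives chosen in advance, the one that moved the number most was the use of the deposited log2 values, with 47 of 57 genes on the same side. With the floor at the 95th percentile of the E1A and ERCC control probes, added after the data were seen, 40 of the 43 genes with a value lay on the same side.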

For most of the genes, the expression in the ES Lhx6-GFP^+^ cells and MGE Lhx6-GFP^+^ cells show similar expression trends, in comparison to ES Lhx6-GFP^−^ cells. However, there are a few genes (shown in regular font here, and in black in Table S2 in File S2) that don't follow this trend.

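The 8 genes of Table S2 on opposite sides were *Nr2f1*, *Nr2f2*, *Emx1*, *Tbr1*, *Etv1*, *Isl1*, *Otp* and *Rax*. *Nr2f2*, *Emx1*, *Otp* and *Rax* were higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells and lower in MGE-GFP+ cells, except that *Nr2f2* was lower in ES-Lhx6-GFP+ cells after scaling to the 50th percentile, and *Otp* was lower after that scaling, after quantile normalization, with median intensities without background subtraction and in the deposited log2 values. *Emx1* was 3.14-fold higher in ES-Lhx6-GFP+ cells and 2.60-fold lower in MGE-GFP+ cells, and was within the range of the E1A and ERCC control probes on all 3 arrays. *Nr2f2* was 1.21-fold higher in ES-Lhx6-GFP+ cells, less than 2 SDs, which became a log2 difference of -0.16 after scaling to the 50th percentile, and it was 2.29-fold lower in MGE-GFP+ cells. *Tbr1*, *Etv1* and *Isl1* were higher in MGE-GFP+ cells and lower in ES-Lhx6-GFP+ cells, but neither difference of *Isl1* passed 2 SDs of the repeat spots. *Tbr1* was 4.97-fold higher in MGE-GFP+ cells, and *Etv1* was 8.20-fold higher.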

We also examined hypothalamic and retinal marker expression by microarray analyses. 

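*Rax* has 1 probe, at 66094331 to 66094390 of chromosome 18. It was 5.98-fold higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells and 1.73-fold lower in MGE-GFP+ cells than in ES-Lhx6-GFP- cells. Its intensity was above the E1A and ERCC control probes on the ES-Lhx6-GFP+ array and within their range on the other two.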

Rax (Rx) expression was higher in the ES-Lhx6-GFP^+^ cells than in the ES-Lhx6-GFP^−^ cells (Table 1), suggesting that some of these cells have either hypothalamic or retinal properties as Rax is essential for early retinal and hypothalamic development [50], [51], [52]. On the other hand, Nkx2-2 expression was lower in the ES-Lhx6-GFP^+^ cells compared to the ES-Lhx6-GFP^−^ cells (Table 1). 

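The probes of *Nkx2-2* lie at 147003307 to 147003366 and 147008949 to 147009008 of chromosome 2. They were 1.61-fold and 3.69-fold lower in ES-Lhx6-GFP+ cells, a mean of 2.44-fold. On the MGE-GFP+ array 1 of the 2 probes was well above background, within the range of the E1A and ERCC control probes, and *Nkx2-2* was at least 16.6-fold lower there than in ES-Lhx6-GFP+ cells, a log2 difference of at most -4.05, compared with at most -2.58 in the deposited values.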

Nkx2-2 is a marker of the hypothalamus and not the early retina [53], [54], although at mature stages it is expressed in retinal glia [55]. Finally, Otp (a marker of paraventricular nucleus anlage) [50], [56] is expressed near background levels in all three samples (Table 1). 

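The probe of *Otp* (NM_011021) was well above background by the software's call on all 3 arrays and within the range of the E1A and ERCC control probes on each of them. Its deposited log2 value was 7.06 for ES-Lhx6-GFP+ cells, 7.30 for ES-Lhx6-GFP- cells and 6.98 for MGE-GFP+ cells. The difference between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells was 1.21-fold, less than 2 SDs of the repeat spots, and its direction reversed after quantile normalization, to a log2 difference of -0.41, after scaling to the 50th percentile (-0.17), with median intensities without background subtraction (-0.25) and in the deposited values (-0.24). In a list of hypothalamic genes written down in advance, 11 had a value. Their median log2 difference between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells was 0.03, at the 22.9th percentile of random lists matched on expression (below 0 after quantile normalization, after scaling to the 50th percentile, with median intensities, in the deposited values and with the added floor at the control probes), and between MGE-GFP+ and ES-Lhx6-GFP+ cells it was -1.87, at the 0.06th percentile. In the latter comparison the E1A and ERCC control probes had a median log2 difference of -2.40. The middle gene of the list there was *Hmx3*, which was within the range of those probes on both arrays. Over the alternatives its log2 difference ranged from -1.99 to -0.03.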

Since Lhx6 is expressed in a small domain of the caudoventral hypothalamus (Allen Brain Atlas), it is possible that some of the ES Lhx6-GFP^+^ cells differentiated towards a hypothalamic fate.

To confirm these data, we analyzed protein expression with immunostaining on ES embryoid body (EB) aggregates collected 9–16 days after differentiation (D9–D16) (Fig. 2F–K and Figure S4–S9 in File S1). Consistent with our microarray data, ∼50% of the Lhx6-GFP^+^ cells co-expressed Dlx2 and ∼75% of the Lhx6-GFP^+^ cells co-expressed Foxg1 at D12 (Figure 2F and G), few Lhx6-GFP^+^ cells expressed Islet1 (Figure 2H), and none co-expressed Mki67, Tbr1 or Olig2 (Figure 2I–J) on D11–D13. Thus the RNA expression array and immunostaining result provide strong evidence that Lhx6-GFP^+^ cells from J14 ES cells resemble MGE-derived neurons.

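Of the 57 genes of Table S2, 39 were higher and 18 lower in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells, and 50 of the differences were larger than 2 SDs of the repeat spots. The number higher ranged from 33 to 39 over the alternatives that gave all 57 genes a value, and was 33 after scaling to the 50th percentile. The paper takes the higher expression of the *Dlx* and *GAD* genes as compatible with a ventral telencephalic identity of the ES-Lhx6-GFP+ cells, and that of *Nkx2-1*, *Lhx6*, *Lhx8* and *Sox6* with an MGE identity. It takes the lower *HES* and *Mki67* expression as a sign of a less proliferative state than that of the ES-Lhx6-GFP- cells. Together with the immunostaining in Fig. 2, the paper concludes from the array that these cells resemble neurons derived from the MGE.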

### Comparing RNA expression profiles between Lhx6-GFP^+^ MGE cells and ES-derived Lhx6-GFP^+^ cells

To further investigate how closely ES cells-derived Lhx6-GFP^+^ cells resembled authentic Lhx6^+^ MGE cells, we compared their gene expression profiles. We used fluorescent activated cell sorting (FACS) to purify GFP^+^ cells from the E12.5 MGE of Lhx6-GFP transgenic mice, and from J14 differentiated ES cells at D12 (see above). 

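The GFP+ cells sorted from the MGE at E12.5 were measured on 1 array, on the same slide as the arrays of the cells from J14 at D12, and the array values were processed in the same way. The cells were not prepared alike. In the paper a dissociation kit with Rock inhibitor was used for the EB aggregates, and trypsin with DNase I for the MGE. The labels also give different strains, so preparation and strain cannot be separated from the source of the cells. On the MGE-GFP+ array 77.1% of the probes were well above background, the median intensity was 96.9 and the SD of log2 intensity among repeat spots was 0.144. Of the 106 E1A and ERCC control probes, 34 were well above background, with a median intensity of 8.28 and a 95th percentile of 152. The median log2 difference over all genes was -0.36 between MGE-GFP+ and ES-GFP+ cells and -0.06 between MGE-GFP+ and ES-GFP- cells. After scaling to the 50th percentile these medians were 0.39 and 0.25, and after quantile normalization 0.04 and 0.05.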

RNA was isolated from the cells and analyzed by gene expression array. We focused on the expression levels of genes with known regulatory functions and/or expression within the forebrain. 

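Among the genes of Table S2, 30 were higher and 27 lower in MGE-GFP+ cells than in ES-GFP+ cells, and 41 of these differences were larger than 2 SDs of the repeat spots. After scaling to the 50th percentile 41 genes were higher. Against ES-GFP- cells 37 genes were higher and 20 lower in MGE-GFP+ cells, 52 of them by more than 2 SDs.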

We compared expression between the MGE Lhx6-GFP^+^ (MGE-GFP^+^) and J14 Lhx6-GFP^+^ (ES-GFP^+^) cells, and between MGE-GFP^+^ cells and J14 Lhx6-GFP^−^(ES-GFP^−^) cells (Tables 1; Table S2, Table S7 and Table S8 in File S2). There was a remarkable similarity in the properties of the MGE-GFP^+^ and ES-GFP^+^ cells (genes shown in bold typed had higher expression in both MGE-GFP^+^ and ES-GFP^+^ compared to ES-GFP^−^ while genes underlined had the opposite trends in Table 1). 

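*Lhx8* was 77.7-fold higher in MGE-GFP+ cells than in ES-GFP- cells, and *Bcl11b* was 17.1-fold higher, and both were higher in MGE-GFP+ cells than in ES-GFP+ cells as well. *Npy* was 1.63-fold higher in MGE-GFP+ cells than in ES-GFP- cells and 3.57-fold lower than in ES-GFP+ cells. *Penk* was 61.2-fold lower in MGE-GFP+ cells and 3.00-fold lower in ES-GFP+ cells than in ES-GFP- cells. The plot of both comparisons gives all genes of Table S2.

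**Figure D1:**
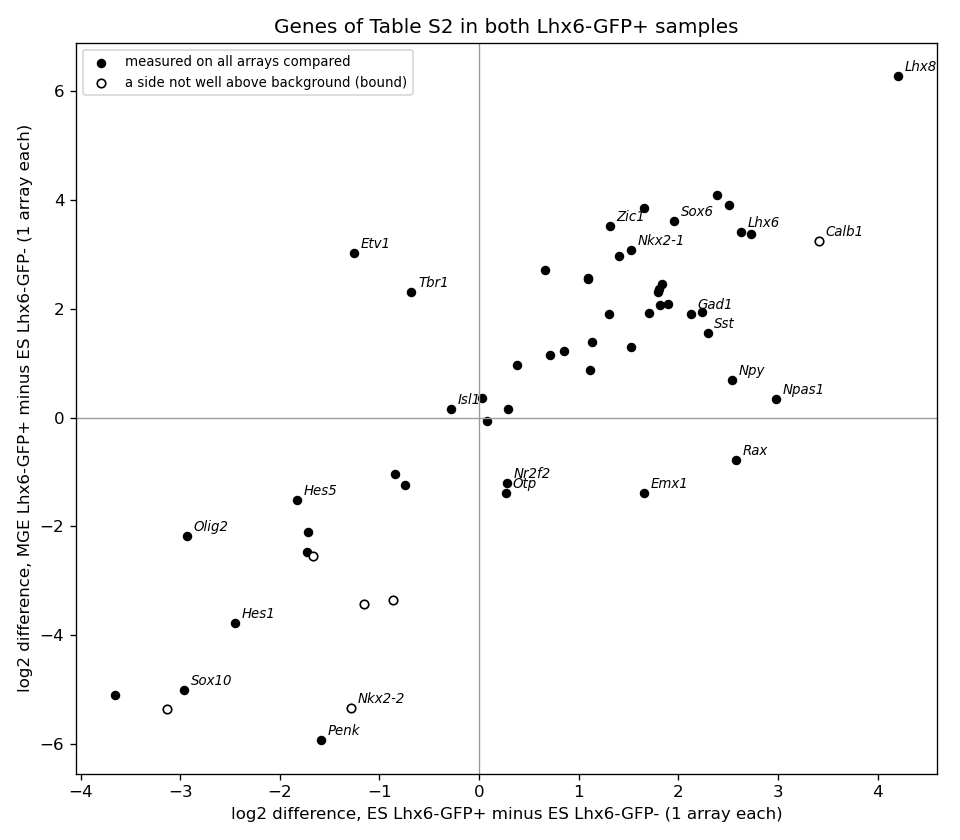
Log2 differences of the 57 genes of Table S2 from ES-GFP- cells, for ES-GFP+ cells on the x axis and for MGE-GFP+ cells on the y axis, with 1 array per cell population. Each point is a gene, an open point has a value that was not well above background on an array compared, and the 49 genes on the same side in both comparisons lie in the lower left and upper right quadrants.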

MGE-GFP^+^ and ES-GFP^+^ cells both had relatively high expression (>10 arbitrary units) of MGE progenitor markers (*Dlx1*, *Lhx6*, *Lhx8*, *Nkx2-1* and *Sox6*) and markers of immature MGE-derived pallial interneurons (*ErbB4*, *GAD1*, *Lhx6*, *MafB*, *Sox6*, and *Sst*). 

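The table of log2 values that the authors deposited gives a level for each gene, which over the 57 genes of Table S2 was higher than the level printed there by a median of 0.14 on each array, but by 0.03 and -0.35 for *Erbb4* and by 1.29 and 1.00 for *Lhx6* in ES-GFP+ and MGE-GFP+ cells. For ES-GFP+ and MGE-GFP+ cells they were 14.26 and 14.48 for *Dlx1*, 11.63 and 13.26 for *Lhx8*, 11.81 and 13.08 for *Nkx2-1*, 12.00 and 13.35 for *Sox6*, and 14.45 and 15.02 for the mean over the *Lhx6* probes. This mean includes the brightest *Lhx6* probe, which was only 1.03-fold higher in ES-GFP+ than in ES-GFP- cells. The deposited values were 14.02 and 13.41 for *Gad1* and 14.34 and 13.35 for *Sst*. *ErbB4* had a deposited value of 10.19 for ES-GFP+ cells and 9.78 for MGE-GFP+ cells.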

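*Nr2f1* (NM_010151) has 2 probes, with mean deposited log2 values of 13.38 for ES-GFP+ cells, 13.13 for ES-GFP- cells and 12.89 for MGE-GFP+ cells. The probes disagreed on the direction between ES-GFP+ and ES-GFP- cells, where the mean over the probes was 1.06-fold higher in ES-GFP+ cells, and the mean was 1.10-fold lower in MGE-GFP+ than in ES-GFP+ cells. Neither mean passed 2 SDs of the repeat spots, and both reversed after scaling to the 50th percentile, to log2 differences of -0.36 and 0.61. In a list of CGE genes written down in advance, 6 had a value between MGE-GFP+ and ES-GFP+ cells, with a median log2 difference of -1.26 at the 11th percentile of random lists matched on expression.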

High levels of *Coup-TFI* (*NR2F1*) suggest that the cells have properties of the dorsal MGE and/or the caudal MGE and CGE.

While MGE-GFP^+^ and ES-GFP^+^ cells shared properties of the MGE and immature cortical interneurons, only the MGE-GFP^+^ cells showed robust expression of globus pallidus markers (Tables 1; Table S2 and Table S7 in File S2), including *Etv1* (*ER81*), *Gbx2*, *Kctd12*, *Lhx8* and *Zic1* [49] [57]. Furthermore, markers of the ventricular zone (*Hes5*), oligodendrocytes (*Olig2* and *Sox10*), pallium (i.e. cortex; *Pax6* and *Neurod1*), LGE/striatum (*Ebf1*) and hypothalamus (*Nkx2-2*) were expressed lower in both MGE-GFP^+^ and ES-GFP^+^ cells than in ES-GFP^−^ (shown in red in Table S2 in File S2). Therefore, *in vitro* D12 differentiated J14-GFP^+^ cells exhibit an expression profile similar to immature MGE-derived interneurons, but do not resemble MGE-derived projection neurons (i.e. globus pallidus) or other MGE-derived cells such as oligodendrocytes.

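*Etv1* was 19.5-fold higher in MGE-GFP+ cells than in ES-GFP+ cells, where both of its probes were within the range of the E1A and ERCC control probes. *Gbx2* was 4.18-fold higher (probe at 91825013 to 91825072 of chromosome 1), *Kctd12* was 4.56-fold higher (103375986 to 103376045 of chromosome 14) and *Lhx8* was 4.22-fold higher. *Zic1* was 4.61-fold higher, with probes at 91255425 to 91255484 and 91257301 to 91257360 of chromosome 9. *Gbx2*, *Kctd12*, *Lhx8* and *Zic1* were above those control probes on the ES-GFP+ array. Compared with ES-GFP- cells, *Kctd12* was 3.16-fold higher, *Zic1* 2.48-fold higher and *Gbx2* 1.58-fold higher in ES-GFP+ cells.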

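In MGE-GFP+ cells compared with ES-GFP- cells, *Hes5* was 2.85-fold lower, *Olig2* was 4.51-fold lower, *Sox10* was 32.0-fold lower and *Ebf1* was 5.58-fold lower. *Sox10* was within the range of the E1A and ERCC control probes on the MGE-GFP+ array. Its log2 difference ranged from -5.06 to -3.28 over the alternatives without a floor at those probes. With that floor, added after the data were seen, the ratio of MGE-GFP+ to ES-GFP- cells was at most 0.156 for *Sox10*. *Pax6* was not well above background on the MGE-GFP+ array and was at least 10.8-fold lower. *Neurod1* was at least 5.81-fold lower and *Nkx2-2* at least 40.5-fold lower. These bounds hold for the floor used here and were smaller in some other settings. The log2 differences of *Pax6*, *Neurod1* and *Nkx2-2* were at most -3.43, -2.54 and -5.34 here, at most -1.73, -1.23 and -3.94 in the deposited log2 values, and at most -0.40, -0.10 and -3.02 with the 95th percentile of the E1A and ERCC control probes as the floor, which was added after the data were seen.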

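The direct comparison of MGE-GFP+ with ES-GFP+ cells gave further values. *Npas1* was 6.20-fold lower in MGE-GFP+ cells and *Sst* was 1.67-fold lower, although the log2 difference of *Sst* reversed to 0.0076 after scaling to the 50th percentile. *Gad1* was 1.17-fold lower and *Gad2* 1.16-fold higher, both less than 2 SDs of the repeat spots, and *Gad1* was higher after scaling to the 50th percentile (log2 difference of 0.52) and *Gad2* lower in the deposited values (-0.10). *Olig2* was 1.69-fold higher in MGE-GFP+ cells, and *Olig1*, which was not well above background there, was at least 4.65-fold lower, a log2 difference of at most -2.22, compared with at most -0.32 in the deposited values. From the shared expression of MGE and immature interneuron genes, the paper reasons that the ES-GFP+ cells have the properties of immature interneurons from the MGE. From the globus pallidus markers, which it describes as robust in the MGE-GFP+ cells alone, and the low oligodendrocyte markers, it concludes that they do not resemble the other cells that the MGE produces.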

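The distance between arrays was taken as the root mean square difference per probe in normalized log2 values. Over the probes at least 4-fold different in any comparison it was 1.88 between ES Lhx6-GFP- and MGE Lhx6-GFP+ cells, 2.18 between the ES Lhx6-GFP+ and ES Lhx6-GFP- cells and 2.51 between the ES Lhx6-GFP+ and MGE Lhx6-GFP+ cells. The alternative that moved the smallest distance most was the floor at the 95th percentile of the E1A and ERCC control probes, added after the data were seen, with 1.58 between the ES Lhx6-GFP+ and ES Lhx6-GFP- cells as the nearest pair. In the deposited log2 values the same pair was nearest, at 1.85, compared with 1.87 between the ES Lhx6-GFP+ and MGE Lhx6-GFP+ cells. In both of these alternatives the ES Lhx6-GFP- and MGE Lhx6-GFP+ cells were the farthest pair. Their distance was 2.45 in the deposited values and 2.66 with that floor.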

We generated a supervised heatmap (Figure 3; Table S9 in File S2) and an unsupervised clustering (Figure S12 in File S3) to compare differences in global mRNA levels. The supervised heatmap showed that while the MGE Lhx6-GFP^+^ and ES Lhx6-GFP^+^ cells share commonalities (Table 1; Table S2 and Table S7 in File S2) in their RNA expression profiles, they also have differences. 

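Among the 15965 named genes with a probe well above background on both arrays, and by such probes alone, the 5 highest in MGE Lhx6-GFP+ relative to ES Lhx6-GFP+ cells were *Xist*, *Hbb-y*, *Hba-a2*, *Pou6f1* and *Megf10*, by 704-fold, 104-fold, 57.9-fold, 34.4-fold and 22.1-fold. The 5 lowest were *Egln3*, *Sparcl1*, *Tph2*, *LOC676534* and *Rpl17-ps2*, by 47.8-fold, 40.0-fold, 36.5-fold, 35.6-fold and 34.6-fold. *Xist*, *Hbb-y* and *Egln3* have 2 probes, of which 1 entered here, and with both the difference was at least 327-fold, at least 176-fold and at least 33.6-fold. Each of these genes was within the range of the E1A and ERCC control probes on at least 1 of the arrays, and none of them is in Table S2.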

Importantly, both highly expressed genes that are known to be required for the development of MGE-derived cortical interneurons, including *Arx*, *Dlx1*, *Dlx2*, *Dlx5*, *ErbB4*, *Foxg1*, *GAD1*, *Lhx6*, *Lhx8*, *Maf*, *MafB*, *Mef2C*, *Nkx2-1*, *Nrp1*,and *Sox6* (in block A and B in the supervised heatmap in Figure 3; these genes are included in Tables S2 and S3 in File S2). 

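Each of the genes given here was higher in both Lhx6-GFP+ populations than in ES Lhx6-GFP- cells by more than 2 SDs of the repeat spots. In ES Lhx6-GFP+ cells *Maf* was 3.57-fold higher (probe at 118227736 to 118227795 of chromosome 8), *Mef2c* was 5.40-fold higher and *Nrp1* was 5.36-fold higher (131026650 to 131026709 of chromosome 8). In MGE Lhx6-GFP+ cells they were 5.49-fold (*Maf*), 6.92-fold (*Mef2c*) and 3.33-fold (*Nrp1*) higher. *Dlx1*, *Dlx2* and *Dlx5* were 5.12-fold, 7.89-fold and 5.91-fold higher there, *ErbB4* and *Gad1* were 3.84-fold and 3.73-fold higher, and *Nkx2-1* and *Sox6* were 8.49-fold and 12.2-fold higher. For *Lhx6* the mean was 10.6-fold, and its probes ranged from 1.17-fold to 37.6-fold. *Mef2c* was within the range of the E1A and ERCC control probes on the ES Lhx6-GFP- array.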

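Over all probes well above background on at least 1 array, the root mean square difference per probe was 1.04 between ES Lhx6-GFP- and MGE Lhx6-GFP+ cells, 1.18 between ES Lhx6-GFP+ and ES Lhx6-GFP- cells, and 1.35 between ES Lhx6-GFP+ and MGE Lhx6-GFP+ cells. Which pair was nearest depended on the processing. With the probes well above background on all 3 arrays the smallest distance was 0.921, between ES Lhx6-GFP+ and ES Lhx6-GFP- cells, and in the deposited log2 values it was 0.674, between the same cells. With a normexp background correction, added after the data were seen, it was 0.715, between ES Lhx6-GFP+ and MGE Lhx6-GFP+ cells.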

None-the-less, the fact that the clustering of MGE Lhx6-GFP^+^ and ES Lhx6-GFP^+^ cells differed provide evidence that additional work needs to be done to increase the fidelity of the differentiation/purification protocols to obtain MGE-like cells from ES cells. All of the data from this microarray study was submitted to GEO database as **GSE43508** (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43508).

### Lhx6-GFP^+^ cells derived from mouse J14 ES cells become cortical interneurons after transplantation into mouse neonatal cortices

We next studied the properties of these cells *in vivo*. Our analyses indicated that our ES-MGE differentiation protocol generates MGE-type immature interneurons from J14 ES cells. Previous study of J14 ES cells showed that they can become cortical interneurons after transplantation into neonatal brains [32]. We confirmed this by transplanting sorted D12 Lhx6-GFP^+^ cells from our ES-MGE differentiation protocol. Four days after transplantation (4 DAT), about 20% of these Lhx6-GFP^+^ cells expressed markers of migrating cortical interneurons including GABA, Calbindin and MafB (Figure S13A–C in File S3). Thirty to sixty-nine days after transplantation, the Lhx6-GFP^+^ cells had a very low survival rate (∼1%), similar to the previous report [32]. Among Lhx6-GFP^+^ cells that survived at 69 DAT, 22% (mean ± SEM: 22.38±5.01%, n = 4) also expressed Parvalbumin; 58% (57.96±11.50%, n = 3) expressed Somatostatin; and 16% (15.51±6.57%, n = 4) co-expressed Neuropeptide Y (Figure S13D–G in File S3 and Table S4 in File S2). Our results are similar to Maroof et al., 2010 [32]. Therefore, the Lhx6-GFP^+^ cells derived from J14 ES cells have properties of MGE cells based on gene expression profiling (see above) and have properties of cortical interneurons based on transplantation analysis.

### Novel small enhancers that can be used to enrich MGE-derived cells

Multiple small DNA enhancer elements that drive expression in mouse MGE cells have been identified. These include *Dlx1* & *Dlx2* (*Dlx1/2*) intergenic enhancer, *Dlx5* & *Dlx6* (*Dlx5/6*) intergenic enhancer, and *Lhx6* promoter/enhancers [15], [36], [37], [58]. In addition, we have been characterizing novel human telencephalic enhancers, some of which drive expression in MGE cells [59] (http://enhancer.lbl.gov/). Although none of the enhancers is entirely specific to MGE cells, their unique expression patterns may be extremely useful in stem cell studies. Thus, we have explored their utility in identifying cell types using the ES-MGE differentiation protocol in mouse E14 and J14 ES cells. We compared the enhancer activities with markers of MGE cell identity, including expression of Lhx6-GFP.

We focused on five enhancers that show expression in the mouse embryonic MGE (Figure 4, see **Materials and Methods** for genome coordinates and details). Enhancer *422* is located between human *Dlx1* and *Dlx2*, and includes the *Dlx1/2* intergenic enhancer *DlxI12b* that drives expression in forebrain GABAergic neurons, including those derived from the MGE [36]. Similar to the reported mouse enhancer *DlxI12b* activity [37], human enhancer *422* (driving β-Gal expression) was active in MGE subventricular zone (SVZ) and mantle zones (MZ), as well as in the LGE/striatum region of E11.5 transgenic mouse brains (Figure 4A). Enhancer *692* is located on human chromosome 11∼500 Kb away from *Sox6*, a gene that is expressed in the MGE, its derived neurons, and progenitors of cortical projection neurons [60], [61]. Enhancer *692* drove β-Gal expression in VZ, SVZ, and MZ of MGE, as well as in migrating neurons of E11.5 transgenic embryonic brains (Figure 4B). Enhancer *1056* was active only in the ventral part of the E11.5 MGE VZ and SVZ region (Figure 4C). The nearest gene from enhancer *1056* is *Sal-like 3* (*Sall3*), at about 250 Kb away. Enhancer *1538* was active in the VZ, SVZ and MZ of the ventral E11.5 MGE (Figure 4D) and resides in the vicinity of the *Nkx2-1* gene (∼70 Kb away). *Lhx6* enhancer with proximal promoter (*Lhx6 E/P*) sits just 5′ to the *Lhx6* translational start site and presumably contains an *Lhx6* promoter [15]. The *Lhx6 E/P* is active in regions where endogenous *Nkx2-1* is expressed; it responds to exogenous *Nkx2-1* induction in brain slices and its activities were lost in *Nkx2-1*-null brain slices [15].

**Figure 4:**
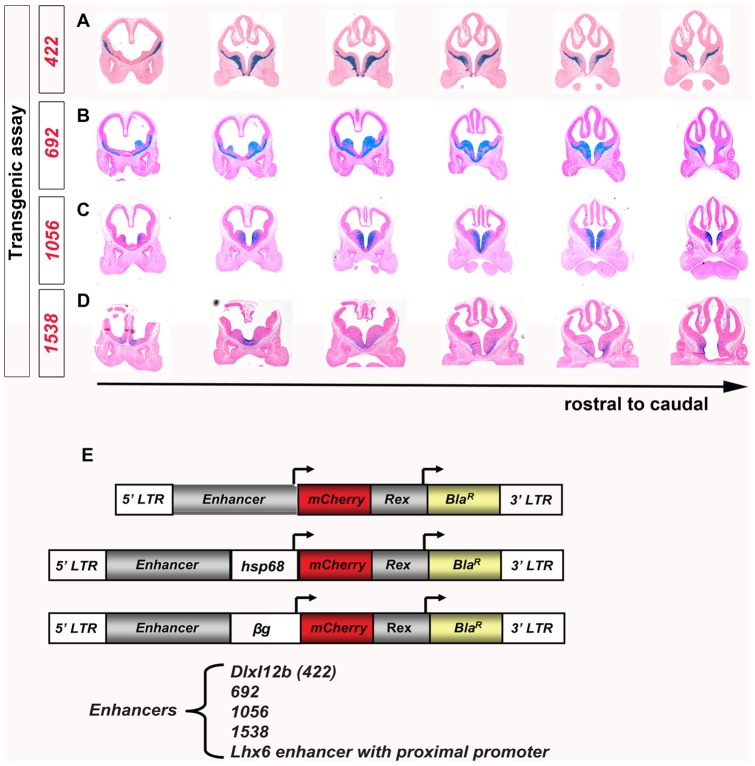
Expression of MGE enhancers in embryonic forebrains, and lentiviral constructs used to transduce them into primary MGE cells and ES cells. (**A–D**): MGE enhancers driving *β-galactosidase* expression (X-Gal staining) of E11.5 telencephalic sections from transient transgenic mice. Coronal sections are shown from rostral to caudal (left to right). Each transgene is composed of one enhancer element *422* (**A**), *692* (**B**), *1056* (**C**), or *1538* (**D**), followed by an *hsp68* minimal promoter that drives expression of *LacZ* (*β-galactosidase*). (**E**): Lentiviral constructs harboring each enhancer reporter cassette for making stable mouse embryonic stem cell clones. Each construct is flanked by a lentiviral 5′LTR and a 3′LTR, and contains two separated gene expression cassettes: the first is the enhancer/promotor driving a *mCherry* reporter gene; the second is *Rex-1* promoter driving the *Blasticidin resistant* gene (*Bla^R^*) [39]. Three lentiviral constructs differed in the first cassette were tested: one without minimal promoter, one with the *heat shock protein 68* (*hsp68*) minimal promoter, and the last one with the *β-globin* (*βg*) minimal promoter. The enhancers tested in this study were: mouse *DlxI12b* enhancer (a shorter version of enhancer *422*), three novel human enhancers (*692*, *1056*, and *1538*), and a mouse *Lhx6* proximal enhancer/promoter DNA element [15].

To determine if these enhancers could be used in labeling mouse ES cells differentiated toward an MGE fate, we utilized a lentiviral vector, α-MHC-mCherry_Rex-Blasticidin^r^, that previously was used to detect and isolate specific populations of differentiated ES cells [39]. As mouse *DlxI12b* enhancer is smaller than the human enhancer *422* (see **Materials and Methods**), and its activities are well documented, we used mouse *DlxI12b* instead of *422* for the lentiviral constructs. Three versions of the lentiviral vector for each enhancer, with different minimal promoters or none at all, were tested (Figure 4E). Enhancer activities were evaluated using lentiviruses carrying three different vectors for *DlxI12b* & *692* in dissociated primary E13.5 MGE cells.

As shown in Figure S14 in File S3, both enhancer *DlxI12b* and enhancer *692* drove mCherry expression in dissociated primary MGE cells in the absence of an introduced minimal promoter (Figure S14A and D in File S3; *DlxI12b-mCherry* and *692-mCherry*). In the presence of the *heat shock promoter 68* minimal promoter (*hsp68*), both *DlxI12b* and *692* produced mCherry^+^ cell clusters; however, these cells had no 4′, 6-diamidino-2-phenylindole (DAPI) nuclear stains, suggesting cell death (Figure S14B and E in File S3). The addition of a *β-globin* minimal promoter (*βg*) resulted in stronger mCherry expression driven by *DlxI12b*, and increased the number of mCherry^+^ cells compared to *DlxI12b-mCherry* (Figure S14C and A in File S3). By contrast, no obvious effect was observed from the addition of the *β-globin* promoter to the enhancer *692* construct (*692-βg-mCherry*, Figure S14F in File S3). We also tested enhancer-less *hsp68-mCherry* and *βg-mCherry* lentiviral constructs in dissociated primary MGE cells. We found that *hsp68* promoter alone drove mCherry expression, whereas *β-globin* promoter did not (data not shown). Thus, the *β-globin* promoter appeared to be more suitable for our experiments.

We also tested these lentiviruses by infecting MGE-like differentiated and dissociated mouse ES cells (infected on D11, and harvested on D14) with the various lentiviral constructs for *DlxI12b* and *692*, and found results similar to dissociated primary MGE cells (data not shown).

Enhancer *1056* with or without a β-globin promoter produced similar numbers of mCherry^+^ cells in dissociated primary MGE cells (data not shown). In contrast, enhancer *1538* without a minimal promoter did not drive mCherry expression in dissociated primary MGE cells (data not shown).

### Enhancer *DlxI12b* drives mCherry expression in ∼30% of Lhx6-GFP^+^ mouse ES-derived MGE-like cells

To explore *DlxI12b* enhancer activities in MGE-like, differentiated mouse ES cells, we generated stable mouse ES clones from both the E14 and J14 (Lhx6-GFP) cell lines with the *DlxI12b-βg-mCherry_Rex-Blasticidin^r^* lentiviral vector (the Foxg1::venus cell line is blasticidin-resistant and cannot be used for this purpose). We analyzed mCherry expression from two independent stable clones from each cell line (EI12bBM7, EI12bBM8; JI12bBM11, JI12bBM12). All four clones produced similar numbers of mCherry^+^ cells in MGE-like differentiated ES cells (using our ES-MGE differentiation protocol). We then analyzed the expression of mCherry along the time course of ES cells differentiation. We started to detect a few DlxI12b-βg-mCherry^+^ cells at D9 (Figure 5J). Their number increased substantially on D11 and D13, but by D15 there was little increase (Figure 5A–C). Double staining of mCherry with Lhx6-GFP revealed frequent mCherry/GFP co-expression on D11, D13 and D15 (Figure 5A″–C″). FACS analyses provided quantification of mCherry/GFP co-expression and individual protein expression (Figure 5J). The percentage of Lhx6-GFP^+^, DlxI12b-βg-mCherry^+^ and GFP^+^/mCherry^+^ cells was low on D9 and increased from D11. From D11–D15, about 22–30% of the DlxI12b-βg-mCherry^+^ cells co-expressed Lhx6-GFP (Figure 5J).

**Figure 5:**
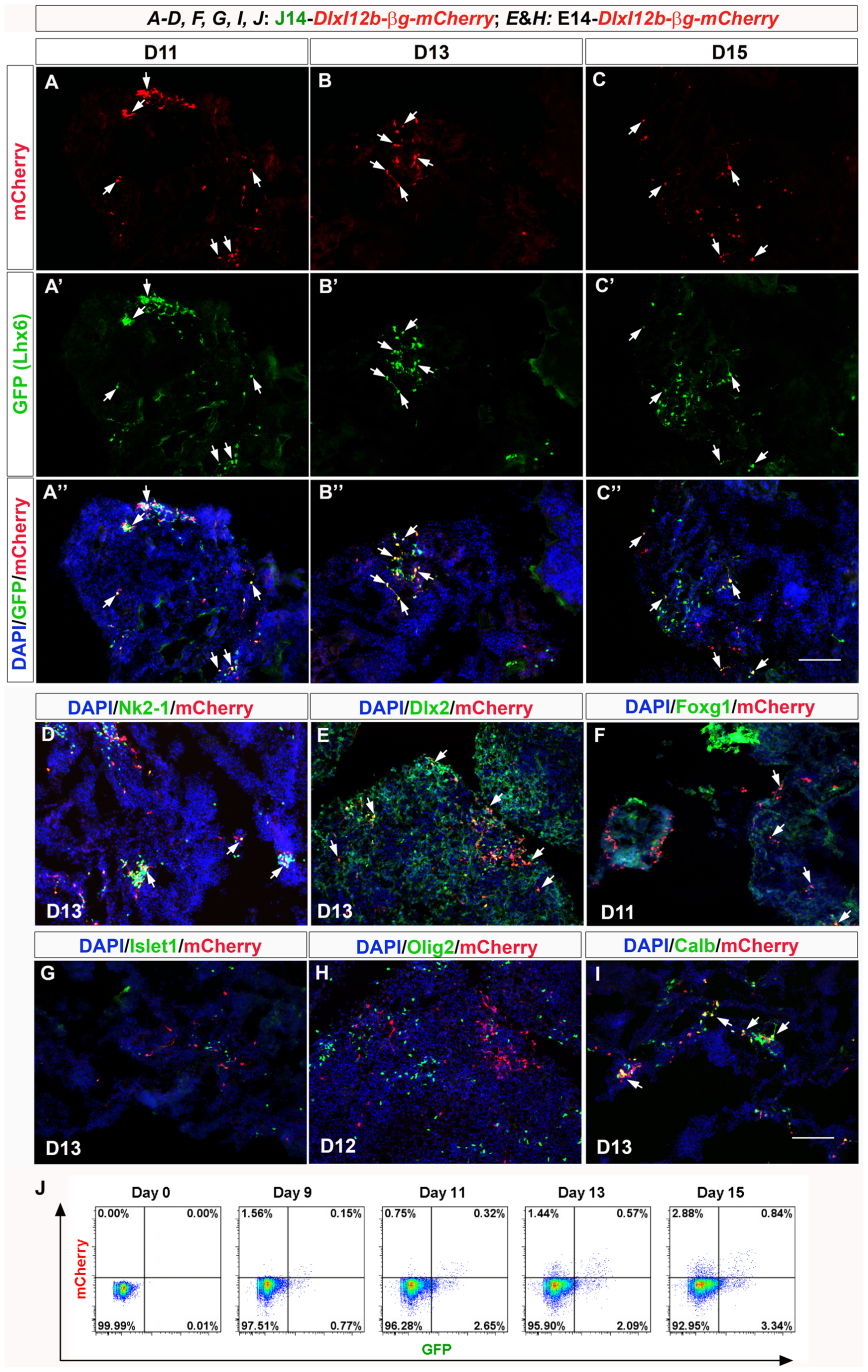
Characterization of *DlxI12b-βglobin-mCherry* in E14 & J14 ES cells differentiated with ES-MGE protocol. Marker expression analyses were done with immunofluorescence of sections from aggregates of differentiated ES cells (ES EBs). (**A–C**): mCherry expression (red) driven by the *DlxI12b-βglobin* enhancer/promoter; Lhx6-GFP expression (green) in panels **A-A″** (D11 EBs), **B-B″** (D13), **C-C″** (D15). (**D**): DlxI12b-βg-mCherry (red) and Nkx2-1 (green) expression on D13 of differentiation. (**E**): DlxI12b-βg-mCherry (red) and Dlx2 (green) expression on D13. (**F**): DlxI12b-βg-mCherry (red) and Foxg1 (green) expression on D11. (**G**): DlxI12b-βg-mCherry (red) and Islet1 (green) expression on D13. (**H**): DlxI12b-βg-mCherry (red) and Olig2 (green) expression on day 12. (**I**): Most of the DlxI12b-βg-mCherry^+^ (red) cells also express Calbindin (green). Scale bar, 100 µm. White arrows indicate markers co-labeling. (**J**) FACS analyses of Lhx6-GFP^+^ cells (on x-axis) and DlxI12b-βg-mCherry^+^ cells (y-axis) from day 0, day 9, day 11, day 13 and day 15 of ES-MGE differentiation.

Examining DlxI12b-βg-mCherry expression with markers of telencephalic cell types showed that 49% of the mCherry^+^ cells co-expressed Nkx2-1 on D13, and 55% of the Nkx2-1^+^ cells co-expressed mCherry (Figure 5D and Figure S15A-A″ in File S4). The vast majority of DlxI12b-βg-mCherry^+^ cells co-expressed Dlx2 and Calbindin on D11, D13, and D15 (Figure 5E&I; Figure S15B-B″ and F-F″ in File S4). Some of the DlxI12b-βg-mCherry^+^ cells also express Foxg1, although to a smaller extent (Figure 5F and Figure S15C-C″ in File S4), perhaps because DlxI12b-βg-mCherry expression increased after D9, whereas Foxg1 expression decreased after D9. None of the DlxI12b-βg-mCherry^+^ cells expressed Islet1 or Olig2 (Figure 5G & H; Figure S15D-D″ and E-E″ in File S4), providing evidence that DlxI12b enhancer was active in the MGE-derived cortical interneuron progenitors, rather than LGE (Islet1 is expressed in LGE neurons), or oligodendrocytes (Olig2 is an early marker of oligodendrocytes).

### Enhancer *692* drives mCherry expression in >70% of Lhx6-GFP^+^ mouse ES-derived MGE-like cells

To analyze enhancer *692* activity we attempted to generate stable ES clones from all three lentiviral vectors (*692-mCherry_Rex-Blasticidin^r^*, *692-hsp68-mCherry_Rex-Blasticidin^r^*, and *692- βg-mCherry_Rex-Blasticidin^r^*). With the *692-mCherry_Rex-Blasticidin^r^* lentivirus, 8 out of the 13 E14 clones (from two different screens) and 6 out of the 7 J14 clones analyzed contained mCherry^+^ cells. With the *692-hsp68-mCherry_Rex-Blasticidin^r^* lentivirus, none of the 6 E14 clones and none of the only 2 J14 clones analyzed contained mCherry^+^ cells. With the *692-βg-mCherry_Rex-Blasticidin^r^* lentivirus, 1 out of the 3 E14 clones and 4 out of 8 J14 clones (from two different screens) contained mCherry^+^ cells. The lack of mCherry^+^ cells in *692-hsp68-mCherry* clones may reflect the hsp68-dependent toxicity we identified in transiently infected MGE cells (Figure S14B and F in File S3). Thus, we focused on the 692-mCherry and 692-βg-mCherry clones.

We began by studying the time course of mCherry expression. Both 692-mCherry and 692-βg-mCherry expression began in a few cells at D9 in all of the clones examined (Figure 6A; Figure S16A & E in File S4). By D11, a few more 692-βg-mCherry^+^ and 692-mCherry^+^ cells appeared (Figure 6B; Figure S16B, F and I in File S4). By D13, D15, and D17 there were increasing numbers of 692-mCherry^+^ and 692-βg-mCherry^+^ cells (Figure 6C & D; Figure S16C, D, G, H, and J in File S4).

**Figure 6:**
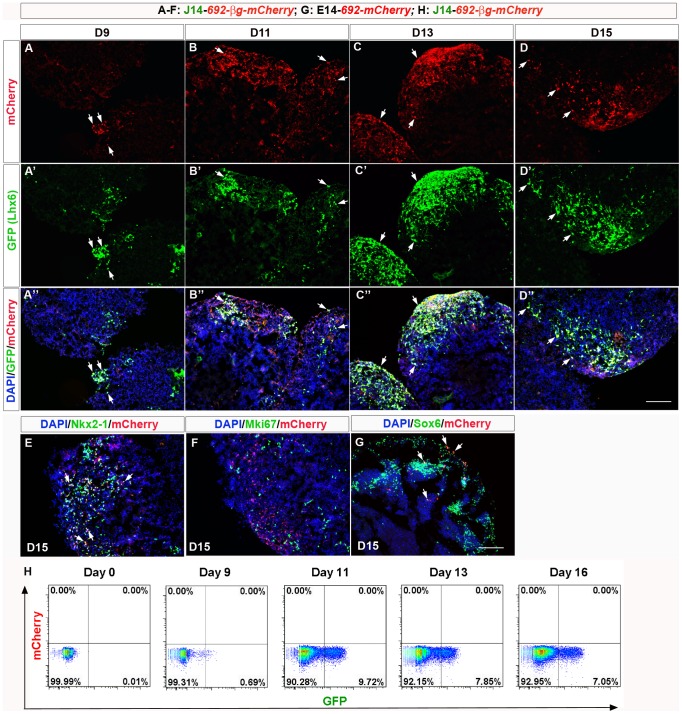
Enhancer *692-βg-mCherry* was active in 70% of Lhx6 GFP^+^ cells. (**A–D″**): mCherry expression (red) driven by *692-βg* and Lhx6-GFP (green) expression on D9 (**A-A″**), D11 (**B-B″**), D13(**C-C″**), and D15 (**D-D″**) ES EB aggregates. On D13 and D15, about 70% of the 692-mCherry^+^ cells were labeled with Lhx6-GFP (white arrows). (**E**): 692-βg-mCherry (red) and Nkx2-1 (green) expression on D15. (**F**): 692-βg-mCherry^+^ (red) cells are postmitotic, as they don't express Mki67 (green) on D15 (and other earlier time points). (**G**): E14 cells line carrying *692-mCherry* was examined with Sox6 expression. All of the 692-mCherry^+^ (red) cells express Sox6 (green). White arrows indicate markers co-labeling. Scale bar, 100 µm. (**H**) FACS analyses of Lhx6-GFP^+^ cells (on x-axis) and 692-mCherry^+^ cells (y-axis) from day 0, day 9, day 11, day 13 and day 16 of ES-MGE differentiation. Though 692-mCherry^+^ (and 692-βg-mCherry^+^) cells was detected with immunostaining and showed extensive co-localization with Lhx6-GFP signals, their endogenous intensity was too low to be detected by FACS (no staining was done with FACS analyses).

The emergence of 692-mCherry^+^ and 692-βg-mCherry^+^ cells was positively correlated with the increase of Lhx6-GFP^+^ cells. Indeed more than 50% of the Lhx6-GFP^+^ cells co-localized with the 692-mCherry^+^ and 692-βg-mCherry^+^ cells at all the time points examined. This was particularly obvious when the fraction of mCherry^+^ cells reached its highest on D15 and D17 (Figure 6D–D″; Figure S17A–C in File S4). Image analyses on three J14 692-mCherry clones (J6M1, J6M2, and J6M7) on D17 and three J14 692-βg-mCherry clones (J6βM31, J6βM32, J6βM33) on D15 indicated that 692-mCherry and 692-βg-mCherry were present in similar numbers of cells and the percentages of co-localization between Lhx6-GFP and mCherry were comparable (43.28%±6.13% of 692-mCherry^+^ cells were Lhx6-GFP^+^; 51.04%±8.48% of 692-βg-mCherry^+^ cells were Lhx6-GFP^+^; among Lhx6-GFP^+^ cells, 72.87%±5.22% were 692-mCherry^+^ and 70.08%±4.02% were 692- βg-mCherry^+^).

About 30–50% of 692-mCherry^+^ and 692-βg-mCherry^+^ cells co-expressed Nkx2-1 on D15 and D17; among Nkx2-1^+^ cells, 63% were 692-mCherry^+^ or 692-βg-mCherry^+^ (white arrows in Figure 6E; Figure S17A″ in File S4). On the other hand, we did not detect co-expression of mCherry with Mki67 (Figure 6F; Figures S16I & J and S17C″ in File S4), suggesting that *692* enhancer was active only in postmitotic cells. Essentially all 692-mCherry^+^ cells were Sox6^+^ (Figure 6G), an MGE marker as well as a marker for precursors of cortical projection neurons [60], [61]. This is interesting considering that enhancer *692* resides near the *Sox6* gene.

Unfortunately, mCherry expression from enhancer *692* was not robust enough to be seen by mCherry's intrinsic fluorescence (Figure 6H); all of our analyses required immunofluoresence. Thus, we could not use FACS to isolate 692-mCherry^+^ or 692-βg-mCherry^+^ cells.

### Enhancer *1056* drives mCherry expression in Olig2^+^ cells and not Lhx6-GFP^+^ cells

Next we made J14 ES cell clones with *1056-βg-mCherry_Rex-Blasticidin^r^*. From the 4 colonies that we picked and analyzed, just 1 of them expressed mCherry. To our surprise, 1056-βg-mCherry expression did not co-localize with Lhx6-GFP expression (Figure 7F & K; Figure S18A-E in File S4). Nor did 1056-βg-mCherry^+^ cells express Calbindin or GABA at any of the time points examined, despite the fact that there were substantial numbers of mCherry^+^ cells (Figure 7I and data not shown). Nkx2-1 was co-expressed in less than 5% of mCherry^+^ cells (Figure 7G; Figure S18F-J in File S4). Likewise, very few of 1056-βg-mCherry^+^ cells co-expressed Islet1^+^ (Figure 7J).

**Figure 7:**
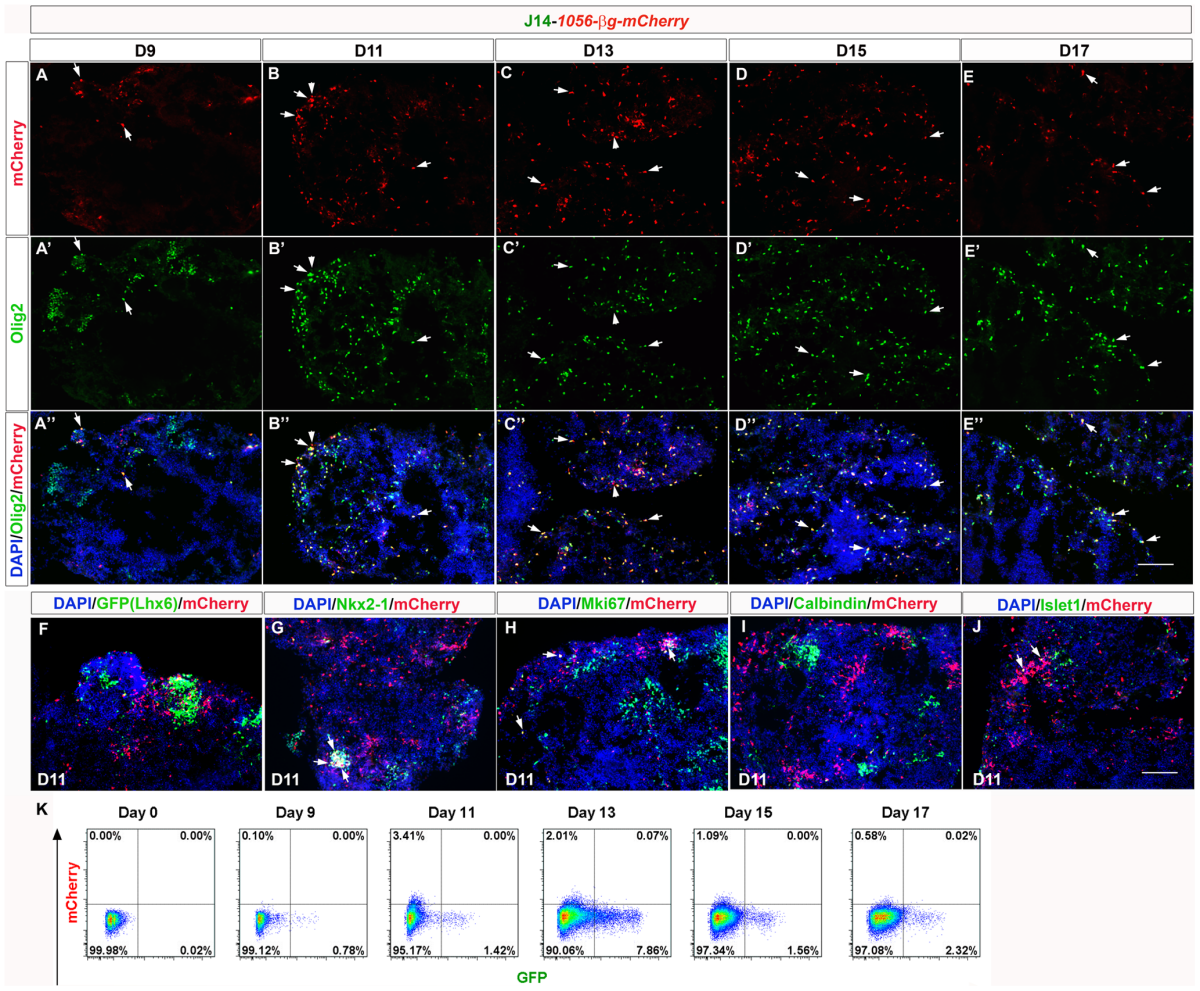
Characterization of *1056-βg-mCherry* in J14 ES cells differentiated with ES-MGE protocol. Enhancer 1056-βg-mCherry^+^ cells are Olig2^+^ and don't express markers of MGE-derived neurons. (**A–E**″): mCherry expression (red) driven by the *1056-βg* and Olig2 (green) expression are shown in panels **A-A″** (D9 aggregates), **B-B″** (D11), **C-C″** (D13), **D-D″** (D15) and **E-E″** (D17). Almost all of the 1056-βg-mCherry^+^ cells express Olig2 (white arrows) on all the time points examined. Only a few 1056-βg-mCherry^+^ cells are Olig2^−^ (white arrowheads in **B-B″** and **C-C″**). (**F**): 1056-βg-mCherry (red) and Lhx6-GFP (green) expression on D11. (**G**):, 1056-βg-mCherry (red) and Nkx2-1 (green) expression on D11. Some of the Nkx2-1^+^ cells are also 1056-βg-mCherry^+^. (**H**): A few 1056-βg-mCherry (red)^+^ cells are still mitotically active, as indicated by Mki67^+^ (green) staining on D11. (**I**): 1056-βg-mCherry (red) and Calbindin (green) expression on D11. (**J**): 1056-βg-mCherry (red) and Islet1 (green) expression on D11. White arrows indicate co-labeling of respective markers shown. Scale bar for all panels, 100 µm. (**K**) FACS analyses of Lhx6-GFP^+^ cells (on x-axis) and 1056-βg-mCherry^+^ cells (y-axis) from day 0, day 9, day 11, day 13, day 15 and day 17 of ES-MGE differentiation. There was no detectable GFP/mCherry double positive cell.

The MGE generates GABAergic neurons and oligodendrocytes [11], [62]. Thus, we tested whether 1056-βg-mCherry^+^ cells had properties of immature oligodendrocytes, by studying Olig2 expression. As shown in Figure 7A–E″, 65–80% of 1056-βg-mCherry^+^ cells expressed Olig2. Among Olig2^+^ cells, 20% of them were 1056-βg-mCherry^+^ on day 9 and 56%–70% of them were 1056-βg-mCherry^+^ on day 11-day 17. In addition, we found 1056-βg-mCherry/Mki67 double positive cells at all of time points examined (white arrows in Figure 7H and in Figure S18K-O in File S4 on D9–D17). This suggested some of the 1056 enhancer-labeled cells continued to divide at late time points of differentiation.

Interestingly, 1056-βg-mCherry^+^ (as well as Olig2^+^) cells appeared randomly distributed inside the EB aggregates, whereas Lhx6-GFP^+^ cells and Nkx2-1^+^ cells were usually clustered at the outer surface of the EB aggregate. Consistent with 1056's selective activity in Olig2^+^ cells, FACS analyses of the 1056-βg-mCherry J14 clone showed that Lhx6-GFP^+^ cells did not overlap with the 1056-βg-mCherry^+^ cells population from D9–D17 (Figure 7K).

### Enhancer *1538* drives mCherry expression in >40% of Lhx6-GFP^+^ mouse ES-derived MGE-like cells

To test enhancer *1538* activity, we generated J14 stable ES lines with *1538-βg-mCherry_Rex-Blasticidin^r^*. We analyzed 5 clones; 2 of the clones had mCherry expression starting at D12 (Figure 8A & B). There were almost no mCherry^+^ cells on D10 (Figure 8A). On D12–D14, many 1538-βg-mCherry^+^ cells appeared (Figure 8B & C). Though *1538* enhancer resides in close proximity to *Nkx2-1* gene locus, its activity in the differentiating ES cells did not fully correlate with that of Nkx2-1 expression (Figure 8E; Figure S19A–D in File S4): endogenous Nkx2-1 expression appeared early at D9 (Figure S10 in File S1) whereas 1538-driven mCherry expression was not detected at D10, but was found later on D12 (Figure 8A & B). There were more Nkx2-1^+^ cells than 1538-βg-mCherry^+^ cells (Figure 8E; Figure S19A–D in File S4); nevertheless, all of the 1538-βg-mCherry^+^ cells appeared to be Nkx2-1^+^. A few cells with enhancer 1538 activity expressed MKi67^+^, suggesting that they were mitotically active (arrows in Figure 8F; Figure S19E–H in File S4). 1538-driven mCherry expression was highly correlated with Lhx6-GFP expression (Figure 8B″–D″). We analyzed the Lhx6-GFP^+^ and mCherry^+^ cells on D14: 40% (41.18%±4.32%) of Lhx6-GFP^+^ cells were mCherry^+^; 90% (92.26%±3.78%) of mCherry^+^ cells were Lhx6-GFP^+^. *1538* driven mCherry expression was too low for FACS detection (Figure 8G); therefore our analyses required mCherry detection by immunofluoresence.

**Figure 8:**
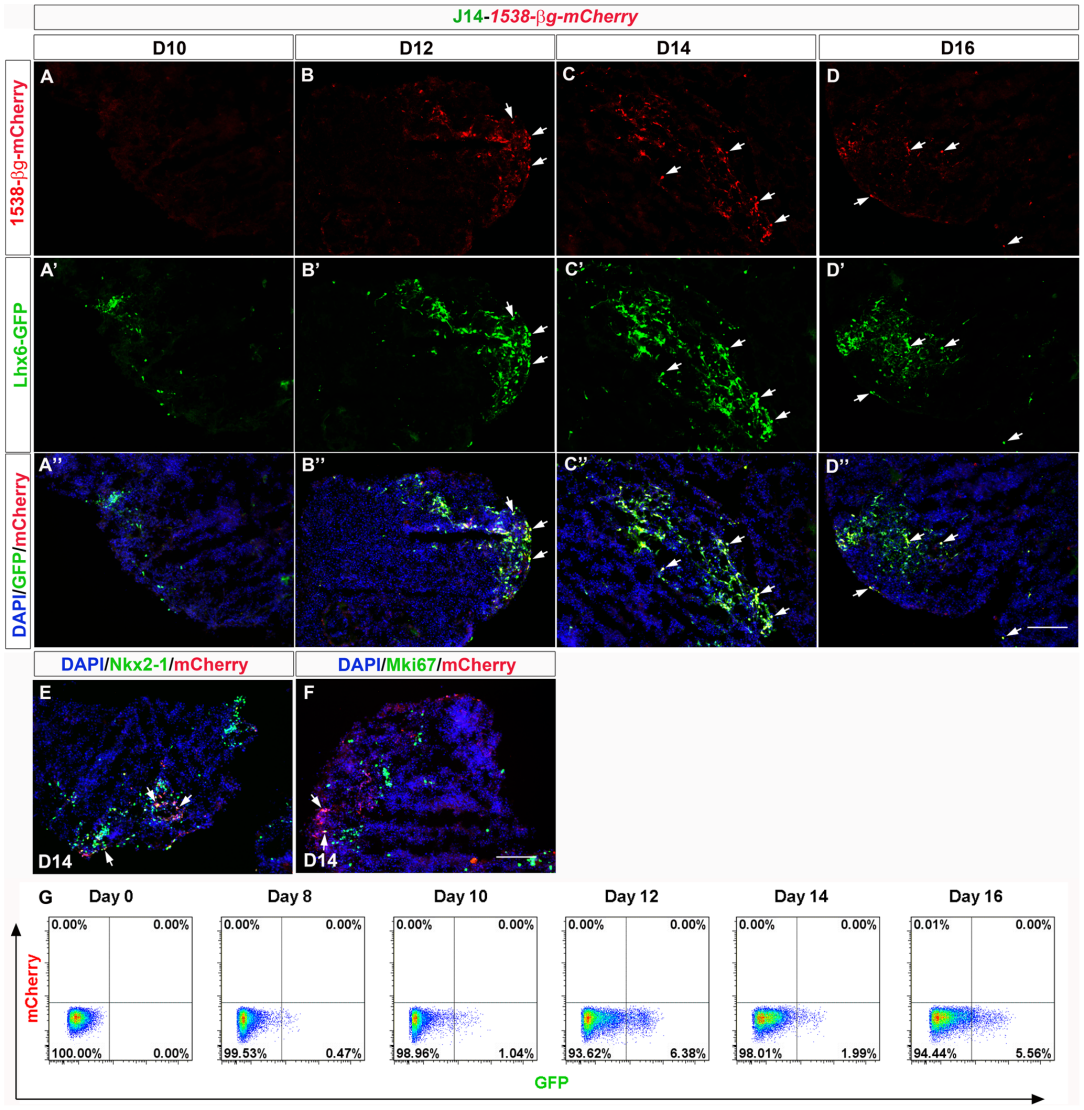
Enhancer 1538-βg-mCherry^+^ labeled 40% of Lhx6-GFP^+^ cells. (**A–D″**): mCherry expression (red) driven by *1538-βg* and Lhx6-GFP (green) expression in panels **A-A″** (D10 aggregates), **B-B″** (D12), **C-C″** (D14), and **D-D″** (D16). On D14, 40% of Lhx6-GFP^+^ cells are 1538-mCherry^+^ and more than 90% of the 1538-βg-mCherry^+^ cells were also labeled with Lhx6-GFP (white arrows). (**E**): 1538-βg-mCherry (red) and Nkx2-1 (green) expression on D14. (**F**): Most of the 1538-βg-mCherry (red)^+^ cells were postmitotic, as they don't express Mki67 (green) on D14 (and other earlier time points). There were a few exceptions (white arrows). Scale bar, 100 µm. (**G**) FACS analyses of Lhx6-GFP^+^ cells (on x-axis) and 1538-βg-mCherry^+^ cells (y-axis) from day 0, day 8, day 10, day 12, day 14 and day 16 of ES-MGE differentiation. Similar to the enhancer *692*, the mCherry expression activity of enhancer *1538* appeared too low to be detected by FACS (no staining was done with FACS analyses).

### No mCherry expression was detected with *Lhx6* enhancer/promoter constructs

We also generated a lentiviral vector with a putative *Lhx6* promoter/enhancer DNA fragment (*Lhx6 E/P-mCherry_Rex-blasticidin^r^*) hoping that it could substitute *Lhx6-GFP* BAC's activities. Unfortunately despite the fact that it was active in dissociated MGE cells (Figure S14G in File S3), we did not see any mCherry^+^ cells from MGE-like differentiated ES cells in any of the 7 stable J14 ES clones infected with this construct.

### The *DlxI12b* enhancer continued to be active in the adult cortex

While our work focused on the activity of the enhancers in MGE-like differentiated ES cells *in vitro*, we explored whether the *DlxI12b* and *692* enhancers maintained their expression *in vivo* following transplantation into neonatal mouse cortex. We used FACS to purify GFP^+^ cells from differentiated (D12) J14 ES cells that also carried either enhancer *DlxI12b* [line: DlxI12b-βg-mCherry (JI12bβM11)] or *692*: [line: 692-mCherry (J6M1)]. As described above, *in vitro* (on D12) 30% of these Lhx6-GFP+ cells are DlxI12b-βg-mCherry^+^ (for JI12bβM11), and 70% of the Lhx6-GFP+ cells are 692-mCherry^+^ (for J6M1).

Analyses of seven transplants from JI12bβM11 [4 animals from 69 DAT, and 3 animals from 33 DAT] found 28.33±2.81% (mean ± SEM, n = 7) of Lhx6-GFP^+^ cells were DlxI12b-βg-mCherry^+^ (Figure S20A–B″ in File S5), showing that the *DlxI12b* enhancer continued to be active in the adult cortex. On the other hand, we had difficulty finding 692-mCherry^+^/Lhx6-GFP^+^ cells in 4 transplants from J6M1 (33 DAT) suggesting that either enhancer 692 is not active, or had low activity, in mature neurons (data not shown). Thus, enhancer *DlxI12b*, but not *692*, is effective for labeling ES cell-derived MGE-derived mature neurons in the adult cortex.

## Discussion

MGE-derived interneuron progenitors have tremendous potential for regenerative medicine [24], [26], [63]. Towards this end, we explored methods to generate and purify these MGE-like interneuron progenitors.

### Generation of MGE-like Cells *in vitro*

Our approach to expand MGE-derived neurons *in vitro* from dissociated primary cells failed. We found that while MGE cells became Dlx2^+^ GABAergic neurons, they lost Lhx6-GFP expression, highlighting the need to identify factors necessary to maintain Lhx6 expression. In contrast, methods to differentiate ES cells into MGE-like progenitors and neurons have been evolving [31], [32], [33], [34]. Using a modified SFEBq protocol (ES-MGE) we improved the efficiency (about 2-fold increase; Fig. S2A′ in File S1) of inducing Lhx6-GFP^+^ cells compared to that of Danjo et al., 2011.

Our ES-MGE differentiation protocol generated progenitors and neurons with MGE-like molecular properties. At D12, cell clusters within the ES aggregates (EBs) expressed markers of immature MGE-derived neurons (Nkx2-1^+^/Lhx6^+^) (Figure 2*B*″). While many cells did not express MGE markers, they lacked detectable expression of pallial markers (Tbr1 and *Pax6*) (Figure 2J; Table S2 in File S2). 

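On the ES-Lhx6-GFP- array both probes of *Tbr1* and both probes of *Pax6* were well above background by the software's call, and 1 probe of each was above the E1A and ERCC control probes. On the ES-Lhx6-GFP+ array all of these probes were also well above background by that call and within the range of the control probes. The mean deposited log2 values of *Tbr1* were 6.87 for ES-Lhx6-GFP+ cells and 7.68 for ES-Lhx6-GFP- cells, and those of *Pax6* were 6.50 and 7.79.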

The Nkx2-1^−^/Lhx6^−^ regions may contain LGE/striatal cells (Islet1^+^ and CTIP2^+^ expression, Figure 2H and data not shown), but neither marker is LGE-specific. Olig2^+^ cells contributed to some of the Nkx2-1^−^/Lhx6-GFP^−^ cells (Figure 2K; Figures S9, and S11 in File S1), and probably correspond to immature oligodendrocytes. Therefore, our ES-MGE differentiation protocol, while relatively specific for MGE specification, is not highly efficient.

The Nkx2-1^+^ MGE-like domains within the EBs appeared around D8–9, similar to previous reports [31], [34]. More than 50% of these Nkx2-1^+^ cells were proliferating at D9 based on Mki67 expression (Figure S10 in File S1). From D10 to D12, there was an increase of Nkx2-1^+^/Lhx6^+^ cells (Figure 2B–C″); this expansion of the “MGE” clusters from D9–D13 suggested that Nkx2-1^+^ cells continued to divide. Later at D14–D16, the EBs expressed makers of immature MGE-derived neurons (Lhx6, GABA and Calbindin; Figure 2D′ and Figure S3 in File S1). Furthermore, transplantation of FAC-sorted Lhx6-GFP^+^ cells generated neurons that expressed markers of mature interneurons (Figure S13D–F″ in File S3) as reported by Maroof et al., 2010.

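On the arrays of ES-derived cells at D12 and MGE cells at E12.5, *Olig1* was at least 40.8-fold lower and *Pdgfra* at least 10.2-fold lower in MGE-GFP+ cells than in ES-Lhx6-GFP- cells, as neither was well above background on the MGE-GFP+ array. The log2 differences were at most -5.35 and -3.35, and in the deposited values at most -3.20 and -1.78. With the floor at the 95th percentile of the E1A and ERCC control probes, added after the data were seen, that of *Olig1* was at most -1.70 and *Pdgfra* had no value. *Sox10* was 4.11-fold lower in MGE-GFP+ cells than in ES-Lhx6-GFP+ cells, and within the range of the E1A and ERCC control probes on both of these arrays.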

Comprehensive gene expression analysis showed that partial RNA profiles of ES-derived Lhx6-GFP^+^ cells (at D12 of differentiation) were similar to E12.5 mouse Lhx6-GFP^+^ MGE cells: both types of Lhx6-GFP^+^ cells resembled immature MGE-derived interneurons, and lacked prominent expression of markers of other MGE-derived cells such as oligodendrocytes (Table 1; Table S2 & S3 in File S2).

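*Nkx2-1* was 2.96-fold higher in MGE-GFP+ cells than in ES-Lhx6-GFP+ cells. The log2 values the authors deposited for ES-Lhx6-GFP- cells were 10.23 for *Nkx2-1* and 7.70 for *Lhx8*. Both genes were above the E1A and ERCC control probes on all 3 arrays.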

Since the ES-Lhx6-GFP^+^ cells expressed Nkx2-1 and Lhx8 RNAs (Table 1), they probably correspond to cells that can differentiate into several lineages of MGE-derived neurons, including pallial interneurons, striatal interneurons and the globus pallidus neurons [49], [64], [65]. However, the gene expression array data showed lower expression of markers of globus pallidus neurons (e.g. *ER81*; Table 1; Table S2 in File S2); therefore, we postulate that the ES-Lhx6-GFP^+^ cells are most similar to bi-potential (pallial and striatal) immature interneurons. Furthermore, we suggest that these cells do not differentiate into subpallial cholinergic neurons because they have low expression of Islet1 and *Gbx2* [65], [66], [67] based on immunofluorescence (Figure 2H) and array data (Table S2 in File S2). 

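The probes of *Etv1* (*ER81*) lie at 39594622 to 39594681 and 39593054 to 39593113 of chromosome 12. Both were higher in MGE-GFP+ cells than in ES-Lhx6-GFP+ cells. In ES-Lhx6-GFP+ cells the mean over the probes was 2.38-fold lower than in ES-Lhx6-GFP- cells, and the mean deposited log2 values were 7.18 for ES-Lhx6-GFP+ cells, 8.65 for ES-Lhx6-GFP- cells and 11.26 for MGE-GFP+ cells.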

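*Isl1* (NM_021459) was within the range of the E1A and ERCC control probes on all 3 arrays, with deposited log2 values of 7.26 for ES-Lhx6-GFP+ cells, 7.77 for ES-Lhx6-GFP- cells and 8.05 for MGE-GFP+ cells. The deposited values of *Gbx2* were 8.92, 8.41 and 10.84, and it was above those control probes on each array. In a list of cholinergic neuron genes written down in advance, 4 of 8 were higher in ES-Lhx6-GFP+ cells than in ES-Lhx6-GFP- cells. Their median log2 difference was 0.09, at the 35th percentile of random lists matched on expression. The median was below 0 after quantile normalization, after scaling to the 50th percentile, with median intensities without background subtraction and in the deposited values.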

Finally, we found higher expression of MGE-derived cortical interneuron markers *MafB* and *cMaf* (Table 1; [57]) in the ES-Lhx6-GFP^+^ cells, providing evidence that they are biased towards pallial vs. striatal GABAergic interneurons.

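Relative to ES-Lhx6-GFP+ cells, *Maf* (*cMaf*) was 1.54-fold higher in MGE-GFP+ cells. Over the alternatives the log2 difference of *Maf* in this comparison ranged from 0.35 to 1.37 around a value of 0.62.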

We showed that ES-Lhx6-GFP^+^ cells transplantation into neonatal mouse produced cortical interneurons (Figure S13 in File S3). We did not test striatal transplantation; it is possible that these cells would produce some striatal interneurons, as found for MGE transplantation [28]. Future studies are needed to establish methods to promote pallial interneuron differentiation from these bi-potential progenitors. For instance, we have evidence that Zfhx1b transcription factor participates in the switch between pallial and striatal interneuron identity [57]. *Zfhx1b* was expressed 3-fold higher in MGE-Lhx6-GFP^+^ cells than the ES-Lhx6-GFP^+^ cells (Table S2 in File S2); perhaps increased *Zfhx1b* function would repress *Nkx2-1* and *Lhx8*, and potentiate the differentiation of pallial interneurons.

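The probes of *Zeb2* (*Zfhx1b*, NM_015753) disagreed. Between MGE-GFP+ and ES-Lhx6-GFP+ cells 1 was 2.86-fold higher in MGE-GFP+ cells and the other 1.27-fold lower, and the mean was 1.50-fold higher. With the single brightest probe the log2 difference of *Zeb2* was 1.51 in place of 0.58. Both probes were within the range of the E1A and ERCC control probes on the ES-Lhx6-GFP+ array, and 1 was above it on the MGE-GFP+ array.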

### Use of “MGE Enhancers” to monitor MGE cell differentiation

The use of molecular markers of specific cell states is a powerful tool for studying cell differentiation. In particular, expression of fluorescent proteins, from specific endogenous gene loci, or from transgenes (e.g. BACs), is an effective method to identify and purify cells. Two published ES cell lines mark MGE differentiation: 1) mouse J14 ES cells that express GFP from an *Lhx6* BAC [32]; 2) human ES cells that express GFP from the *Nkx2-1* locus [33]. Our alternative approach, driving reporter expression using cell/tissue-specific promoters and/or small enhancer elements [39], has several potential advantages: 1) the small size of the enhancers, often less than 1 kb, makes them ideal for insertion into viral vectors; 2) the small enhancers often have a more restricted range of tissue and cell type expression; 3) the approach is ideal for marking multiple cell lines, which would be extremely difficult using BAC transgenic or knock-in strategies; 4) knock-in strategies can alter gene function.

We have identified a large number of enhancer elements in the human genome that drive expression in specific subdivisions of the E11.5 mouse telencephalon, including the MGE [68] (see http://enhancer.lbl.gov/). We explored the function of three of these (novel enhancers *692*, *1056*, and *1538*), in addition to the mouse *DlxI12b* and *Lhx6* promoter/enhancers [15], [36], [37]. We introduced each of these five enhancers into the E14 and J14 mouse ES cells [32] using the vector described by Kita-Matsuo et al., (2009), subjected them to the ES-MGE differentiation protocol, and analyzed mCherry expression in EBs. Four of the enhancers drove mCherry expression in MGE-like cells; only the *Lhx6* enhancer did not work. Enhancer *1056* drove expression in Olig2^+^/Lhx6-GFP^−^ cells (Figure 7). As the MGE also generates oligodendrocytes [11], [62], we predict that enhancer *1056* will be useful for driving expression in oligodendrocyte progenitors. A subset of enhancer *1056* ^+^ cells also expressed Nkx2-1 (Figure 7G); these may be progenitors capable of generating MGE-type neurons, as Olig2 is co-expressed with Nkx2-1 in the ventricular zone of the E11.5 MGE (Figure S21 in File S5; also see Figure S11 in File S1 for differentiated ES data).

Enhancers *DlxI12b*, *692*, and *1538* drove mCherry expression in MGE-like neurons (Nkx2-1^+^/Lhx6-GFP^+^), but not Olig2^+^ cells (Figure 5, 6 & 8). Given that ES-Lhx6-GFP^+^ cells have properties of immature pallial interneurons, based on gene expression array analysis (Table 1 and Table S2 in File S2) and in transplantation assays (Figure S13 in File S3; [32]), we propose that *DlxI12b*, *692*, and *1538* drive expression in cells with properties of MGE-derived interneurons.

*DlxI12b* enhancer was active in both immature and mature pallial interneurons (Figure S20 in File S5), whereas enhancer *692* appeared to be active only in immature MGE cells (data not shown). Furthermore, it will be of interest to follow the fate of enhancer *1056* marked cells (1056-βg-mCherry^+^ cells) following cortical transplantation to determine whether they develop into mature oligodendrocytes [62].

The survival rate of FACS sorted cells followed by cortical transplantation was ∼1% (similar to Maroof et al., 2010[32]). Because we suspect that FACS cell sorting contributes to the low viability, it will be beneficial to pursue other methods for cell purification, including magnetic bead-conjugated antibodies, and the use of enhancer-driven drug selectable markers.

Overall, comparing enhancer activities in transgenic mice and in differentiated mouse ES cells (Table S5 in File S2), only enhancer *DlxI12b* faithfully conveys its activity from *in vivo* to *in vitro*. It is not active in VZ and SVZ (cells from VZ and SVZ are actively dividing) of embryonic MGE in transgenic mice (Figure 4A), nor in mitotically active mKi67^+^ differentiated ES cells (data not shown). It is active in MZ (cells from MZ are mostly postmitotic cells) of embryonic MGE in transgenic mice (Figure 4A) and is active in mKi67^−^ differentiated ES cells (data not shown). In transgenic mice three of the enhancers (*692*, *1056*, *and 1538*) are active in the VZ and SVZ of embryonic MGE (Figure 4B–D); however only two of the enhancers have some activity in mitotically active differentiated ES cells (i.e. *1056* and *1538*) (Figure 7H and 8F). Enhancer *1056* is active in VZ and SVZ of MGE, but it is not active in MZ of MGE in transgenic embryos (Figure 4C). In contrast, about 5% of 1056-mCherry^+^ cells are mitotically active in differentiated ES cells in vitro (Figure S18K-O in File S4). We hypothesize that as 1056-mCherry^+^ cells mature, they turn off Nkx2-1 and differentiate along the oligodendrocyte lineage.

It will be helpful to identify an “MGE enhancer” that more effectively drives expression in dividing cells, to enable selection with a drug-resistance gene. This would greatly facilitate generating large numbers of homogeneous MGE interneuron progenitors for further study and, ultimately, for transplantation in diseased states.

Our approach of using highly specific small enhancers has general utility for generating diverse types of CNS cells. For instance, we have identified enhancers for the LGE and pallium, including its regional subdivisions [68] (see http://enhancer.lbl.gov/) that can be used for selecting these types of progenitors and their derivatives. Introducing these enhancer constructs into ES and iPS cells may facilitate identification and isolation of many different neural cell lineages for basic and translational studies.

## Supporting Information

File S1 **Text T1, Method M1 & M2, Figure S1–S11.** Text T1: Dissociated MGE cells grown *in vitro* lose Lhx6-GFP expression. Method M1: MGE primary culture and antibodies for immunofluorescent studies. Method M2: Transient lentiviral infection in primary MGE and dissociated/differentiated ES cells. Figure S1: Primary MGE cells in vitro differentiate into Dlx2^+^ GABAergic neurons, but lose Lhx6 expression. *A*–*D”*, E13.5 MGE (ventricular and subventricular zone of the MGE) from Dlx5/6-LacZ^+^ embryos was removed from the telencephalon, dissociated and cultured *in vitro* using the media as described (Walton et al., 2006). Ten days after growing in the proliferation media (10 DIV_pro_), the cells were differentiated using differentiation media (DIV_diff_). The state of differentiation was compared during proliferation (*A-A″* and *C-C″*) or after 4 days of differentiation (*B-B″* and *D-D″*) by immunostaining with antibodies to b-Galactosidase (β-Gal), GAD1 (GAD67), Dlx2 and Class III β-Tubulin (Tuj1). Scale bar, 100 µm. *E*–*K*, Lhx6-GFP expression in cells derived from E12.5 MGE (ventricular and subventricular zone of the MGE). The Lhx6-GFP^+^ MGEs were dissociated and cultured *in vitro*. Top row: MGE cells grown in proliferation media for 3 (*E*), 7 (*F*), 10 (*G*) and 13 (*H*) days. Cells were passaged by trypsinization and expansion onto bigger culture dishes on day 7. Bottom row: MGE cells cultured in proliferation media for seven days and then in differentiation media for 0 (*I*), 3 (*J*), and 6 (*K*) days. Images are overlay of DIC images and green fluorescent images. Scale bar, 150 µm. Figure S2: Comparison of various conditions for mouse ES cells differentiation. (A and A′): J14 was subjected to three different conditions for differentiation (the schematic was the same as shown in main figure 2 A) as shown. On D12 and D15, cells were analyzed by FACS analyses to determine the percentage of Lhx6-GFP^+^ cells. Both condition 1 (ES-MGE differentiation protocol, our current protocol, shown in blue) and condition 2 (MGE-type cells protocol, shown in red, (Danjo et al., 2011)) included Shh pathway activators and promoted MGE-like progenitor cells. Condition 3 (cortical cell protocol, in grey, (Eiraku et al., 2008): addition of Dkk-1, without Shh or SAG) generated very few Lhx6-GFP^+^ cells from J14 cell line. (A′): Compared to condition 2 and 3, condition 1 produced the most of Lhx6-GFP^+^ cells on D12 and D15 of differentiation. (B and B′): Four conditions were used to differentiate JI12bBM11 cell line (J14 carrying *DlxI12b-βg-mCherry*). In Condition 1 (shown in blue) 6 nM SAG was applied while in condition 2 (in green) 2 µM purmophamine was used to promote MGE-like progenitor cells. In condition 3 (in purple), 1 µg/ml Dkk-1 was added on D0, in compared to 100 ng/ml Dkk-1 in condition 1 and 2. In condition 4 (shown in red), additional growth factors and small molecule (BMPR1A and SB431542) was added on day 0. (B′): Much more purmophamine is required (2 µM) (Condition 2) to reach the same efficiency generated by SAG (6 nM) (Condition 1). Ten times more Dkk-1 (1 µg/ml) (Condition 3) only produced slightly more Lhx6-GFP^+^ cells on D12 but not on D14. Addition of activin/nodal inhibitor SB431542 and BMP activator BMPR1A on D0 (Condition 4) diminished the effects of 1 µg/ml Dkk-1 on Lhx6-GFP^+^ cells production. (C, C′ and C*″*): Foxg1::venus and JI12bBM11 (J14 carrying lentiviral enhancer DlxI12b-βg-mCherry) were tested for differentiation using four conditions listed (as shown in Figure 1). In condition 1 and 2 (shown in blue and green), cells were differentiated in GMEM+10% KSR media while in condition 3 and 4 (shown in red and purple), cells were differentiated in Neurobasal media supplemented with B27 without retinoic acid (NB/B27), a commonly used media for neural progenitor differentiation (Turksen and Troy, 2006). Either 100 or 200 ng/ml Dkk-1 was added on D0. For all three cell lines tested (including J6M1 in Figure 1), KSR-containing media surpassed NB/B27 media in the generation of Foxg1::venus^+^ cells or Lhx6-GFP^+^ cells. Addition of 2× more Dkk-1 on D0 did not improve the efficiency of Lhx6-GFP^+^ cells or Foxg1::venus^+^ production with KSR media. Figure S3: Characterization of differentiated E14 cells. Expression of Nkx2-1 (red in all panels) with other markers (shown in green): Mash1 (*A, A′*), Islet1 (*B, B*′), GABA (*C, C′*), and Calbindin (*D, D′*), in E14 cell line on D9 and D15 after differentiation. DAPI nucleus staining was shown in blue in all panels. There are more Mash1^+^ cells than Nkx2-1^+^ cells (and some of them express both proteins) on D9. On D15, both protein expressions are reduced with more Nkx2-1^+^ cells than Mash1^+^ cells. Scale bar: 100 µm. Figure S4: Expression of Lhx6-GFP and Dlx2 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On day 10 (D10; A, A*′*, A″), D12 (B, B′, B″), D14 (C, C′, C″) and D16 (D, D′, D″), cell aggregates were collected for analyses by immunofluorescent staining for Dlx2 (red) and GFP (green). Similar to Lhx6-GFP^+^ cells, the number of Dlx2^+^ cells peaked on D12–14. Arrows indicate co-localization of Dlx2 and Lhx6-GFP. Scale bar, 100 µm. Figure S5: Expression of Lhx6-GFP and Foxg1 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. Expression of Foxg1 (red) and Lhx6-GFP (green) were examined from cell aggregates collected on D10 (A, A′, A″), D12 (B, B′, B″), D14 (C, C′, C″) and D16 (D, D′, D″). The expression of Foxg1 was highest at D10–D12 of differentiation and went down at D14–D16. Scale bar, 100 µm. Figure S6: Expression of Lhx6-GFP and Islet1 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On D9 (A, A′, A″), D11 (B, B′, B″), D13 (C, C′, C″) and D15 (D, D′, D″), cell aggregates were collected for analyses by immunofluorescent staining: Islet1 (red) and GFP (green). Note the random distribution of Islet^+^ cells within the aggregates compared to the clustered Lhx6-GFP^+^ cells. Scale bar, 100 µm. Figure S7: Expression of Lhx6-GFP and Mki67 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On D9 (A, A′, A″), D11 (B, B′, B″), D13 (C, C′, C″) and D15 (D, D′, D″), cell aggregates were collected for analyses by immunofluorescent staining: Mki67 (red) and GFP (green). All of the Lhx6-GFP^+^ cells were postmitotic. Scale bar, 100 µm. Figure S8: Expression of Lhx6-GFP and Tbr1 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On D10 (A, A′, A″), D12 (B, B′, B″), D14 (C, C′, C″) and D16 (D, D′, D″), cell aggregates were collected for analysesby immunofluorescent staining: Tbr1 (red) and GFP (green). There was no Tbr1^+^ cell in any time point examined. Scale bar, 200 µm. Figure S9: Expression of Lhx6-GFP and Olig2 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On D10 (A, A′, A″), D12 (B, B′, B″), D14 (C, C′, C″) and D16 (D, D′, D″), cell aggregates were collected for analyses by immunofluorescent staining: Olig2 (red) and GFP (green). Similar to Lhx6-GFP^+^ cells, the number of Olig2^+^ cells peaked on D12–14. All of the Lhx6-GFP^+^ cells were Olig2^−^. Scale bar, 100 µm. Figure S10: Expression of Nkx2-1 and Mki67 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On D9 (A, A′, A″), D11 (B, B′, B″), D13 (C, C′, C″) and D15 (D, D′, D″), cell aggregates were collected for analyses by immunofluorescent staining: Mki67 (red) and Nkx2-1 (green). Plenty of Mki67^+^ cells were present and co-labeled with Nkx2-1 on day 9 and the number of Ki67^+^ cells went down on subsequent time points. There were significantly lower Nkx2-1^+^ that were also Mki67^+^ on D11 and D13. Scale bar, 100 µm. Figure S11: Expression of Nkx2-1 and Olig2 in J14 cells. J14 cells were differentiated with our ES-MGE protocol. On D10 (A, A′, A″), D12 (B, B′, B″), D14 (C, C′, C″) and D16 (D, D′, D″), cell aggregates were collected for analyses by immunofluorescent staining: Nkx2-1(red) and Olig2 (green). About 5% of Olig2^+^ cells co-labeled with Nkx2-1 on D9 and the number of Nkx2-1^+^/Olig2^+^ (double positive) cells decreased on subsequent time points. Scale bar, 100 µm.
(PDF) Click here for additional data file.

File S2 **Table S1–S10.** Table S1: Abbreviated Names. Table S2: Select marker genes expression from differentiated ES cells (ES Lhx6-GFP^+^ and ES Lhx6-GFP^−^) and E12.5 MGE cells (MGE Lhx6-GFP^+^) and the comparisons (fold change) of ES Lhx6-GFP^+^ vs. ES Lhx6-GFP^−^, MGE Lhx6-GFP^+^ vs. ES Lhx6-GFP^−^, and MGE Lhx6-GFP^+^ vs. ES Lhx6-GFP^+^. Column 1 lists marker genes for specific cell types and regions. Note that many of these are not specific for those cells states, but are recognized as useful markers. The expression levels in the columns 2–4 represent the averaged normalized log2 intensity for each gene. The numbers in columns 5–7 (the fold change) are ratios of the average signal intensity (unlogged) of the two groups in comparison. Red colored genes are enriched in ES Lhx6-GFP^−^ cells whereas green colored genes are enriched in both MGE Lhx6-GFP^+^ and ES Lhx6-GFP^+^ cells. For most of the genes, the expression in the ES Lhx6-GFP^+^ cells and MGE Lhx6-GFP^+^ cells show similar expression trends, in comparison to ES Lhx6-GFP^−^ cells. However, there are a few genes (shown in black) that don't follow this trend. Table S3: Block A and Block B from the supervised clustering map (Figure 3). Genes from block A and B of the supervised heatmap (Figure 3) are list below (the order of the genes are the same as in the map (from top to bottom). Many of the genes that regulate and/or mark developing cortical interneurons as shown in Tables 1 and S2 are bold-typed. Table S4: Cell counts from 69 days after transplantation. Four transplants (mice that received Lhx6-GFP+ cells and had at least 10 Lhx6-GFP+ cells in the cortex: N1, R3, R5 and R6) were examined for co-labeling of Lhx6-GFP with parvalbumin (PV), somatostatin (SOM), and neuropeptide Y (NPY). Total numbers, average, and standard errors from 3–4 transplants were shown. Table S5: Comparison of enhancer activities in transgenic embryos and differentiated ES cells. Table S6: Differentially expressed (Fold change are > = 4) genes between ES Lhx6-GFP+ vs ES Lhx6-GFP- cells. 

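Of the 720 probes of Table S6, 697 (96.8%) were among the probes counted here as at least 4-fold different between ES Lhx6-GFP+ and ES Lhx6-GFP- cells. All 718 probes with a value in both had the same direction. The table was made from the same arrays and 5458 probes were counted here, so this overlap is not an independent check.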

Table S7: Differentially expressed (Fold change are > = 4) genes between MGE Lhx6-GFP+ vs ES Lhx6-GFP+ cells. Table S8: Differentially expressed (Fold change are > = 4) genes between MGE Lhx6-GFP+ vs ES Lhx6-GFP- cells. Table S9: Supervised heatmap genes (1821 probes). Table S10: Primer sequences used for lentiviral construct.
(PDF) Click here for additional data file.

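Of the 682 probes of Table S7, 650 (95.3%) were among those at least 4-fold different here between MGE Lhx6-GFP+ and ES Lhx6-GFP+ cells, and all 682 had the same direction. In these probes 188 were higher and 494 lower in MGE Lhx6-GFP+ cells, and 162 were within the range of the E1A and ERCC control probes on both arrays. Table S7 too was made from the same arrays, and 7507 probes were counted here, so its overlap is not an independent check either.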

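The first 945 of the 1106 rows of Table S8 were read here, so no overlap with this table was computed. Between MGE Lhx6-GFP+ and ES Lhx6-GFP- cells the E1A and ERCC control probes had a median log2 difference of -0.04, compared with 2.43 between ES Lhx6-GFP+ and ES Lhx6-GFP- cells.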

File S3 **Figure S12–S14.** Figure S12: Unsupervised clustering showing 1000 most variable probes.Microarray comparison of RNA expression from primary E12.5 MGE Lhx6-GFP^+^ cells, ES-Lhx6-GFP^+^ and ES-Lhx6-GFP^−^ cells. 

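Over the 1000 most variable probes, the root mean square difference per probe was 3.03 between the ES-Lhx6-GFP+ and ES-Lhx6-GFP- arrays, 3.59 between the ES-Lhx6-GFP+ and MGE arrays and 3.65 between the ES-Lhx6-GFP- and MGE arrays. After quantile normalization the nearest pair was ES-Lhx6-GFP+ and MGE, at 3.02. Without a filter on dim probes it was ES-Lhx6-GFP- and MGE, at 3.63, and in the deposited log2 values it was ES-Lhx6-GFP+ and ES-Lhx6-GFP-, at 2.06.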

Show here are 1000 most variable probes. Figure S13: Transplanted Lhx6-GFP^+^ cells express cortical interneuron markers in the cortex. (A–C) Four days after transplantation, some of the Lhx6-GFP^+^ cells were also GABA^+^ (A), Calbindin^+^ (B), or MafB^+^ (C). White arrows indicate double positive cells. (D–F”) Sixty-nine days after transplantation, Lhx6-GFP^+^ cells expressed parvalbumin (PV) (D, D′, D″), somatostatin (SST) (E, E′, E″) and neuropeptide Y (NPY) (F, F′, F″). Arrows indicate markers co-labeling. In PV/GFP co-staining, there were some GFP^+^ cells that have weak PV expression (white arrowheads). Scale bar, 100 µm. (G) Average (data are mean ± SEM) percentages of parvalbumin^+^ (PV^+^/GFP^+^), somatostain^+^ (SST^+^/GFP^+^), neuropeptide Y^+^ (NPY^+^/GFP^+^) cells among all Lhx6-GFP^+^ cells (n = 3–4). Figure S14: Test of lentiviral constructs in dissociated primary MGE cells. Dissociated primary MGE cells (E13.5) were infected with each of the lentiviruses indicated (A: *DlxI12b-mCherry*, B: *DlxI12b-hsp68-mCherry*, C: *DlxI12b-βg-mCherry*, D:*692-mCherry*, E: *692-hsp68-mCherry*, F:*692-βg-mCherry*, *G*: *Lhx6-E/P-mCherry*) for three days before being fixed for immunostaining. Pictures are composites from several different fields (A–F) or from one single field (G). Shown here are Nkx2-1 staining in green, mCherry in red, and DAPI nuclear stain in blue. Scale bar, 50 µm.
(PDF) Click here for additional data file.

File S4 **Figure S15–S19.** Figure S15: Additional characterization of the enhancer *DlxI12b*. Mouse ES cell lines E14 (B-B″ & E-E″) and J14 (A-A″, C-D″ & F-F″) carrying enhancer *DlxI12b-βg-mCherry* were differentiated with our ES-MGE protocol. Expression of DlxI12b-βg-mCherry (red) was examined on D11, D13, and D15 together with other markers (shown in green): (A) Nkx2-1, (B) Dlx2, (C) Foxg1, (D) Islet1, (E) Olig2, (F) Calbindin. Scale bar, 200 µm. Figure S16: Additional characterization of the enhancer *692*. (A–D) Mouse ES cell lines J14 carrying enhancer *692-βg-mCherry* were differentiated with our ES-MGE protocol. Expression of 692-βg-mCherry (red) was examined together with Nkx2-1 (shown in green) on D9, D11, D13, and D15. Scale bar, 200 µm. (E–J) Mouse ES cell lines E14 carrying *692-mCherry* were differentiated with our current MGE protocol. Expression of 692-mCherry (red) was examined with Nkx2-1 (E–H) and Mki67 (I, J) (shown in green) on days indicated. Scale bar, 100 µm. White arrows indicate co-labeling of respective markers shown. Figure S17: Additional characterization of the enhancer *692*. Mouse ES cell lines J14 carrying enhancer *692-mCherry* were differentiated with our ES-MGE protocol. Expression of 692-mCherry (red) was examined on D17 together with other markers (shown in green): (A) Nkx2-1, (B) Lhx6-GFP, (C) Mki67. White arrows indicate co-labeling of respective markers shown. Scale bar, 100 µm. Figure S18: Additional characterization of the enhancer *1056*. Mouse ES cell line J14 carrying enhancer *1056-βg-mCherry* were differentiated with our ES-MGE protocol. Expression of 1056-βg-mCherry (red) was examined on D9, 11, 13, 15 and 17 together with other markers (shown in green): (A–E) Lhx6-GFP, (F–J) Nkx2-1, (K-O) Mki67. Scale bar, 100 µm. Figure S19: Additional characterization of the enhancer *1538*. Mouse ES cell line J14 carrying enhancer *1538-βg-mCherry* were differentiated with our ES-MGE protocol. Expression of 1538-βg-mCherry (red) was examined on D10, 12, 14 and 16 together with other markers (shown in green): (A–D) Nkx2-1, (E–H) Mki67. Scale bar, 100 µm.
(PDF) Click here for additional data file.

File S5 **Figure S20–S21.** Figure S20: All of the DlxI12b-βg-mCherry^+^ cells express Lhx6-GFP thirty-three days after transplantation into the neocortex (white arrows in A-A″). About 28% of Lhx6-GFP^+^ cells are also DlxI12b-mCherry^+^. One of the double positive cells (DlxI12b-βg-mCherry^+^, Lhx6-GFP^+^) is shown in B-B″. Scale bar for A-A″: 200 µm; for B-B″: 50 µm. Figure S21: Expression and colocalization of Olig2 and Nkx2-1 in the progenitor zones of the embryonic MGE. E11.5 coronal section through mouse forebrain showing Nkx2-1 (red), Olig2 (green), and DAPI (blue) as visualized by indirect immunofluorescence at the level of the MGE and LGE. At the ventricular zone and subventricular zone of the MGE, all of the cells are labeled by both Nkx2-1 and Olig2 (as shown by double labeling on the lower right panel). The images were taken at a Zeiss Confocal Microscope LSM 510 NLO Meta. Scale bar, 50 µm.
(PDF) Click here for additional data file.

# Supplementary material for: Use of “MGE Enhancers” for Labeling and Selection of Embryonic Stem Cell-Derived Medial Ganglionic Eminence (MGE) Progenitors and Neurons
**Source:** PLoS One. 2013 May 1;8(5):e61956. doi: 10.1371/journal.pone.0061956
**Supplement:** File S2 — Table S1–S10. Table S1: Abbreviated Names. Table S2: Select marker genes expression from differentiated ES cells (ES Lhx6-GFP+ and ES Lhx6-GFP−) and E12.5 MGE cells (MGE Lhx6-GFP+) and the comparisons (fold change) of ES Lhx6-GFP+ vs. ES Lhx6-GFP−, MGE Lhx6-GFP+ vs. ES Lhx6-GFP−, and MGE Lhx6-GFP+ vs. ES Lhx6-GFP+. Column 1 lists marker genes for specific cell types and regions. Note that many of these are not specific for those cells states, but are recognized as useful markers. The expression levels in the columns 2–4 represent the averaged normalized log2 intensity for each gene. The numbers in columns 5–7 (the fold change) are ratios of the average signal intensity (unlogged) of the two groups in comparison. Red colored genes are enriched in ES Lhx6-GFP− cells whereas green colored genes are enriched in both MGE Lhx6-GFP+ and ES Lhx6-GFP+ cells. For most of the genes, the expression in the ES Lhx6-GFP+ cells and MGE Lhx6-GFP+ cells show similar expression trends, in comparison to ES Lhx6-GFP− cells. However, there are a few genes (shown in black) that don't follow this trend. Table S3: Block A and Block B from the supervised clustering map (Figure 3). Genes from block A and B of the supervised heatmap (Figure 3) are list below (the order of the genes are the same as in the map (from top to bottom). Many of the genes that regulate and/or mark developing cortical interneurons as shown in Tables 1 and S2 are bold-typed. Table S4: Cell counts from 69 days after transplantation. Four transplants (mice that received Lhx6-GFP+ cells and had at least 10 Lhx6-GFP+ cells in the cortex: N1, R3, R5 and R6) were examined for co-labeling of Lhx6-GFP with parvalbumin (PV), somatostatin (SOM), and neuropeptide Y (NPY). Total numbers, average, and standard errors from 3–4 transplants were shown. Table S5: Comparison of enhancer activities in transgenic embryos and differentiated ES cells. Table S6: Differentially expressed (Fold change are > = 4) genes between ES Lhx6-GFP+ vs ES

**Supplementary Table S1: Abbreviated Names**

**Supplementary Table S2. Select marker genes expression from differentiated ES cells (ES Lhx6-GFP<sup>+</sup> and ES Lhx6-GFP<sup>-</sup>) and E12.5 MGE cells (MGE Lhx6-GFP<sup>+</sup>) and the comparisons (fold change) of ES Lhx6-GFP<sup>+</sup> vs. ES Lhx6-GFP<sup>-</sup>, MGE Lhx6-GFP<sup>+</sup> vs. ES Lhx6-GFP<sup>-</sup>, and MGE Lhx6-GFP<sup>+</sup> vs. ES Lhx6-GFP<sup>+</sup>.**

Column 1 lists marker genes for specific cell types and regions. Note that many of these are not specific for those cells states, but are recognized as useful markers.

The expression levels in the columns 2-4 represent the averaged normalized log2 intensity for each gene. The numbers in columns 5-7 (the fold change) are ratios of the average signal intensity (unlogged) of the two groups in comparison.

Red colored genes are enriched in ES Lhx6-GFP<sup>-</sup> cells whereas green colored genes are enriched in both MGE Lhx6-GFP<sup>+</sup> and ES Lhx6-GFP<sup>+</sup> cells. For most of the genes, the expression in the ES Lhx6-GFP<sup>+</sup> cells and MGE Lhx6-GFP<sup>+</sup> cells show similar expression trends, in comparison to ES Lhx6-GFP<sup>-</sup> cells. However, there are a few genes (shown in black) that don't follow this trend.

### Supplementary Table S3 Block A and Block B from the supervised clustering map (Figure 3)

Genes from block A and B of the supervised heatmap (Figure 3) are list below (the order of the genes are the same as in the map (from top to bottom). Many of the genes that regulate and/or mark developing cortical interneurons as shown in Tables 1 and S2 are bold-typed.

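Block A holds 5 genes that Table S2 lists or the text names, *Erbb4*, *Gad1*, *Npas1*, *Nrp1* and *Sst*, and block B holds 17, among them *Dlx1*, *Lhx6*, *Lhx8*, *Nkx2-1* and *Zic1*. Olfactory receptor genes account for 4 of the probes of block A. On the ES Lhx6-GFP+ array 22 of the 27 block A probes and 108 of the 151 block B probes were above the E1A and ERCC control probes.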

#### Block A Genes:

**Block B Genes:**

# Supplementary Table S4: Cell counts from 69 days after transplantation

Four transplants (mice that received Lhx6-GFP+ cells and had at least 10 Lhx6-GFP+ cells in the cortex: N1, R3, R5 and R6) were examined for co-labeling of Lhx6-GFP with parvalbumin (PV), somatostatin (SOM), and neuropeptide Y (NPY). Total numbers, average, and standard errors from 3-4 transplants were shown.

**Supplementary Table S5: Comparison of enhancer activities in transgenic embryos and differentiated ES cells**

**Table S6**  
**ES Lhx6-GFP<sup>+</sup> vs ES Lhx6-GFP<sup>-</sup>: Fold Change ≥ 4**

**Table S7**  
**MGE Lhx6-GFP<sup>+</sup> vs ES Lhx6-GFP<sup>+</sup>: Absolute Fold Change >= 4**

**Table S8**  
**MGE Lhx6-GFP<sup>+</sup> vs ES Lhx6-GFP<sup>-</sup>: Fold Change >= 4**

Table S9 Supervised Heatmap Genes

**Supplementary Table S10: Primer sequences used for lentiviral construct**

# Supplementary material for: Use of “MGE Enhancers” for Labeling and Selection of Embryonic Stem Cell-Derived Medial Ganglionic Eminence (MGE) Progenitors and Neurons
**Source:** PLoS One. 2013 May 1;8(5):e61956. doi: 10.1371/journal.pone.0061956
**Supplement:** File S4 — Figure S15–S19. Figure S15: Additional characterization of the enhancer DlxI12b. Mouse ES cell lines E14 (B-B″ & E-E″) and J14 (A-A″, C-D″ & F-F″) carrying enhancer DlxI12b-βg-mCherry were differentiated with our ES-MGE protocol. Expression of DlxI12b-βg-mCherry (red) was examined on D11, D13, and D15 together with other markers (shown in green): (A) Nkx2-1, (B) Dlx2, (C) Foxg1, (D) Islet1, (E) Olig2, (F) Calbindin. Scale bar, 200 µm. Figure S16: Additional characterization of the enhancer 692. (A–D) Mouse ES cell lines J14 carrying enhancer 692-βg-mCherry were differentiated with our ES-MGE protocol. Expression of 692-βg-mCherry (red) was examined together with Nkx2-1 (shown in green) on D9, D11, D13, and D15. Scale bar, 200 µm. (E–J) Mouse ES cell lines E14 carrying 692-mCherry were differentiated with our current MGE protocol. Expression of 692-mCherry (red) was examined with Nkx2-1 (E–H) and Mki67 (I, J) (shown in green) on days indicated. Scale bar, 100 µm. White arrows indicate co-labeling of respective markers shown. Figure S17: Additional characterization of the enhancer 692. Mouse ES cell lines J14 carrying enhancer 692-mCherry were differentiated with our ES-MGE protocol. Expression of 692-mCherry (red) was examined on D17 together with other markers (shown in green): (A) Nkx2-1, (B) Lhx6-GFP, (C) Mki67. White arrows indicate co-labeling of respective markers shown. Scale bar, 100 µm. Figure S18: Additional characterization of the enhancer 1056. Mouse ES cell line J14 carrying enhancer 1056-βg-mCherry were differentiated with our ES-MGE protocol. Expression of 1056-βg-mCherry (red) was examined on D9, 11, 13, 15 and 17 together with other markers (shown in green): (A–E) Lhx6-GFP, (F–J) Nkx2-1, (K-O) Mki67. Scale bar, 100 µm. Figure S19: Additional characterization of the enhancer 1538. Mouse ES cell line J14 carrying enhancer 1538-βg-mCherry were differentiated with our ES-MGE protocol. Expression of 1538-βg-mCherry (red) was examined on D10, 12, 14 and 16

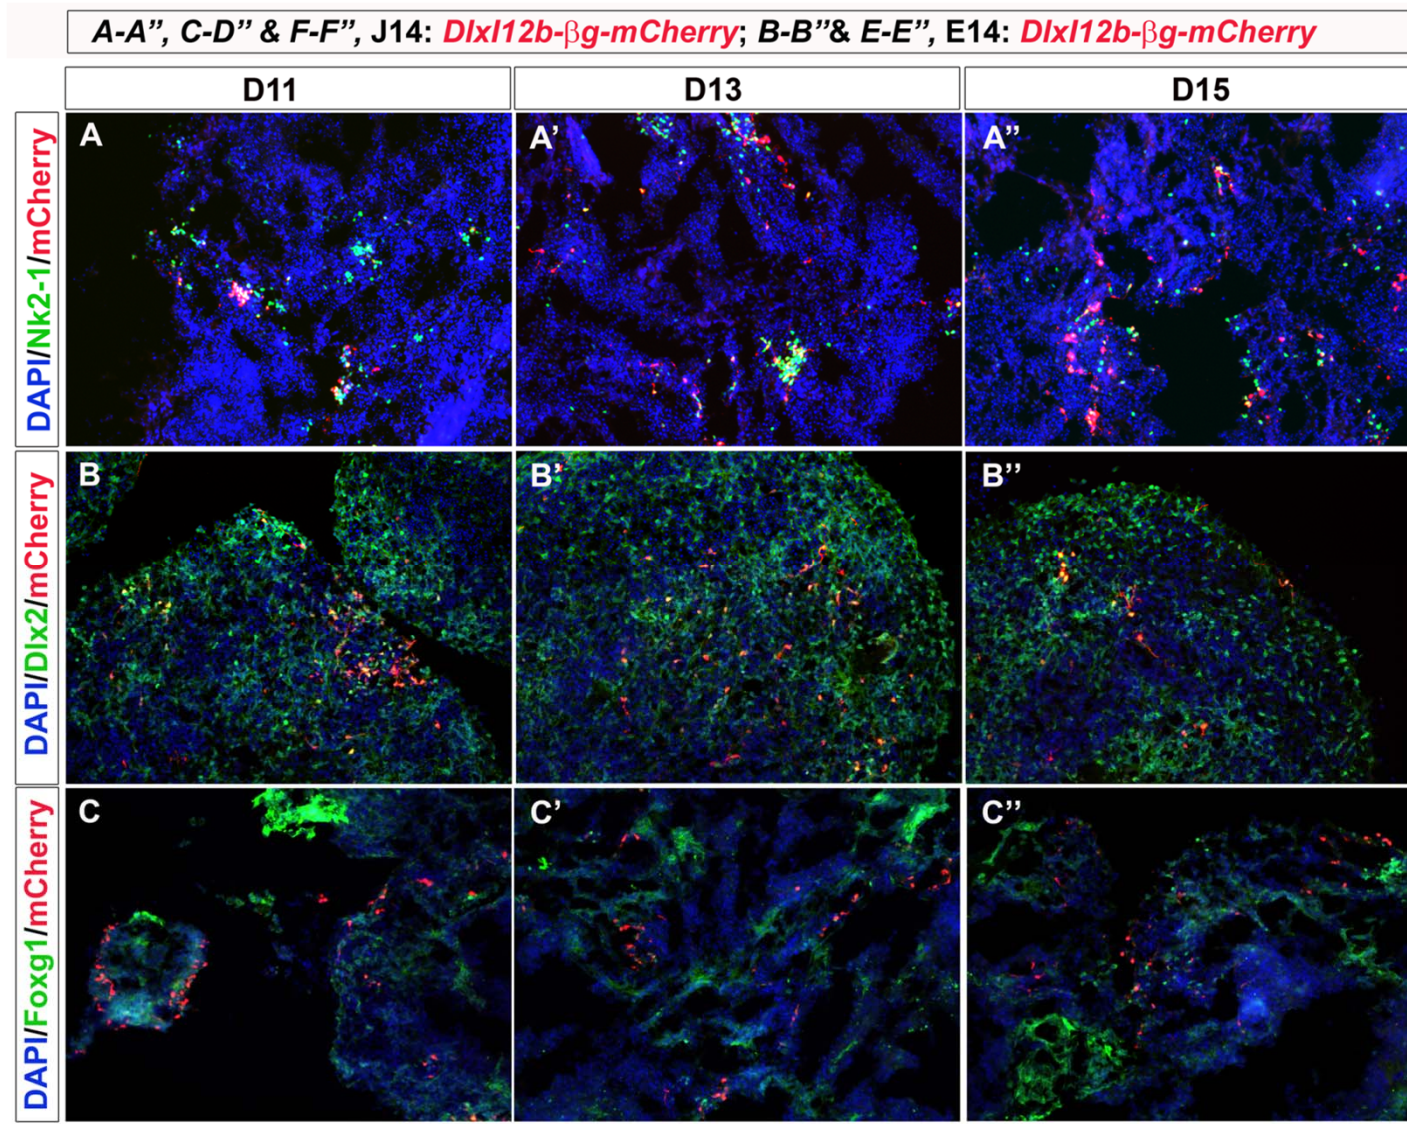

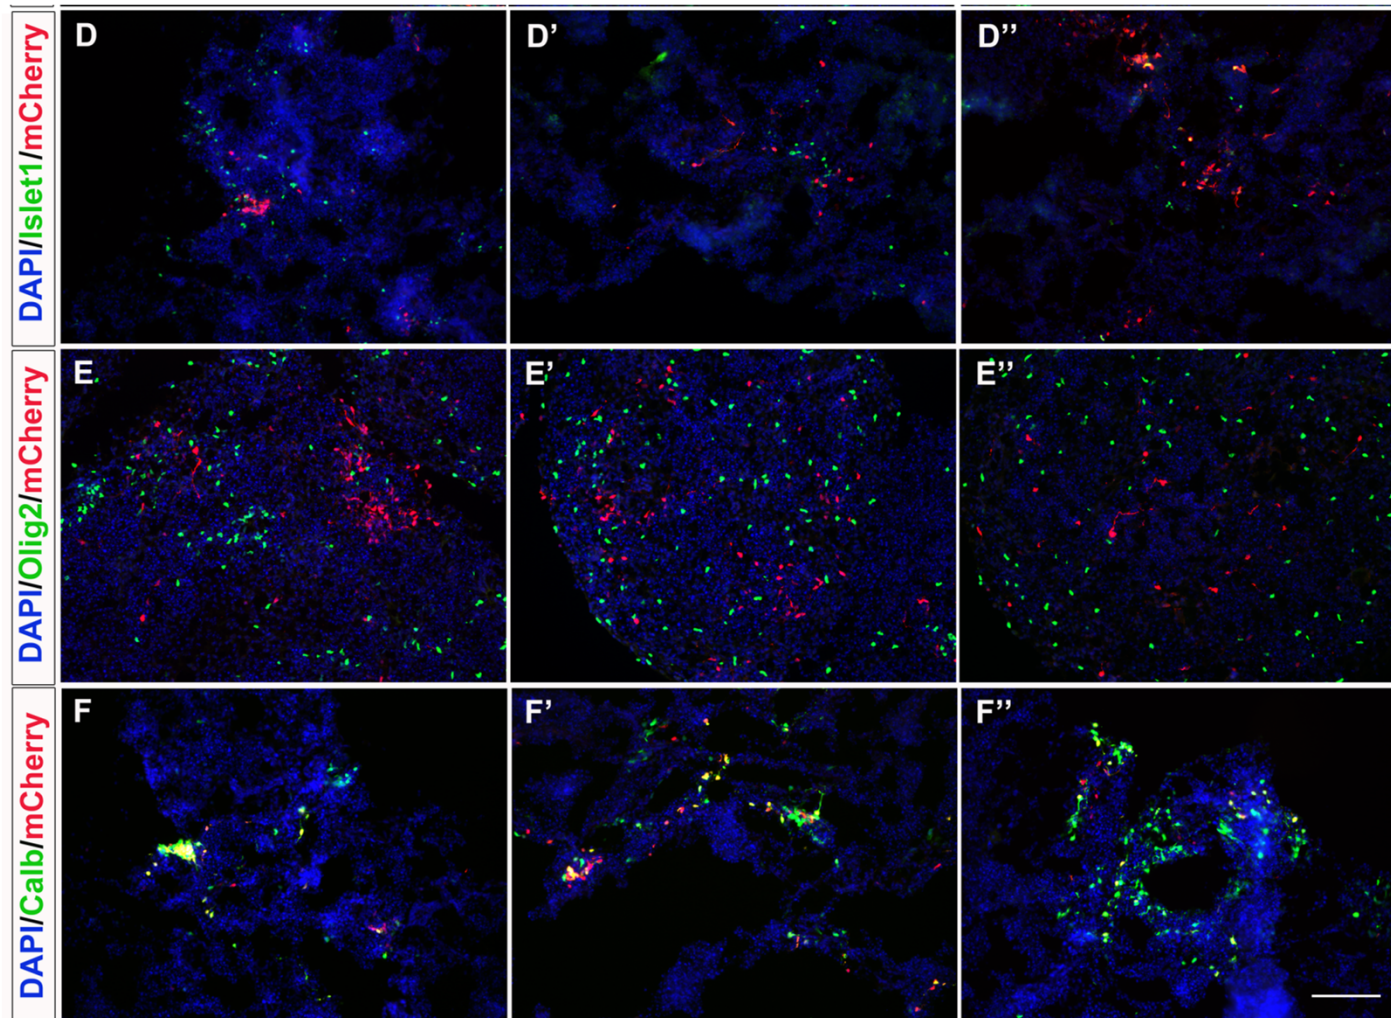

**Figure S15: Additional characterization of the enhancer *Dlx12b***

Mouse ES cell lines E14 (B-B'' & E-E'') and J14 (A-A'', C-D'' & F-F'') carrying enhancer *Dlx12b*- $\beta$ g-*mCherry* were differentiated with our ES-MGE protocol. Expression of *Dlx12b*- $\beta$ g-*mCherry* (red) was examined on D11, D13, and D15 together with other markers (shown in green): (A) *Nkx2-1*, (B) *Dlx2*, (C) *Foxg1*, (D) *Islet1*, (E) *Olig2*, (F) *Calbindin*. Scale bar, 200 $\mu$ m.

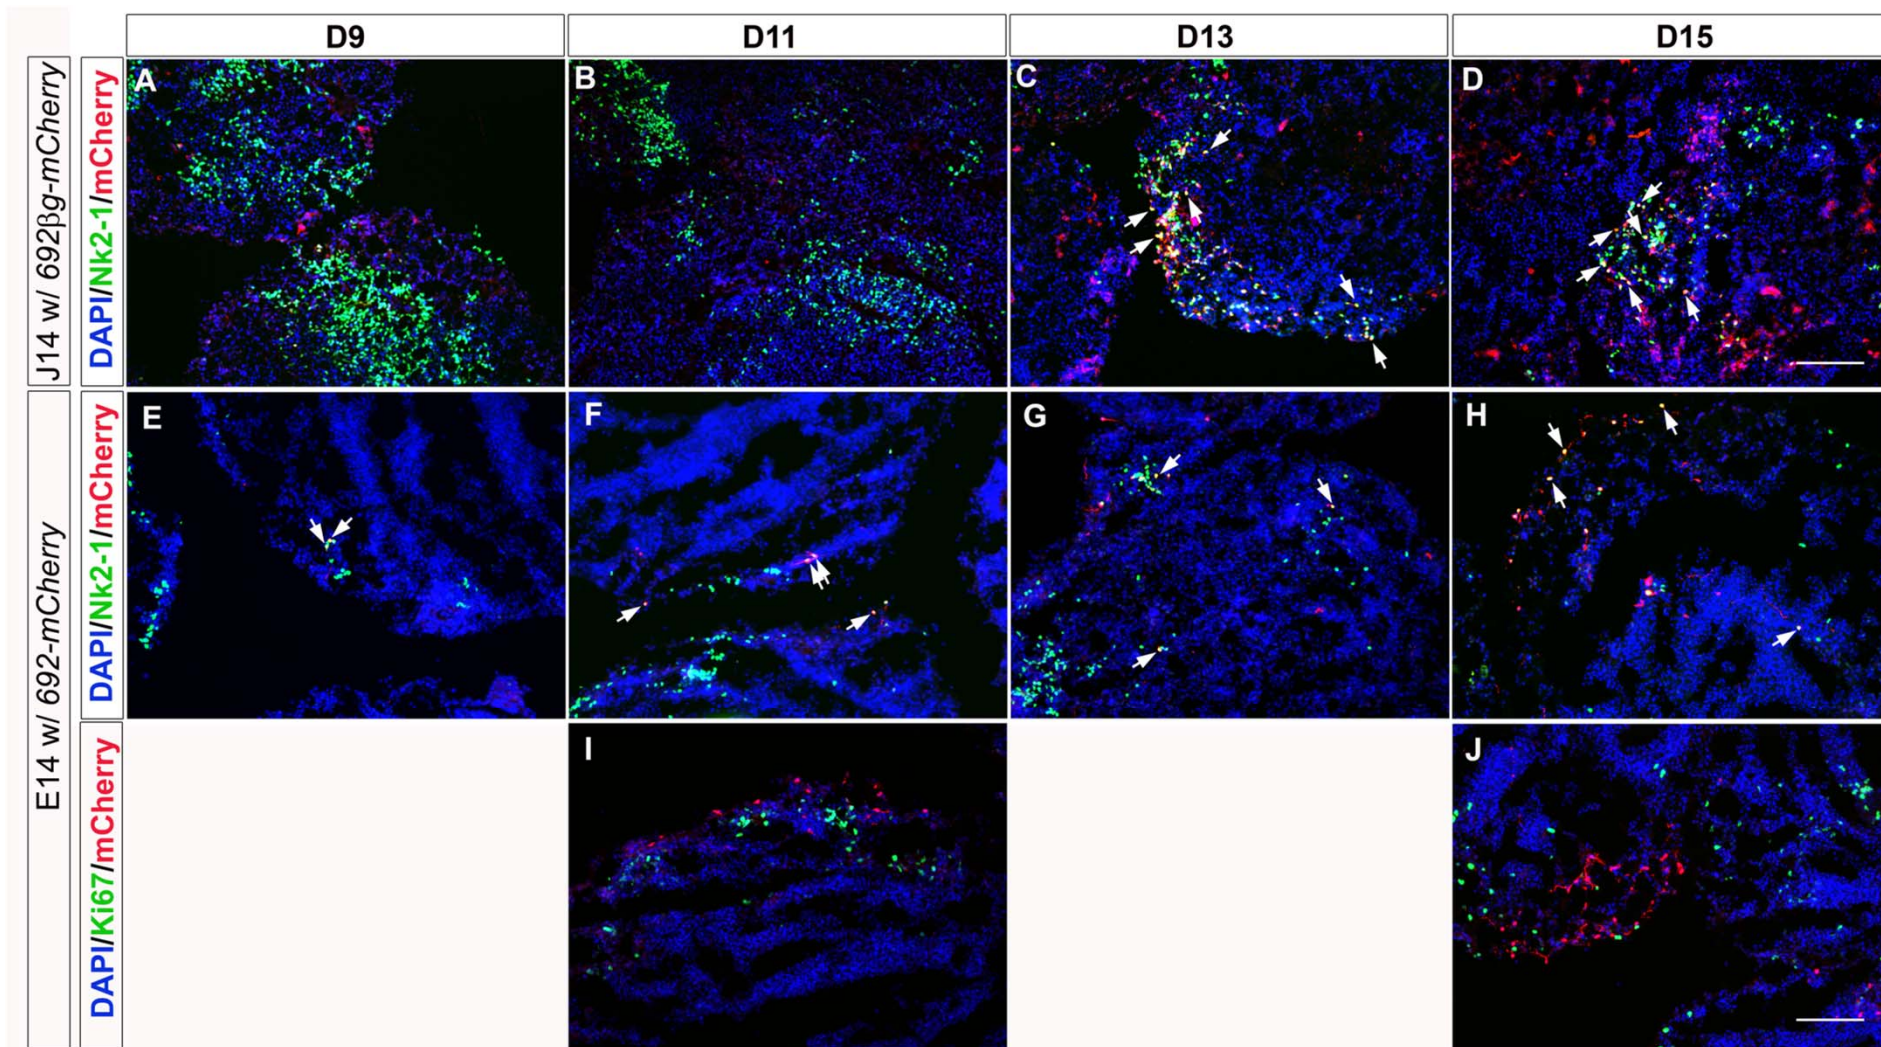

**Figure S16: Additional characterization of the enhancer 692**

(A-D) Mouse ES cell lines J14 carrying enhancer 692- $\beta$ g-mCherry were differentiated with our ES-MGE protocol. Expression of 692- $\beta$ g-mCherry (red) was examined together with Nkx2-1 (shown in green) on D9, D11, D13, and D15. Scale bar, 200 $\mu$ m. (E-J) Mouse ES cell lines E14 carrying 692-mCherry were differentiated with our current MGE protocol. Expression of 692-mCherry (red) was examined with Nkx2-1 (E-H) and Mki67 (I, J) (shown in green) on days indicated. Scale bar, 100 $\mu$ m. White arrows indicate co-labeling of respective markers shown.

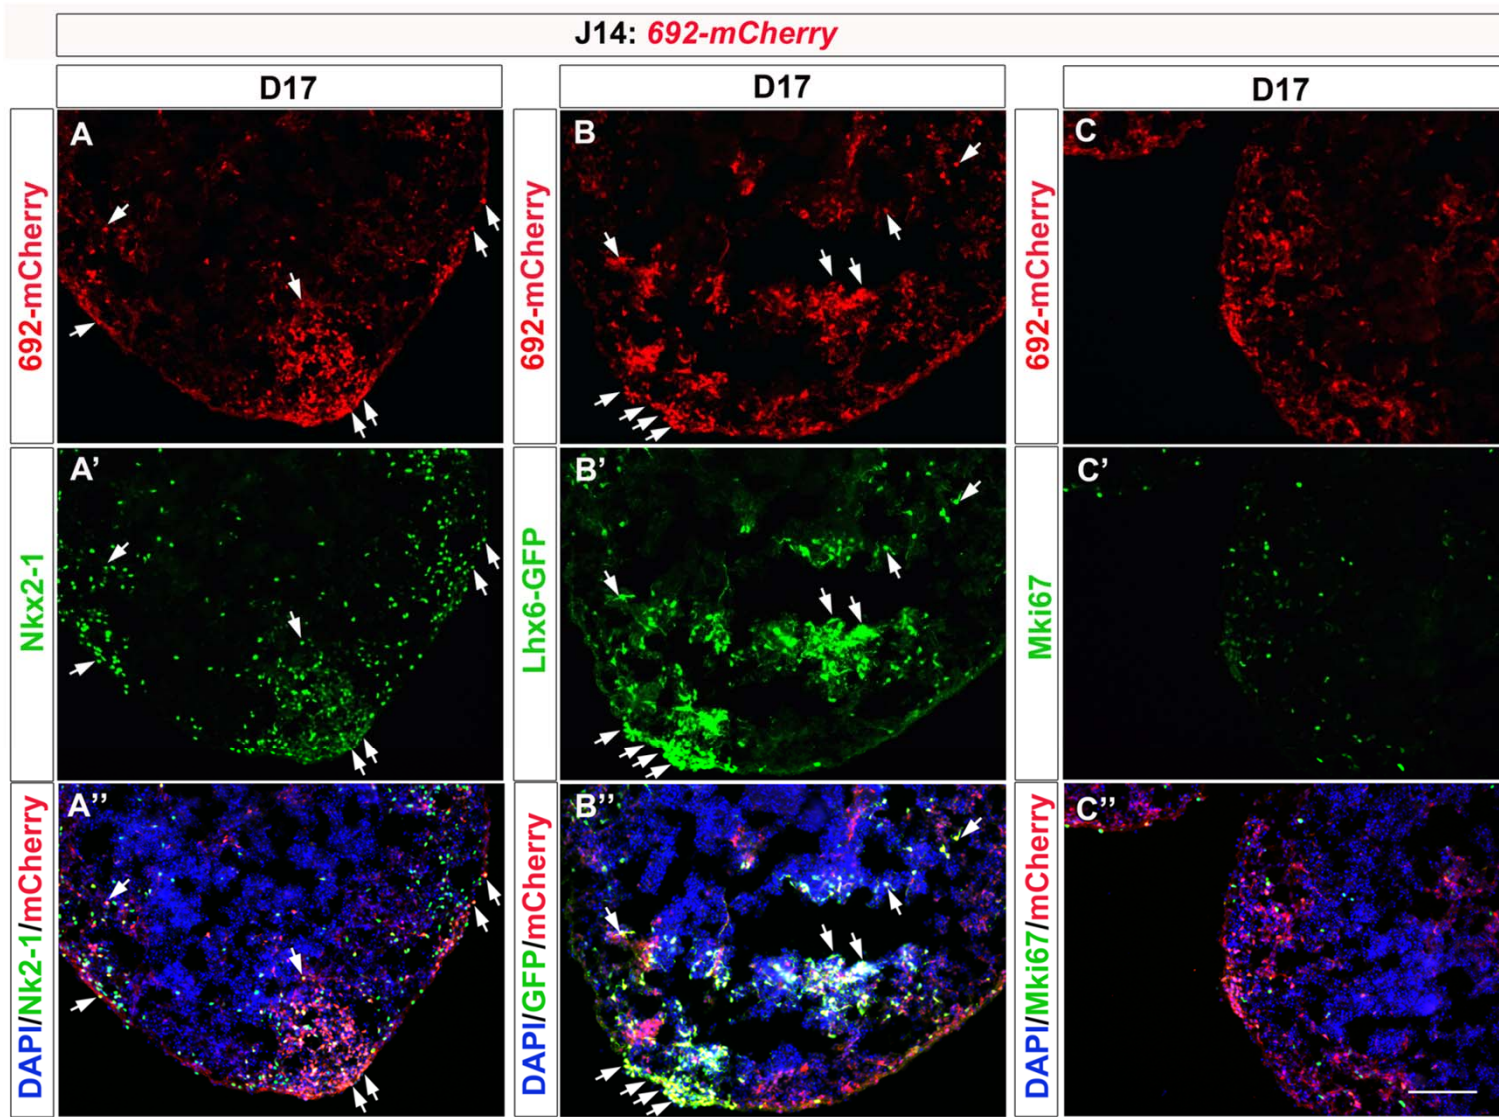

**Figure S17: Additional characterization of the enhancer 692**

Mouse ES cell lines J14 carrying enhancer 692-mCherry were differentiated with our ES-MGE protocol. Expression of 692-mCherry (red) was examined on D17 together with other markers (shown in green): (A) Nkx2-1, (B) Lhx6-GFP, (C) Mki67. White arrows indicate co-labeling of respective markers shown. Scale bar, 100µm.

J14: *1056-βg-mCherry*

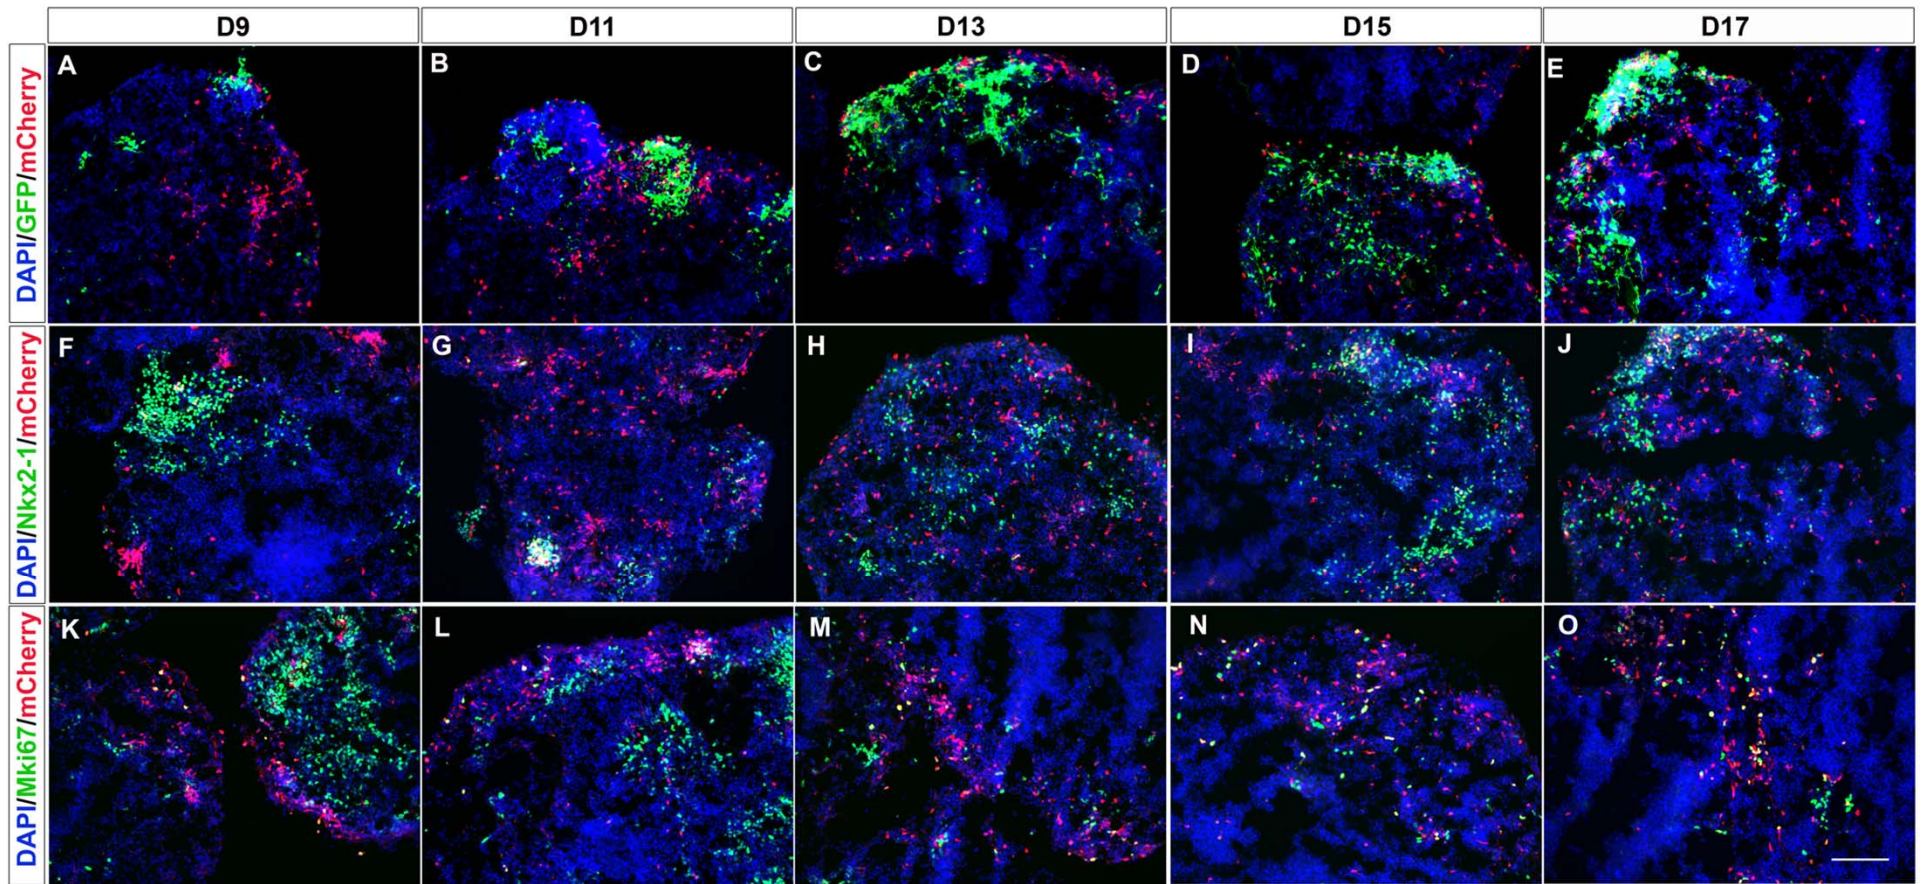

**Figure S18: Additional characterization of the enhancer 1056**

Mouse ES cell line J14 carrying enhancer *1056-βg-mCherry* were differentiated with our ES-MGE protocol. Expression of *1056-βg-mCherry* (red) was examined on D9, 11, 13, 15 and 17 together with other markers (shown in green): (A-E) *Lhx6-GFP*, (F-J) *Nkx2-1*, (K-O) *Mki67*. Scale bar, 100μm.

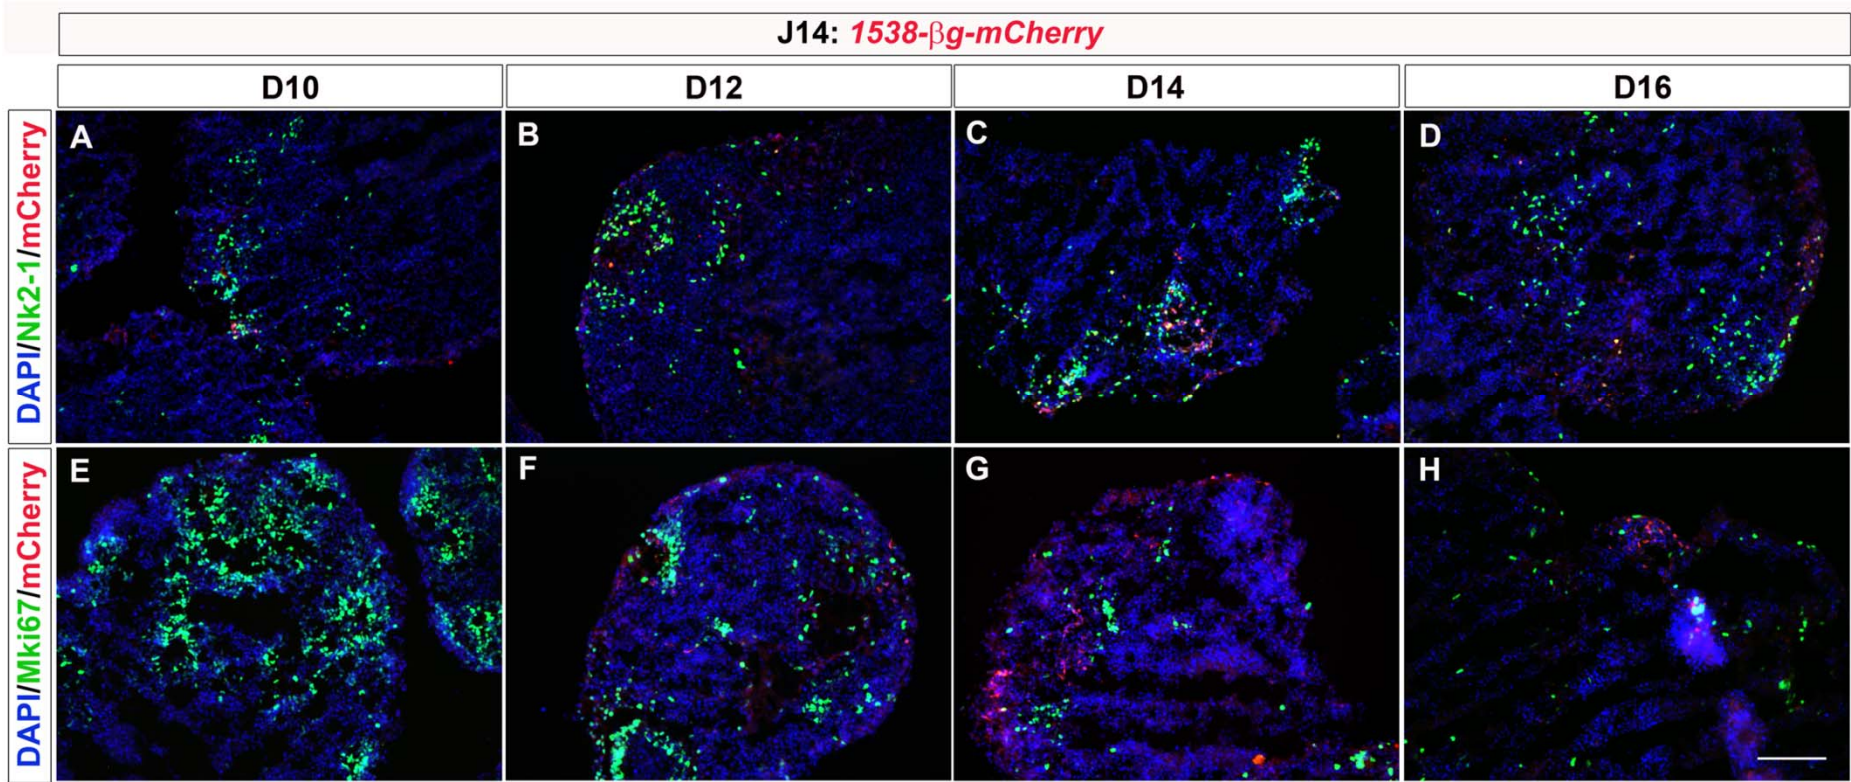

**Figure S19: Additional characterization of the enhancer 1538**

Mouse ES cell line J14 carrying enhancer 1538- $\beta$ g-mCherry were differentiated with our ES-MGE protocol. Expression of 1538- $\beta$ g-mCherry (red) was examined on D10, 12, 14 and 16 together with other markers (shown in green): (A-D) Nkx2-1, (E-H) Mki67. Scale bar, 100 $\mu$ m.

# Supplementary material for: Use of “MGE Enhancers” for Labeling and Selection of Embryonic Stem Cell-Derived Medial Ganglionic Eminence (MGE) Progenitors and Neurons
**Source:** PLoS One. 2013 May 1;8(5):e61956. doi: 10.1371/journal.pone.0061956
**Supplement:** File S5 — Figure S20–S21. Figure S20: All of the DlxI12b-βg-mCherry+ cells express Lhx6-GFP thirty-three days after transplantation into the neocortex (white arrows in A-A″). About 28% of Lhx6-GFP+ cells are also DlxI12b-mCherry+. One of the double positive cells (DlxI12b-βg-mCherry+, Lhx6-GFP+) is shown in B-B″. Scale bar for A-A″: 200 µm; for B-B″: 50 µm. Figure S21: Expression and colocalization of Olig2 and Nkx2-1 in the progenitor zones of the embryonic MGE. E11.5 coronal section through mouse forebrain showing Nkx2-1 (red), Olig2 (green), and DAPI (blue) as visualized by indirect immunofluorescence at the level of the MGE and LGE. At the ventricular zone and subventricular zone of the MGE, all of the cells are labeled by both Nkx2-1 and Olig2 (as shown by double labeling on the lower right panel). The images were taken at a Zeiss Confocal Microscope LSM 510 NLO Meta. Scale bar, 50 µm.

**J14: *Dlx12b*-βg-mCherry**

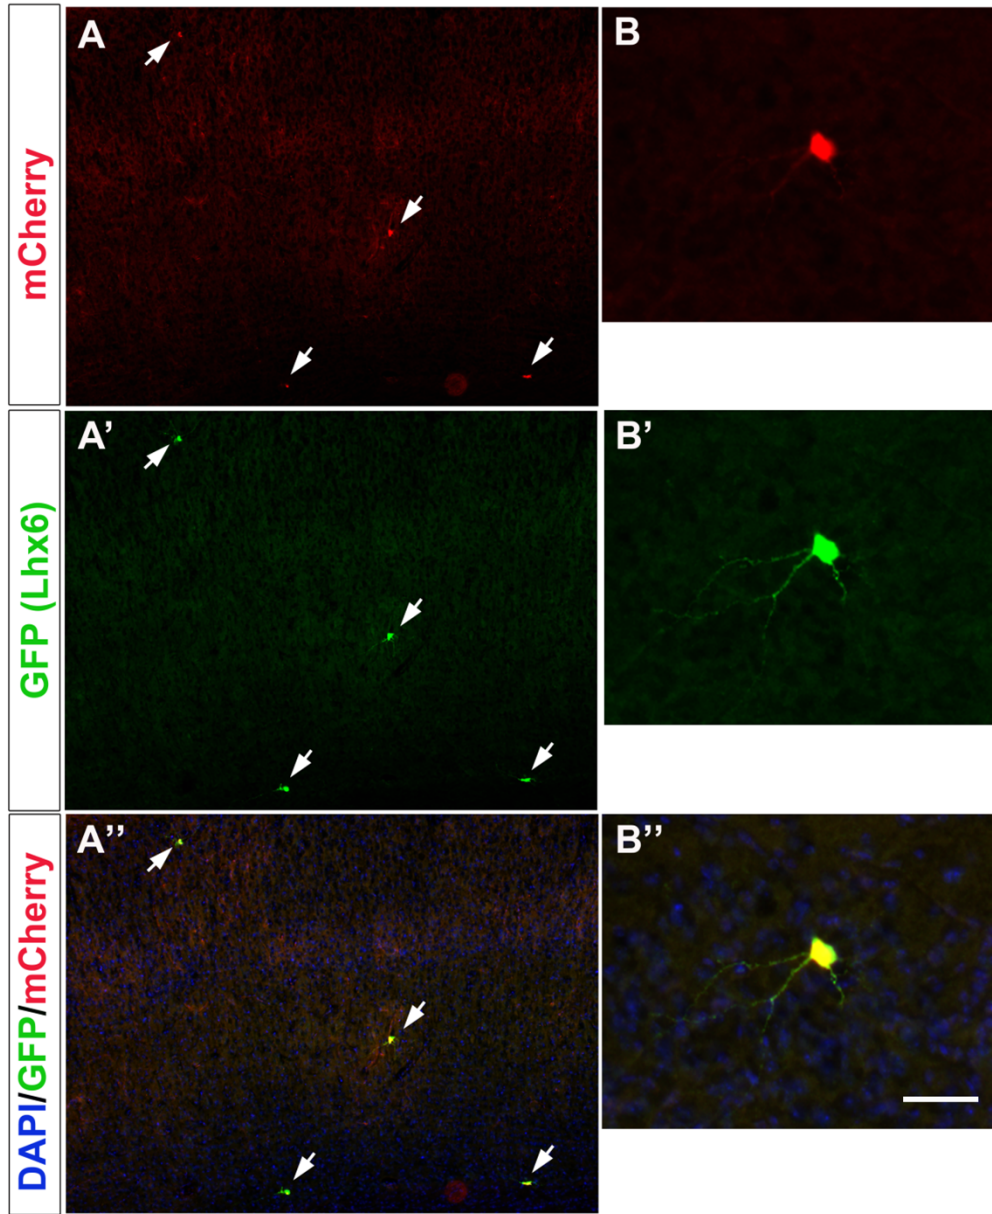

**Figure S20: All of the *Dlx12b*-βg-mCherry<sup>+</sup> cells express Lhx6-GFP thirty-three days after transplantation into the neocortex (white arrows in A-A'').**  
 About 28% of Lhx6-GFP<sup>+</sup> cells are also *Dlx12b*-mCherry<sup>+</sup>. One of the double positive cells (*Dlx12b*-βg-mCherry<sup>+</sup>, Lhx6-GFP<sup>+</sup>) is shown in B-B''. Scale bar for A-A'': 200μm; for B-B'': 50 μm.

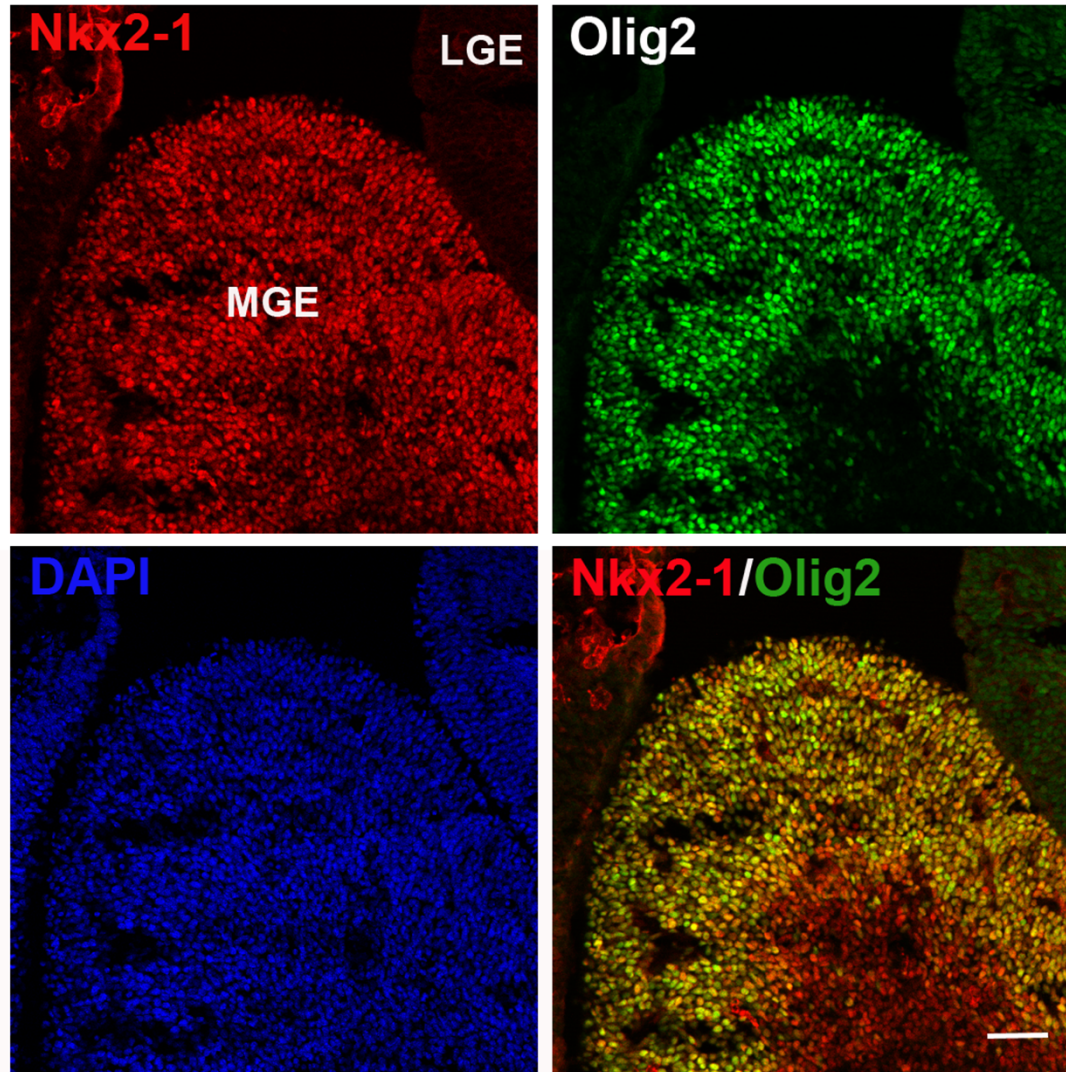

**Figure S21: Expression and colocalization of Olig2 and Nkx2-1 in the progenitor zones of the embryonic MGE**

E11.5 coronal section through mouse forebrain showing Nkx2-1 (red), Olig2 (green), and DAPI (blue) as visualized by indirect immunofluorescence at the level of the MGE and LGE. At the ventricular zone and subventricular zone of the MGE, all of the cells are labeled by both Nkx2-1 and Olig2 (as shown by double labeling on the lower right panel). The images were taken at a Zeiss Confocal Microscope LSM 510 NLO Meta. Scale bar, 50µm.

How the deposited data were processed for this re-analysis (not part of the article)

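Gene expression was measured on 3 one-color Agilent whole mouse genome arrays of the 8×60 K format, with 1 array per cell population: Lhx6-GFP+ and Lhx6-GFP- cells sorted from EB aggregates of J14 ES cells at D12, and Lhx6-GFP+ cells sorted from the MGE of mouse embryos at E12.5. All 3 arrays were on 1 slide and came from the same scan, so slide and cell population are not confounded and no block could be fitted. Each comparison is between 1 array and 1 array. No test, SD between replicates or p-value was computed, and the number of arrays limits the precision.

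The authors extracted the scanned images with Agilent Feature Extraction, and the files they deposited hold the intensity of each spot on a linear scale, after subtraction of the background and correction of trends across the array, with no scaling between arrays. The paper's methods give version 10.1 of the software and the file headers version 10.7.3.1. The authors amplified total RNA and labeled it with Cy3. The paper describes whole transcriptome amplification with Sigma kits and NimbleGen one-color labeling, while the labels deposited with the arrays describe a low-input amplification kit and an array of a smaller format, and give the J14 cells an mCherry reporter that the paper does not mention for the arrays. The authors also deposited a table of normalized log2 values. Its scale is not stated there, and it was found by comparison with the scanner values: each column was within 0.167, for every probe, of the log2 median spot intensity quantile normalized across the 3 arrays without background subtraction. These deposited log2 values were used as an alternative and for log2 levels, which over the 57 genes of Table S2 were higher than the levels printed there by a median of 0.14 on each array, with larger departures for single genes.

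From the scanner files, log2 of the background-subtracted intensity was taken and the array's 75th percentile over all mouse probes was subtracted. Spots with a non-uniformity or population outlier flag were left out (135 on the ES-Lhx6-GFP+, 137 on the ES-Lhx6-GFP- and 98 on the MGE-GFP+ array), saturated spots would have been kept but there were 0, and repeat spots of a probe were averaged. A probe was well above background where the software's call was positive on a share of at least 0.5 of its kept spots, which held for 50452, 44695 and 42908 of the 55681 probes. A probe without that call was raised to the lowest normalized value among the probes with it on that array, and a fold against it is a lower bound at that floor, which a higher floor or intensities without background subtraction can make smaller. No fold was given where neither array had the call. No fold was given either where the detected side lay below the floor of the other array. A gene's log2 difference is the mean over its probes with a value. In counts of probes at least 4-fold different, a probe had to be well above background on at least 1 of the arrays compared. Probes were named through the accession each carries and a RefSeq gene table of GRCm38, which matched 26582 of 55681 probes, and through Tables S3 and S6 to S8 for 190 more, so that 26772 probes named 20317 genes. Probe positions are those of mm9 in Tables S6 to S8. The first 945 of the 1106 rows of Table S8 could be read.

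The SD of log2 intensity over spots well above background of probes with at least 5 such spots was 0.139, 0.141 and 0.144 on the ES-Lhx6-GFP+, ES-Lhx6-GFP- and MGE-GFP+ arrays, from 358, 324 and 305 such probes. A difference was called larger than the repeat-spot spread where it passed 2 SDs of a difference. This spread holds no variation between cultures, embryos, sorts or amplifications. The same spread was used at all intensities, and it may be too small for dim genes. As a measure of signal that does not come from mouse transcripts, 106 control probes for adenovirus E1A (10) and ERCC sequences (96) were used, and a gene is described as within their range on an array where it did not exceed their 95th percentile there.

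For the number of Table S2 genes on the same side of ES-Lhx6-GFP- cells in both comparisons, which share an array, 10000 simulations of arrays without differences gave the share that the shared array produces from repeat-spot noise alone. The distance between arrays is the root mean square difference per probe. The median log2 difference of a gene list was set against 10000 random lists of the same size matched on mean expression in 20 bins, and a list was called where its median lay outside the central range from the 2.5th to the 97.5th percentile. The lists, written down after reading the paper, were Y-linked, erythroid, microglial, endothelial, mesenchymal, pluripotency, Hox, ventral midbrain, hindbrain and spinal cord, hypothalamic, cell cycle, radial glia, hypoxia, hedgehog target, imprinted, immediate early, olfactory receptor, neuronal, CGE and cholinergic genes. A further list of X-linked genes held 1 gene, *Xist*, and gave no median.

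The main settings, the alternatives, the lists and the rule for the genes to be named were set before the data were examined. The rule named every gene of Tables 1 and S2, every gene the paper names from the arrays, the 5 highest and 5 lowest named genes of each comparison among probes well above background on both arrays, and members of a list where the list is reported. Some of these genes are not reported here. The alternatives were quantile normalization, scaling to the 50th percentile, scaling to the 75th percentile of probes well above background on all 3 arrays, median intensities without background subtraction followed by quantile normalization, the deposited log2 values, outlier-flagged spots kept, other filters on dim probes, and other rules for the probes of a gene. After the data were seen, 3 alternatives were added: a normexp background correction with an offset of 50 on median intensities, a floor at the 95th percentile of the E1A and ERCC control probes, and the deposited log2 values without any filter. A normexp correction chosen in advance on mean intensities was not run, since the files hold median and no mean intensities, and neither was a fit with the slide as a block.

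The calculations were tested on simulated data, in which pairs of arrays were made from the values of the ES-Lhx6-GFP- array with repeat-spot noise and known changes were placed in 200 probes. Of the changes of 8-fold or 16-fold, 88.6% were counted as at least 4-fold in the first simulated pair, 89.5% in the second and 86.8% in the last, over 44686, 44689 and 44690 probes. The changes missed were all decreases, which the floor limits. No probe without a change and none with a 2-fold change was counted, and 200 of 200 changes had the right direction in each. The simulated pairs held no rise of dim probes on an array, as seen on the ES-Lhx6-GFP+ array. They therefore do not show how many of the probes counted in the data come from such a rise. Of 18 unchanged lists 2, 1 and 2 fell outside the central range.

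Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for the normexp correction.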

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

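The tests of a bright patch, of the negative control spots, of pooled sexes and of the globins were written down before their results were seen, and the other tests in these paragraphs, and the scale on which the negative control spots are compared, were chosen only after the result was seen.

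The control probes for adenovirus E1A and ERCC sequences drew attention because they are not mouse sequences, the paper does not report them, and 86 of the 106 were well above background on the ES-Lhx6-GFP+ array, compared with 35 on the ES-Lhx6-GFP- array and 34 on the MGE-GFP+ array. Probes for olfactory receptor genes behaved alike: of 1159 such probes, 91.1% were brighter on the ES-Lhx6-GFP+ array than on the ES-Lhx6-GFP- array, with a median log2 difference of 2.04. A local bright patch would have placed the brighter olfactory receptor probes close together. The test of this took 354 of the 1159 probes, counted as at least 4-fold brighter. By the median of 2.04 over all 1159, more probes than these were that much brighter, so the test covers a part of them. For the 354 probes the mean distance from each to the nearest other was 6.61 spots, at the 10.8th percentile of 2000 draws of random probes. This argues against a local patch for the probes tested. A higher background on that array would have raised the negative control spots, and in median intensities without background subtraction or scaling the log2 ratio of their medians was 0.13, compared with 0.95 for the spots of olfactory receptor probes on the same scale. The median rise was 4 intensity units for the negative control spots and 38 for the olfactory receptor spots, which argues against a higher background as the whole cause. Mouse genomic DNA amplified with the RNA cannot bind E1A or ERCC probes by sequence, yet 105 of 106 were brighter. Spike-in RNA added to that sample alone would not have raised olfactory receptor probes, and 91.1% of them were brighter. Weak binding of labeled material to many unrelated probes on the ES-Lhx6-GFP+ array would raise the E1A and ERCC probes, whose median log2 difference was 2.43, but this is the rise that drew attention and so is no test of it. Weak binding cannot be told apart from other sources of signal on dim probes here, because no probes apart from those that showed the rise were set aside to test it and the population has 1 array. No biological explanation was tested.

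*Xist* drew attention as a gene the paper does not discuss, with a log2 difference of at least 8.83 between MGE-GFP+ and ES-Lhx6-GFP- cells. The MGE sample is labeled female and the ES samples male. Embryos of both sexes pooled for the sort would bring Y-linked RNA along with *Xist*, and 4 of the 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were well above background on the MGE-GFP+ array, which is consistent with embryos of both sexes pooled. *Uty* was so by 1 of its 2 probes and within the range of the E1A and ERCC control probes, and *Zfy1* and *Zfy2*, the remaining members of the list of 6, were not well above background there. The test written down in advance also asked for levels no higher than in the male ES samples, which was not met, since *Ddx3y*, *Eif2s3y* and *Kdm5d* were higher on the MGE-GFP+ array than on either ES array by more than 2 SDs of the repeat spots. *Uty* decides nothing here, since compared with the ES-Lhx6-GFP+ array 1 of its probes was at least 3.02-fold lower and the other 5.14-fold higher. *Ddx3y* and *Kdm5d* were not well above background on either ES array, while *Eif2s3y* was on both and *Uty* on the ES-Lhx6-GFP+ array alone, within the range of the control probes. Probes that cannot measure these genes are argued against by the MGE-GFP+ array, where the lower of the pair stood 4.00 above the floor of the ES-Lhx6-GFP- array on the log2 scale. Lower sensitivity of the ES arrays is argued against by the share of probes well above background, which was 80.3% on the ES-Lhx6-GFP- array and 77.1% on the MGE-GFP+ array. Loss of the Y chromosome in a part of the ES culture, a low level of these genes in the ES-derived cells and a wrong label stay open and were not tested, as does a difference between embryo and culture.

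*Hbb-y* drew attention as a gene outside those the paper discusses, with a log2 difference of at least 8.31 between MGE-GFP+ and ES-Lhx6-GFP- cells. Red blood cells, or their RNA carried through the sort of embryonic tissue, could bring globin RNA. Of the erythroid genes with a value, 6 of 6 globins were higher in MGE-GFP+ cells by more than 2 SDs of the repeat spots, but 0 of the 3 others (*Alas2*, *Klf1* and *Slc4a1*) were. Red blood cells cannot be told apart from another source of globin RNA here, because on the MGE-GFP+ array the genes other than globins were within the range of the E1A and ERCC control probes, and the design has no array of tissue without blood. The most abundant globins on that array, *Hba-a1* and *Hbb-y*, had deposited log2 values of 12.62 and 12.50. A difference between embryo and culture was not tested. None of the 11 genes of the erythroid list is in Table S2 or in another list.

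*Gata3* drew attention as a gene the paper does not discuss, with a log2 difference of at most -7.37 between MGE-GFP+ and ES-Lhx6-GFP+ cells, since it was not well above background on the MGE-GFP+ array. It belongs to a list of ventral midbrain, hindbrain and spinal cord genes written down in advance, of which 0 of 16 were higher in MGE-GFP+ than in ES-Lhx6-GFP+ cells, with a median log2 difference of -3.89. Weak binding of labeled material on the ES-Lhx6-GFP+ array would leave about as small a share of the list above the 95th percentile of the E1A and ERCC control probes there as of these probes, and 9 of the 16, *Gata3* among them, were above it. Of the 4180 genes not well above background on the MGE-GFP+ array 31 were, or 0.742%, compared with 5 of the 9 genes of the list among them. This argues against weak binding as the whole cause for the list. For the 7 dimmer genes (*Irx5*, *En1*, *En2*, *Nkx6-1*, *Nkx2-9*, *Foxa1* and *Foxa2*), weak binding of labeled material cannot be told apart from expression, because their signal on the ES-Lhx6-GFP+ array was within the range of the control probes. A fixed share of ES-Lhx6-GFP- cells carried into the ES-Lhx6-GFP+ sort would give genes of the GFP- cells about the same ratio. Over 25 genes abundant in ES-Lhx6-GFP- cells and not well above background in MGE-GFP+ cells, the median of the ES-Lhx6-GFP+ to ES-Lhx6-GFP- ratio was 22.7% and its interquartile range was 1.46 on the log2 scale. Carry-over of a fixed share cannot be told apart from expression in the ES-Lhx6-GFP+ cells themselves, because each population has 1 array and the variation that sorting and amplification add to such ratios is unknown. Carry-over of some cell types more than others was not tested, and the biological difference between ES-derived and embryonic cells stays open.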

How the results depend on the processing

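Of the alternatives, the normexp background correction, the floor at the 95th percentile of the E1A and ERCC control probes and the unfiltered deposited values were chosen only after the data were seen, and the others were set in advance. The slide as a block was not run, because all arrays are on 1 slide, and normexp on mean intensities was not run. No leave-one-out, replicate test or paired analysis was possible because each cell population has 1 array. Unless a cause is given, the cause of a change was not tested.

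The number of probes at least 4-fold different between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells was 5458. It stayed within 1.5 times this number after quantile normalization, after both other scalings and with flagged spots kept. It was 750 with median intensities without background subtraction, 711 in the deposited log2 values and 744 in those without a filter, 712 with normexp, 256 with the floor at the control probes, 2565 with probes well above background on both arrays and 9057 without a filter. For MGE-GFP+ against ES-Lhx6-GFP+ cells the number was 7507. It was 3696 after quantile normalization, 4170 after scaling to the 50th percentile, 695 with median intensities without background subtraction, 662 in the deposited log2 values and 712 in those without a filter, 565 with normexp, 350 with the floor at the control probes, 3534 with probes well above background on both arrays and 11746 without a filter. For MGE-GFP+ against ES-Lhx6-GFP- cells it was 3022, and it was 1139 with median intensities, 1100 in the deposited values and 1129 in those without a filter, 1091 with normexp and 949 with the floor at the control probes. In any of the 3 comparisons it was 9868, and it was 1813 with median intensities, 1733 in the deposited values and 1821 in those without a filter, 1710 with normexp, 1147 with the floor at the control probes, 5878 with probes well above background on both arrays and 14948 without a filter. Background subtraction spreads the log2 values of dim probes, and the stricter filters leave dim probes out by their construction.

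The nearest pair over probes well above background on at least 1 array was ES-Lhx6-GFP- and MGE-GFP+. It became ES-Lhx6-GFP+ and ES-Lhx6-GFP- with median intensities (0.679), in the deposited values (0.674), with the floor at the control probes (0.702) and with probes well above background on all 3 arrays (0.921), and ES-Lhx6-GFP+ and MGE-GFP+ with normexp (0.715). Over the probes at least 4-fold different it was also ES-Lhx6-GFP- and MGE-GFP+, and became ES-Lhx6-GFP+ and ES-Lhx6-GFP- after scaling to the 50th percentile (2.06), with median intensities (1.86), in the deposited values with and without a filter (1.85 and 1.85), with normexp (1.80) and with the floor at the control probes (1.58). Over the 1000 most variable probes it was ES-Lhx6-GFP+ and ES-Lhx6-GFP-, and stayed so with a smaller distance with median intensities (2.07), in the deposited values with and without a filter (2.06 and 2.07), with normexp (1.95) and with the floor at the control probes (1.64). It became ES-Lhx6-GFP+ and MGE-GFP+ after quantile normalization (3.02) and ES-Lhx6-GFP- and MGE-GFP+ without a filter (3.63).

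Of the log2 differences of named genes under alternatives, 1471 moved by less than the repeat-spot spread, 945 moved by more, and 22 that had passed 2 SDs reversed. In MGE-GFP+ relative to ES-Lhx6-GFP+ cells, quantile normalization reversed *Hes1* to 0.14, *Neurod1* to 0.089, *Neurog2* to 0.26, *Gm4710* to 0.54 and *Alpl* to 0.41. Median intensities without background subtraction reversed *Hes1* to 0.042, *Neurod1* to 0.12 and *Gm4710* to 0.18, and the deposited values reversed them to 0.042, 0.11 and 0.18. Scaling to the 50th percentile reversed *Foxp1* to 0.25, *Sst* to 0.0076 and *Nrp1* to 0.060. The single brightest probe reversed *Gbx1* to -0.040, and all probes without a filter reversed *Neurod1* to 0.22. Between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells, quantile normalization, median intensities and the deposited values reversed *Gsx2* to -0.32, -0.10 and -0.090, and *Hbb-y* to -0.16, -0.034 and -0.031.

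Of the list medians under alternatives, 298 moved by less than the spread, 253 moved further and 11 reversed, where only a median outside the central 95% of random lists was counted as reversed when its sign changed. Another 36 changes of sign, of medians inside that range, are among those that moved. The microglia list, in MGE-GFP+ relative to ES-Lhx6-GFP+ cells, reversed to 0.58 after quantile normalization, 0.38 after scaling to the 50th percentile, 0.38 with median intensities and 0.37 in the deposited values, and the imprinted list to 0.61 after scaling to the 50th percentile. Relative to ES-Lhx6-GFP- cells the imprinted list reversed to 0.094 after that scaling, and the olfactory_receptor list to 0.25, 0.20, 0.095 and 0.10 in the order of the microglia list and to 0.24 with normexp.

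The number of Table S2 genes on the same side in both comparisons was 49 of 57. It stayed from 47 to 49 under the alternatives that gave all 57 genes a value, and was 40 of 43 with the floor at the control probes, which gave the other genes no value. Signal over background limits the dim genes: 90.6% of probes were well above background on the ES-Lhx6-GFP+ array, 80.3% on the ES-Lhx6-GFP- array and 77.1% on the MGE-GFP+ array, while 20476, 26289 and 24138 of the 55681 probes were above the 95th percentile of the E1A and ERCC control probes.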

Differences from the paper's values

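The settings that no longer gave a difference were compared after both values were known, the normexp correction, the floor at the E1A and ERCC control probes and the unfiltered deposited values were chosen only after the data were seen, and every other alternative was set before the data were examined. Folds are ratios on a linear scale, the paper's from Table S2, and a value is listed where one is more than 1.5 times the other. Of 171 folds, 41 differ. With median intensities without background subtraction 38 of the 41 no longer differed, with the deposited log2 values 38, with quantile normalization 20, with scaling to the 50th percentile 11, with the single brightest probe 3 and with all probes without a filter 1, while scaling over probes well above background on all 3 arrays and keeping flagged spots changed none. Other folds came to differ, so that of all 171 folds 3 differed with median intensities and 3 with the deposited log2 values, 35 with quantile normalization, 86 with scaling to the 50th percentile, 52 with the single brightest probe and 41 with all probes without a filter.

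A first group of folds was in MGE-GFP+ relative to ES-Lhx6-GFP- cells 0.20 in the paper and 0.0730 here for *Hes1*, 0.11 in the paper and at most 0.0245 here for *Olig1*, 0.30 in the paper and at most 0.0981 here for *Pdgfra*, 0.10 in the paper and 0.0312 here for *Sox10*, 2.37 in the paper and 3.74 here for *Cux2*, 0.44 in the paper and at most 0.172 here for *Neurod1*, 0.09 in the paper and 0.0291 here for *Neurog2*, 0.33 in the paper and at most 0.0927 here for *Pax6*, 0.92 in the paper and 0.486 here for *Eomes*, 5.81 in the paper and 10.4 here for *Gbx1*, 2.64 in the paper and at least 9.46 here for *Calb1*, 2.22 in the paper and 4.24 here for *Ackr3* and 0.07 in the paper and at most 0.0247 here for *Nkx2-2*, and in MGE-GFP+ relative to ES-Lhx6-GFP+ cells 0.84 in the paper and 0.243 here for *Sox10* and 0.19 in the paper and at most 0.0603 here for *Nkx2-2*, and in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells 2.76 in the paper and at least 10.6 here for *Calb1*. These no longer differed with median intensities without background subtraction and the deposited log2 values, and still did with the other alternatives.

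Further folds were in MGE-GFP+ relative to ES-Lhx6-GFP+ cells 1.03 in the paper and 0.399 here for *Hes1*, 0.81 in the paper and at most 0.215 here for *Olig1*, 0.59 in the paper and at most 0.179 here for *Pdgfra*, 0.36 in the paper and 0.122 here for *Emx1*, 0.75 in the paper and at most 0.207 here for *Pax6* and 0.95 in the paper and 0.316 here for *Otp*, and in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells 0.86 in the paper and 2.17 here for *Gsx2* and 1.44 in the paper and 3.73 here for *Ackr3*, and in MGE-GFP+ relative to ES-Lhx6-GFP- cells 47.56 in the paper and 77.7 here for *Lhx8* and 0.80 in the paper and 0.381 here for *Otp*. These no longer differed with quantile normalization, median intensities without background subtraction and the deposited log2 values, and still did with the other alternatives.

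Other folds were in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells 1.38 in the paper and 2.47 here for *Cux2*, 1.67 in the paper and 3.14 here for *Emx1* and 3.70 in the paper and 5.98 here for *Rax*, and in MGE-GFP+ relative to ES-Lhx6-GFP- cells 0.61 in the paper and 0.384 here for *Emx1* and 0.89 in the paper and 0.579 here for *Rax*, and in MGE-GFP+ relative to ES-Lhx6-GFP+ cells 0.85 in the paper and 0.366 here for *Neurog2* and 1.48 in the paper and 0.872 here for *Eomes*. These no longer differed with quantile normalization, scaling to the 50th percentile, median intensities without background subtraction and the deposited log2 values, and still did with the other alternatives.

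The values were in MGE-GFP+ relative to ES-Lhx6-GFP+ cells 1.46 in the paper and 0.849 here for *Gsx2* and 0.24 in the paper and 0.0969 here for *Rax*. These no longer differed with scaling to the 50th percentile, median intensities without background subtraction and the deposited log2 values, and still did with the other alternatives.

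Folds of the gene were in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells 15.50 in the paper and 6.19 here for *Lhx6*, and in MGE-GFP+ relative to ES-Lhx6-GFP- cells 28.20 in the paper and 10.6 here for *Lhx6*. No alternative brought these within 1.5 times of the paper's values. Of the 3 *Lhx6* probes, 1 was 16.5-fold and 37.6-fold higher alone, 1 was 13.9-fold and 27.1-fold higher, and 1 was 1.03-fold and 1.17-fold higher, in the order of these comparisons, which was looked at by probe after seeing the values.

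A fold was in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells 0.77 in the paper and 1.30 here for *Zeb2*. This no longer differed with quantile normalization, scaling to the 50th percentile, median intensities without background subtraction, the deposited log2 values and the single brightest probe, and still did with the other alternatives.

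Another fold was in MGE-GFP+ relative to ES-Lhx6-GFP+ cells 3.00 in the paper and 1.50 here for *Zeb2*. This no longer differed with quantile normalization, scaling to the 50th percentile and the single brightest probe, and still did with the other alternatives.

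One more fold was in MGE-GFP+ relative to ES-Lhx6-GFP+ cells 1.22 in the paper and 0.448 here for *Neurod1*. This no longer differed with quantile normalization, median intensities without background subtraction, the deposited log2 values and all probes without a filter, and still did with the other alternatives.

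The last fold was in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells 3.13 in the paper and 6.61 here for *Gbx1*. This no longer differed with median intensities without background subtraction, the deposited log2 values and the single brightest probe, and still did with the other alternatives.

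With the normexp correction, chosen after seeing the values, 35 of the 41 folds no longer differed, and those that still did were *Zeb2* in both comparisons listed, *Neurod1* in MGE-GFP+ relative to ES-Lhx6-GFP+ cells, *Gsx2* in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells and both of *Lhx6*. With the floor at the E1A and ERCC control probes, also chosen after seeing the values, 18 of the 41 folds could be given and 13 of these, all but the *Gbx1* fold in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells as bounds, no longer differed.

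The numbers of probes at least 4-fold different are 720, 682 and 1106 in the paper's Tables S6, S7 and S8 and 1821 in the paper's Figure 3, and were 5458, 7507, 3022 and 9868 here. With median intensities without background subtraction they were 750, 695, 1139 and 1813, and with the deposited log2 values 711, 662, 1100 and 1733, and these no longer differed. They still differed with quantile normalization, scaling to the 50th percentile, scaling over probes well above background on all 3 arrays, flagged spots kept, probes well above background on both arrays and no filter. With settings chosen after seeing the values they were 712, 565, 1091 and 1710 with the normexp correction and 744, 712, 1129 and 1821 with the unfiltered deposited values, none of which differed, and the floor at the E1A and ERCC control probes reached only the count of Table S8, with 949.

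The direction of a fold in the paper's Table S2 was the same here for 156 of 171 folds, for 168 with median intensities without background subtraction and for 169 with the deposited log2 values. Apart from folds given before, the direction differed in MGE-GFP+ relative to ES-Lhx6-GFP+ cells for *Dlx6* (0.99 in the paper, 1.19 here), *Gad2* (0.93 in the paper, 1.16 here), *Calb1* (1.02 in the paper, 0.890 here), *Erbb4* (1.01 in the paper, 0.812 here), *Nrxn3* (0.93 in the paper, 1.20 here) and *Nr5a1* (0.99 in the paper, 1.26 here), in MGE-GFP+ relative to ES-Lhx6-GFP- cells for *Nr2f1* (1.07 in the paper, 0.961 here) and *Shh* (0.97 in the paper, 1.12 here), and in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells for *Otp* (0.85 in the paper, 1.21 here). The paper's Figure 3 joins the ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells first, while over the probes at least 4-fold different here the nearest pair was ES-Lhx6-GFP- and MGE-GFP+ cells, with a distance of 1.88, and in the deposited log2 values ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells, with 1.85. In the deposited values ES-Lhx6-GFP- and MGE-GFP+ cells were the farthest pair, with 2.45. Of the genes the paper places above its level for high expression in both GFP+ populations, *ErbB4* has a log2 level of 10.13 in MGE-GFP+ cells in the paper's Table 1 and had a deposited value of 9.78. Over the 57 genes of Table S2 the deposited values on that array were higher than the paper's levels by a median of 0.14, while that of *Erbb4* differed by -0.35.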

Other observations

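All tests on cell cycle genes and on the excess of lower probes given here were chosen only after the result was seen, while the gene lists were written down in advance.

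Of the probes compared between MGE-GFP+ and ES-Lhx6-GFP+ cells, 7262 of the 7507 probes at least 4-fold different were lower in MGE-GFP+ cells. The raised signal of dim probes on the ES-Lhx6-GFP+ array may account for a part of this excess. It needs a smaller excess among bright probes, and among the 208 probes above the E1A and ERCC control probes on both arrays 68.75% were lower, while of the 6525 within their range on both arrays 0.582% were higher. Between ES-Lhx6-GFP+ and ES-Lhx6-GFP- cells 33.3% of the 159 such bright probes were higher in ES-Lhx6-GFP+ cells, and 98.5% of the 4605 dim ones were. A biological difference stays open for the bright probes and was not tested.

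Cell cycle genes were higher in MGE-GFP+ than in ES-Lhx6-GFP+ cells, in 24 of the 28 with a value, with a median log2 difference of 1.03, and lower than in ES-Lhx6-GFP- cells, with a median of -0.99. The scaling of the arrays is argued against as the whole cause by the lowest median of the list over the alternatives, which was 0.83. More radial glia in the MGE sort could raise these genes. The radial glia list had a median of -0.06 between MGE-GFP+ and ES-Lhx6-GFP+ cells, at the 60.6th percentile of random lists, and the median was above 0 after quantile normalization, after scaling to the 50th percentile, with median intensities without background subtraction, in the deposited log2 values and, in settings added after the data were seen, with normexp and with the floor at the control probes. More radial glia cannot be told apart from another source of dividing cells here, because 5 of the 15 genes were higher and 10 lower, and 3 of the 15 are in Table S2. The difference in age and origin of the cells stays open as a biological explanation and was not tested.

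Over 19 lists and 3 comparisons, 38 of 57 medians lay outside the central 95% of random lists matched on expression. The medians hold lower bounds at their bound. Table S2 holds 4 of the 12 hypothalamic genes, 3 of the 15 radial glia genes, 3 of the 8 cholinergic genes and 1 of the 6 CGE genes, and none of the other lists. Relative to ES-Lhx6-GFP- cells, the medians in ES-Lhx6-GFP+ and MGE-GFP+ cells were 1.44 and 3.35 for Y-linked genes, 0.60 and 3.74 for erythroid genes, 0.95 and 1.10 for microglial genes, 0.61 and -0.30 for endothelial genes and 0.18 and -3.95 for mesenchymal genes. They were -0.85 and -2.50 for pluripotency genes, 0.68 and -1.24 for Hox genes, -1.94 and -6.37 for ventral midbrain, hindbrain and spinal cord genes, -0.37 and -2.03 for hypoxia genes, and -1.68 and -3.30 for hedgehog targets. They were -0.09 and -0.21 for imprinted genes, -0.15 and -1.56 for immediate early genes, 1.79 and -0.11 for olfactory receptor genes, 0.61 and 0.87 for neuronal genes, -0.23 and -1.79 for CGE genes and 0.09 and 0.10 for cholinergic genes. For hypothalamic genes the median in MGE-GFP+ cells was -1.59, and for radial glia genes -2.40. In ES-Lhx6-GFP+ cells the medians of the Y-linked (69.3rd percentile), erythroid (66.9th), microglial (78.5th), endothelial (50.8th), mesenchymal (11.7th), Hox (52.1st), hypothalamic (22.9th), imprinted (18.7th), immediate early (6.95th), CGE (5.48th) and cholinergic (35.0th) lists lay inside the central 95% of random lists, as did the endothelial (52.6th) and cholinergic (76.3rd) ones in MGE-GFP+ cells. After quantile normalization the sign in ES-Lhx6-GFP+ cells changed for the erythroid, endothelial, mesenchymal, Hox, hypothalamic and cholinergic lists, and the sign in MGE-GFP+ cells for the endothelial and olfactory receptor lists. After scaling to the 50th percentile it changed in ES-Lhx6-GFP+ cells for the mesenchymal, hypothalamic and cholinergic lists and in MGE-GFP+ cells for the endothelial, imprinted and olfactory receptor lists. With median intensities and in the deposited values it changed in the same lists as after quantile normalization, except the endothelial list in ES-Lhx6-GFP+ cells. Of the settings added after the data were seen, normexp changed the endothelial and olfactory receptor lists in MGE-GFP+ cells, and the floor at the control probes changed the endothelial, mesenchymal, Hox and hypothalamic lists in ES-Lhx6-GFP+ cells.

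Directly between MGE-GFP+ and ES-Lhx6-GFP+ cells, the medians were 0.80 for Y-linked, 1.50 for erythroid, -0.37 for microglial, -1.29 for endothelial, -3.16 for mesenchymal, -1.32 for pluripotency, -1.85 for Hox, -1.31 for hypoxia, -1.38 for hedgehog target, -0.14 for imprinted, -1.27 for immediate early, -1.90 for olfactory receptor, 0.26 for neuronal and 0.34 for cholinergic genes. The medians of the endothelial (25.2nd percentile), pluripotency (4.07th), hedgehog target (4.55th) and neuronal (49.6th) lists lay inside the central range of random lists. The microglial and imprinted medians changed sign after scaling to the 50th percentile, the microglial one also after quantile normalization, with median intensities without background subtraction and in the deposited values, the hedgehog target median with median intensities, and the pluripotency median with the floor at the control probes. *Egln3*, a gene of the hypoxia list, was at least 33.6-fold lower in MGE-GFP+ cells by the mean of its 2 probes.

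By the probes well above background on both arrays compared, the highest genes in ES-Lhx6-GFP+ relative to ES-Lhx6-GFP- cells were *Gm14137*, *Hoxc10*, *Olfr1360*, *AI606473* and *Pldi*, from 28.7-fold to 20.7-fold, and the lowest were *Gm4710*, *Dppa5a*, *Alpl*, *0610009E02Rik* and *Iqgap3*, from 40.1-fold to 16.3-fold. Relative to ES-Lhx6-GFP- cells, the highest in MGE-GFP+ cells were *Xist*, *Hbb-y*, *Lhx8*, *Hba-a2* and *AI606473*, and the lowest were *Sparcl1*, *Egln3*, *Irx1*, *Anxa2* and *Ptx3*, from 401-fold to 109-fold. Except for *Lhx8*, each of these was within the range of the E1A and ERCC control probes on at least 1 of the arrays compared.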
